# Deficiency of WTAP in hepatocytes induces lipoatrophy and non-alcoholic steatohepatitis (NASH)

**DOI:** 10.1038/s41467-022-32163-w

**Published:** 2022-08-04

**Authors:** Xinzhi Li, Kaixin Ding, Xueying Li, Bingchuan Yuan, Yuqin Wang, Zhicheng Yao, Shuaikang Wang, He Huang, Bolin Xu, Liwei Xie, Tuo Deng, Xiao-wei Chen, Zheng Chen

**Keywords:** Non-alcoholic steatohepatitis, Dyslipidaemias

## Abstract

Ectopic lipid accumulation and inflammation are the essential signs of NASH. However, the molecular mechanisms of ectopic lipid accumulation and inflammation during NASH progression are not fully understood. Here we reported that hepatic Wilms' tumor 1-associating protein (WTAP) is a key integrative regulator of ectopic lipid accumulation and inflammation during NASH progression. Hepatic deletion of *Wtap* leads to NASH due to the increased lipolysis in white adipose tissue, enhanced hepatic free fatty acids uptake and induced inflammation, all of which are mediated by IGFBP1, CD36 and cytochemokines such as CCL2, respectively. WTAP binds to specific DNA motifs which are enriched in the promoters and suppresses gene expression (e.g., *Igfbp1*, *Cd36* and *Ccl2*) with the involvement of HDAC1. In NASH, WTAP is tranlocated from nucleus to cytosol, which is related to CDK9-mediated phosphorylation. These data uncover a mechanism by which hepatic WTAP regulates ectopic lipid accumulation and inflammation during NASH progression.

## Abstract (web summary)

Ectopic lipid accumulation and inflammation are the essential signs of NASH. Here, the authors show that hepatic WTAP is a key integrative repressor of ectopic lipid accumulation and inflammation during NASH progression, and hepatic deletion of *Wtap* promotes both of them, leading to NASH

## Introduction

The liver plays a key role in metabolic homeostasis including the homeostasis of glucose, lipid, and amino acid metabolism. An imbalance of hepatic metabolic homeostasis will lead to liver diseases. A common chronic liver disease is non-alcoholic fatty liver disease (NAFLD), which ranges from non-alcoholic fatty liver (NAFL) to non-alcoholic steatohepatitis (NASH). NASH is characterized by hepatic steatosis, liver injury, chronic inflammation and liver fibrosis, which is one of the important steps during the pathogenesis of cirrhosis and hepatocellular carcinoma (HCC). During NASH pathogenesis, ectopic lipid accumulation is one of the major contributor to NASH progression. In human NAFLD patients, about 60% of hepatic triglycerides are derived from serum free fatty acids (FFAs), which are mainly from white adipose tissue (released after TAG lipolysis)^1^. The rates of lipolysis in white adipose tissue are increased in NASH patients^2^, and hepatic free fatty acid uptake is also increased in NAFL and NASH due to the increased expression of CD36^3^. In addition, most of patients with lipodystrophy develop severe NAFL and NASH^4,5^. In the last several years, many factors, including SEIPIN/BSCL2, Insulin receptor, AGPAT2, PPARγ, CIDEC, perilipin-1, and AKT-2, in white adipose tissue have been identified to regulate lipodystrophy or lipoatrophy in rodents^4,6–10^. However, whether and how liver affect lipoatrophy, which further contributes to NASH pathogenesis, is not fully understood.

Ectopic lipid accumulation in the liver causes NAFL, while the progression of NAFL to NASH is promoted by persistent steatosis (lipotoxity) and inflammation. It has been reported that chemokines such as CCL2 and its receptor CCR2 are abnormally upregulated in NASH^11,12^, which is known as one of the second hits for NASH progression. However, how ectopic lipid accumulation and inflammation in the liver affect NASH progression in the setting of lipoatrophy is not investigated yet.

Wilms' tumor 1-associating protein (WTAP) is a nuclear protein, which is located in the speckles and partially co-localized with splicing factors^13,14^. Recent studies showed that WTAP can serve as a regulatory subunit of m^6^A writer machine and regulates m^6^A modification and alternative splicing^15,16^. WTAP also regulates many physiological and pathological processes such as X chromosome imprinting^17^, cell proliferation^18^, white adipogenesis^19^ and tumorgenesis^20,21^ by modulating m^6^A modification and RNA alternative splicing. *Wtap* knockout mice were embryonic lethal^22^, indicating that WTAP is essential for development of multiple organs. However, the function of WTAP in metabolic homeostasis is not explored. Whether hepatic WTAP regulates ectopic lipid accumulation and NASH progression is largely unknown.

Here, we have demonstrated that hepatic WTAP integratively regulates lipoatrophy, ectopic lipid accumulation and inflammation during NASH progression. Hepatic deletion of *Wtap* induces the expression and secretion of IGFBP1, which enhances lipolysis in the eWAT and increases serum FFAs, leading to hepatic steatosis. In addition, hepatic *Wtap* deficiency increases the expression of CD36 and CCL2, which enhances hepatic FFAs uptake and inflammation, causing NASH in *Wtap*-HKO mice. Mechanistically, WTAP binds to specific DNA motifs which are enriched in the promoters and suppresses gene expression (e.g., *Igfbp1*, *Cd36* and *Ccl2*) with the involvement of HDAC1. Furthermore, WTAP is translocated from nucleus to cytosol in NASH, which is related to CDK9-mediated phosphorylation. These data uncover a mechanism by which downregulation of nuclear WTAP in hepatocytes induces lipoatrophy and causes NASH *via* a histone modification pathway.

## Results

### WTAP is highly expressed in the liver and hepatic deletion of *Wtap* causes non-alcoholic steatohepatitis (NASH)

To determine whether WTAP regulates metabolic homeostasis, we measured the expression of WTAP in metabolic tissues such as liver, interscapular brown adipose tissue (iBAT), skeletal muscle and white adipose tissue. As shown in Fig. 1a, WTAP is highly expressed in the liver and iBAT. To determine whether hepatic WTAP regulates hepatocyte function, hepatocyte-specific *Wtap* knockout mice were generated by crossing *Wtap*^flox/flox^ mice (Supplementary Fig. 1a, b) with *Alb*-Cre mice. The genotype of the *Wtap*-HKO mice is *Wtap*^flox/flox^ *Alb*-Cre^+/−^. As shown in Fig. 1b, WTAP was specifically deleted in the liver of *Wtap*-HKO mice. We did not observe any differences in body weight (Supplementary Fig. 1c), liver weight (Supplementary Fig. 1d), or liver triacylglycerol (TAG) levels (Supplementary Fig. 1e) between *Wtap*^flox/flox^ and *Alb*-Cre mice. Therefore, we used *Wtap*^flox/flox^ mice as the control for *Wtap*-HKO mice in the following experiments. The body weight of *Wtap*-HKO mice was reduced under the normal chow feeding condition (Fig. 1c). The liver showed a light-yellow color (Fig. 1d) and the relative liver weight was increased (Fig. 1e), indicating hepatic deletion of *Wtap* promotes steatosis. To further test this hypothesis, liver TAG levels were measured, and Oil-Red O staining was performed. As shown in Fig. 1f, g, liver TAG levels were significantly increased, and more lipid droplets were seen in *Wtap*-HKO mice under the normal chow feeding condition. These data demonstrate that hepatic deletion of *Wtap* promotes steatosis.

**Fig. 1:**
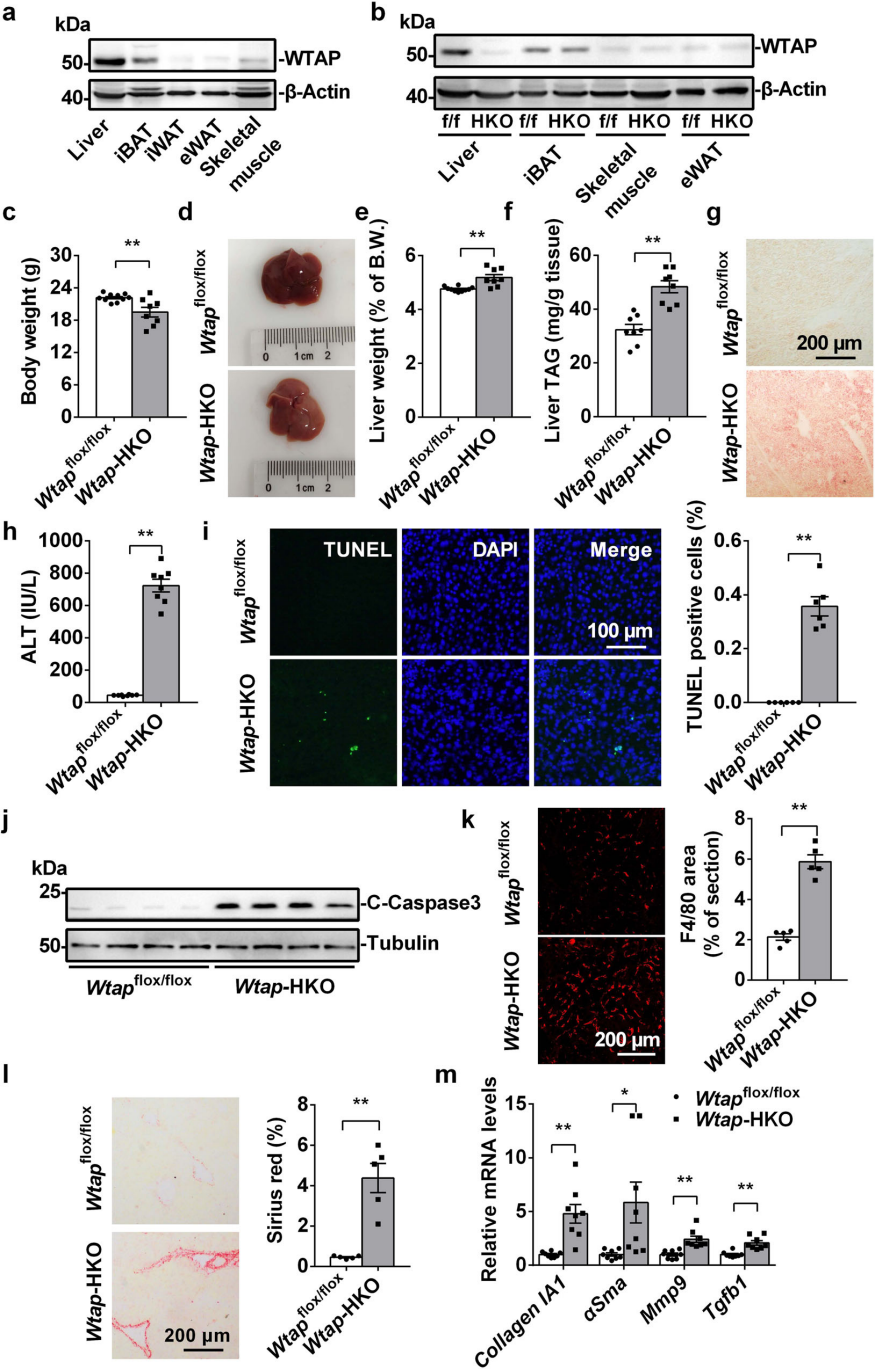
Hepatic deletion of *Wtap* causes non-alcoholic steatohepatitis (NASH) under the normal chow feeding condition. **a** WTAP protein levels in liver, iBAT, iWAT, eWAT and skeletal muscle of WT mice. The samples were derived from the same experiment and the blots were processed in parallel. This experiment was repeated for three times independently with similar results. **b** WTAP protein levels in liver, iBAT, skeletal muscle and eWAT of *Wtap*^flox/flox^ and *Wtap-*HKO mice at 8 weeks old. The samples were derived from the same experiment and the blots were processed in parallel. This experiment was repeated for three times independently with similar results. **c** Body weights of *Wtap*^flox/flox^ and *Wtap*-HKO mice at 8 weeks old under the normal chow feeding condition (*Wtap*^flox/flox^, *n* = 10; *Wtap*-HKO, *n* = 8; *P* = 0.0057). **d** Representative pictures of livers from *Wtap*^flox/flox^ and *Wtap-*HKO mice. **e** Liver weights (*Wtap*^flox/flox^, *n* = 10; *Wtap*-HKO, *n* = 8; *P* = 0.0011). **f** Liver TAG levels (*n* = 8 for each group; *P* < 0.0001). **g** Oil Red O staining was performed in the liver sections from *Wtap*^flox/flox^ and *Wtap-*HKO mice at 8 weeks old (*n* = 5 for each group). n was the number of biologically independent mice. Mice of the same genotype showed similar phenotypes. Representative Oil Red O staining images were shown. **h** Serum ALT activity in *Wtap*^flox/flox^ and *Wtap-*HKO mice at 8 weeks old (*n* = 8 for each group; *P* < 0.0001). **i** The TUNEL-positive cells in liver sections of *Wtap*^flox/flox^ and *Wtap-*HKO mice at 8 weeks old (*n* = 6 for each group; *P* < 0.0001). **j** Cleaved caspase3 levels were measured by immunoblotting (*n* = 4 for each group). The samples were derived from the same experiment and the blots were processed in parallel. This experiments were repeated for three times with similar results. **k** F4/80 immunostaining of liver sections (*n* = 5 for each group; *P* < 0.0001). **l** Sirius Red staining of liver sections (*n* = 5 for each group; *P* = 0.0006). **m** RT-qPCR analysis of mRNA levels (*n* = 8 for each group; *Collagen IA1*, *P* = 0.0063; *αSma*, *P* = 0.0234; *Mmp9*, *P* = 0.0006; *Tgfb1*, *P* = 0.0003). n was the number of biologically independent mice. Data represent the mean ± SEM. Significance was determined by unpaired two-tailed Student’s *t* test analysis. *p < 0.05. **p < 0.01. Source data are provided as a Source Data file.

Hepatocyte steatosis may cause liver injury and fibrosis. To test this hypothesis, serum ALT activity, TUNEL-positive cells, cleaved caspase 3, and liver injury-related markers were measured. Serum ALT activities were significantly increased in *Wtap*-HKO mice (Fig. 1h), which suggests that hepatic deletion of *Wtap* causes liver injury and inflammation. We measured hepatocyte apoptosis using TUNEL assays. The number of TUNEL-positive cells was significantly increased in *Wtap*-HKO mice (Fig. 1i). In addition, cleaved caspase 3 levels were much higher in the livers of *Wtap*-HKO mice (Fig. 1j). Hepatocyte death also leaded to immune cell infiltration. F4/80-positive cells were significantly increased in the livers of *Wtap*-HKO mice (Fig. 1k). Moreover, liver sections from *Wtap*-HKO mice contained significantly larger Sirius Red-positive areas than those in *Wtap*^flox/flox^ mice (Fig. 1l). Consistently, the expression of fibrosis markers (*collagen IA1*, *aSma* and *Mmp9*) and profibrogenic factor (*Tgfb1*) was significantly increased in the livers of *Wtap*-HKO mice (Fig. 1m). These data demonstrate that hepatic deletion of *Wtap* results in liver injury and fibrosis.

Next, we tested whether hepatic deletion of *Wtap* also promotes diet-induced NASH. *Wtap*-HKO and *Wtap*^flox/flox^ mice were fed a NASH diet. Short time (5 weeks) feeding with NASH diet was not able to induced NASH in *Wtap*^flox/flox^ control mice. However, *Wtap*-HKO mice displayed severe NASH phenotypes, as revealed by higher liver weight (Supplementary Fig. 2a, b), higher liver TAG levels (Supplementary Fig. 2c), more hepatic lipid droplets (Supplementary Fig. 2d), and higher serum ALT activities (Supplementary Fig. 2e) compared with *Wtap*^flox/flox^ mice. The number of TUNEL-positive cells was significantly increased in *Wtap*-HKO mice (Supplementary Fig. 2f). In addition, cleaved caspase3 was much higher in *Wtap*-HKO mice (Supplementary Fig. 2g). Hepatocyte death also leaded to immune cell infiltration and liver fibrosis. F4/80-positive cells were significantly increased (Supplementary Fig. 2h). Moreover, liver sections from *Wtap*-HKO mice contained significantly larger Sirius Red-positive areas than those in *Wtap*^flox/flox^ mice (Supplementary Fig. 2i). Consistently, the expression of fibrosis markers (*collagen IA1*, *aSma* and *Mmp9*) and profibrogenic factor (*Tgfb1*) was dramatically increased in *Wtap*-HKO mice (Supplementary Fig. 2j). These data indicate that *Wtap*-HKO mice are more sensitive to NASH diet-induced NASH.

### Hepatic deletion of *Wtap* promotes FFAs uptake and inflammation in the liver

To determine the possible mechanisms in *Wtap* deficiency-induced NASH, we performed RNA-seq analysis to detect the changes of gene expression profile in the liver of *Wtap*-HKO mice. As shown in Fig. 2a, 3486 genes were downregulated, whereas 3706 genes were upregulated. Gene ontology (GO) analysis showed that downregulated genes were associated with small molecule catabolic process, fatty acid metabolic process, amino acid metabolic process, steroid metabolic process, cholesterol metabolic process, xenobiotic metabolic process, fatty acid beta-oxidation, alcohol metabolic process, and glucose metabolic process, whereas the upregulated genes were associated with wound healing, leukocyte migration, chemotaxis, and cytokine production (Fig. 2b).

**Fig. 2:**
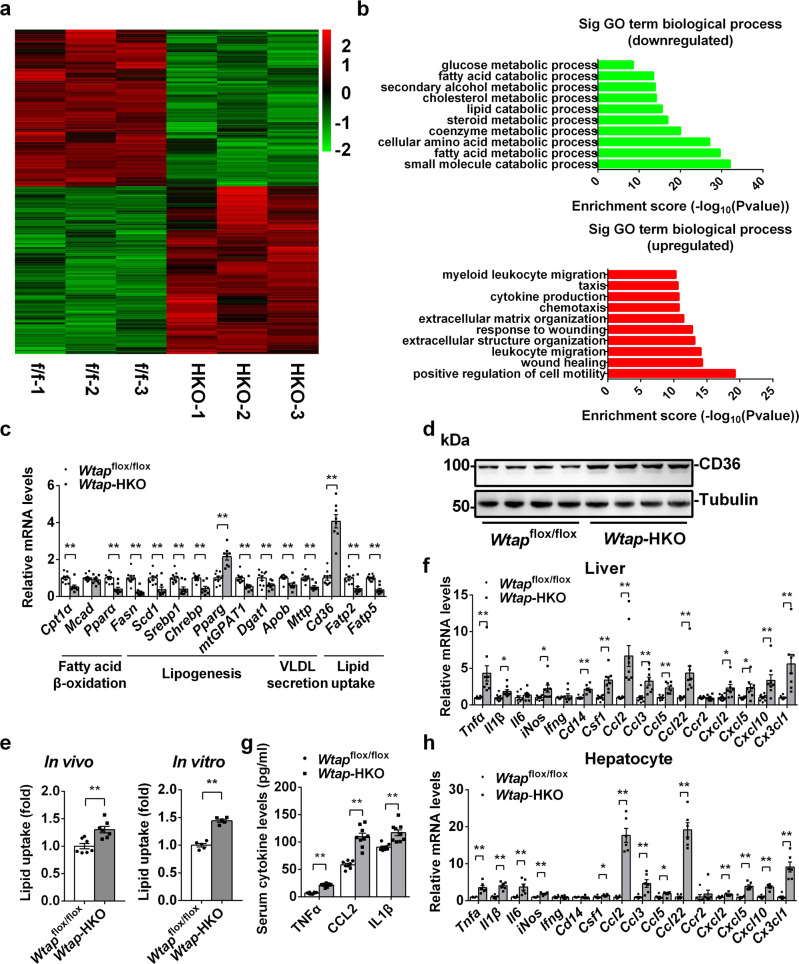
Hepatic deletion of *Wtap* promotes FFAs uptake and inflammation in the liver. **a** RNA-seq analysis was performed in the livers of *Wtap*^flox/flox^ and *Wtap-*HKO mice at 8 weeks old. The differentially expressed genes (DEGs) (HKO VS ff) including 3486 downregulated genes and 3706 upregulated genes were illustrated in a volcanoplot (|log2foldchange| > 0 and pval < 0.05). **b** Top GO biological process terms enriched in downregulated and upregulated genes. **c** RT-qPCR analysis of lipid metabolism related genes in the livers of *Wtap*^flox/flox^ and *Wtap-*HKO mice at 8 weeks old (*Wtap*^flox/flox^, *n* = 10; *Wtap*-HKO, *n* = 8; *Cpt1α*, *P* = 0.0017; *Mcad*, *P* = 0.2985; *Pparα*, *P* = 0.0002; *Fasn*, *P* < 0.0001; *Scd1*, *P* = 0.0016; *Srebp1*, *P* = 0.0012; *Chrebp*, *P* = 0.0002; *Pparg*, *P* < 0.0001; *mtGPAT1*, *P* = 0.0019; *Dgat1*, *P* = 0.0204; *Apob*, *P* = 0.005; *Mttp*, *P* = 0.0003; *Cd36*, *P* < 0.0001; *Fatp2*, *P* = 0.0011; *Fatp5*, *P* < 0.0001). **d** CD36 protein levels in *Wtap*^flox/flox^ and *Wtap-*HKO mice at 8 weeks old were measured by immunoblotting (*n* = 4 for each group). The samples were derived from the same experiment and the blots were processed in parallel. This experiments were repeated for three times with similar results. **e** Relative FFAs uptake levels both in vivo (*n* = 7 for each group; *P* = 0.00197) and in vitro (*n* = 5 for each group; *P* < 0.0001). **f** RT-qPCR analysis of mRNA levels in livers of *Wtap*^flox/flox^ and *Wtap-*HKO mice at 8 weeks old (*n* = 8 for each group; *Tnfα*, *P* = 0.0065; *Il1β*, *P* = 0.01867; *Il6*, *P* = 0.3317; *iNos*, *P* = 0.029; *Infg*, *P* = 0.4315; *Cd14*, *P* < 0.0001; *Csf1*, *P* = 0.00026; *Ccl2*, *P* = 0.00137; *Ccl3*, *P* = 0.0025; *Ccl5*, *P* = 0.0003; *Ccl22*, *P* = 0.0035; *Ccr2*, *P* = 0.7214; *Cxcl2*, *P* = 0.01725; *Cxcl5*, *P* = 0.0147; *Cxcl10*, *P* = 0.0097; *Cx3cl1*, *P* = 0.003). **g** Serum cytokine levels in *Wtap*^flox/flox^ (*n* = 8) and *Wtap-*HKO (*n* = 9) mice at 8 weeks old (TNFα, *P* < 0.0001; CCL2, *P* < 0.0001; IL1β, *P* = 0.0006). **h** RT-qPCR analysis of mRNA levels in primary hepatocytes isolated from *Wtap*^flox/flox^ and *Wtap-*HKO mice at 8 weeks old (*n* = 6 for each group; *Tnfα*, *P* = 0.0014; *Il1β*, *P* < 0.0001; *Il6*, *P* = 0.0078; *iNos*, *P* = 0.0003; *Infg*, *P* = 0.7374; *Cd14*, *P* = 0.7149; *Csf1*, *P* = 0.0336; *Ccl2*, *P* < 0.0001; *Ccl3*, *P* = 0.0067; *Ccl5*, *P* = 0.0281; *Ccl22*, *P* < 0.0001; *Ccr2*, *P* = 0.5374; *Cxcl2*, *P* = 0.0078; *Cxcl5*, *P* < 0.0001; *Cxcl10*, *P* < 0.0001; *Cx3cl1*, *P* = 0.0001). n was the number of biologically independent mice. The cell culture experiments were repeated for three times independently with similar results. Data represent the mean ± SEM. Significance was determined by unpaired two-tailed Student’s *t* test analysis. *p < 0.05. **p < 0.01. Source data are provided as a Source Data file.

Liver steatosis attributes to an imbalance among free fatty acid uptake, lipogenesis, fatty acid β-oxidation and VLDL secretion^23,24^. RNA-seq and qPCR analysis showed that the expression of genes related to fatty acid β-oxidation (*Cpt1α*, *Mcad* and *Ppara*), lipogenesis (*Fasn*, *Scd1*, *Srebp1*, *Chrebp*, *Pparg*, *mtGPAT1* and *Dgat1*) and VLDL secretion (*ApoB* and *Mttp*) was significantly decreased (Fig. 2a–c). However, *Cd36* (a free fatty acid uptake-related gene) mRNA and protein levels were dramatically increased whereas those of *Fatp2* and *Fatp5* were decreased (Fig. 2c, d), indicating that CD36-mediated FFAs uptake was increased. To further test whether FFAs uptake is increased in *Wtap*-HKO mice, we measured FFA uptake both in vivo and in vitro. As shown in Fig. 2e, acute injection of the fluorescent palmitate analogue BODIPY FL C_16_ into *Wtap*-HKO and *Wtap*^flox/flox^ mice resulted in a significant increase in FFAs uptake by the liver in *Wtap*-HKO mice. To further verify whether hepatic WTAP regulates fatty acid uptake in a cell-autonomous manner, primary hepatocytes were isolated from *Wtap*-HKO and *Wtap*^flox/flox^ mice, and BODIPY FL C_16_ uptake experiments were performed. As shown in Fig. 2e, fatty acid uptake was significantly increased according to the measurement of intracellular fluorescence of BODIPY FL C_16_. These data demonstrate that increased CD36-mediated FFA uptake contributes to the increased liver steatosis seen in *Wtap*-HKO mice.

GO analysis showed that the upregulated genes were associated with wound healing, leukocyte migration, chemotaxis, and positive regulation of cytokine production. qPCR analysis further confirmed these data. As shown in Fig. 2f and Supplementary Fig. 2k, *Tnfa*, *Il1β*, *iNos*, *Cd14*, *Csf1*, *Ccl2*, *Ccl3*, *Ccl5*, *Ccl22*, *Cxcl2*, *Cxcl5*, *Cxcl10* and *Cx3cr1* mRNA levels were significantly increased in *Wtap*-HKO mice under both normal chow and NASH diet feeding conditions. TNFa, IL1β and CCL2 have been shown to promote liver inflammation^11,25,26^. We then measured serum TNFa, IL1β and CCL2 levels. As shown in Fig. 2g and Supplementary Fig. 2l, serum TNFa, IL1β and CCL2 levels were significantly increased in *Wtap*-HKO mice under both normal chow and NASH diet feeding conditions. To further determine whether hepatic WTAP regulates the expression of inflammatory genes in a cell-autonomous manner, primary hepatocytes were isolated from *Wtap*-HKO and *Wtap*^flox/flox^ mice and gene expression was measured by RT-qPCR. As shown in Fig. 2h, *Tnfa*, *Il1β*, *iNos*, *Csf1*, *Ccl2*, *Ccl3*, *Ccl5*, *Ccl22*, *Cxcl2*, *Cxcl5*, *Cxcl10* and *Cx3cr1* mRNA levels were significantly increased in the isolated hepatocytes from *Wtap*-HKO mice. *Ccl2* and *Ccl22* were the top upregulated genes in primary hepatocytes isolated from *Wtap-*HKO mice. These data suggest that hepatic upregulation of cytochemokines such as CCL2 in *Wtap-*HKO mice contributes to more severe NASH.

GO analysis indicated that glucose metabolic process-related genes were downregulated (Fig. 2b). We thus then measured hepatic glucose homeostasis in *Wtap*-HKO and *Wtap*^flox/flox^ mice. It was shown that fasting blood glucose was 21.8% lower in *Wtap*-HKO mice compared to the *Wtap*^flox/flox^ mice, and randomly feeding blood glucose levels were also reduced by 33.1% in these mice under randomly feeding conditions (Supplementary Fig. 3a, b). Hepatic gluconeogenesis was impaired, as revealed by decreased glucose levels after injection of glucose and pyruvate (Supplementary Fig. 3c, d), respectively, and by decreased expression of gluconeogenesis-related genes (*G6pase* and *Pepck*) (Supplementary Fig. 3e). We also noted that other glucose metabolism-related genes such as *Glut2*, *Gys1*, *Pgc1α* and *Hnf4α* were downregulated in *Wtap*-HKO mice (Supplementary Fig. 3e), which caused a reduction of liver glycogen levels in *Wtap*-HKO mice (Supplementary Fig. 3f). These data suggest that hepatic deletion of *Wtap* impairs glucose homeostasis.

### Hepatic deletion of *Wtap* promotes lipolysis in the eWAT

Increased CD36-mediated FFAs uptake contributes to NASH progression. *Wtap-*HKO mice displayed NASH under the normal chow feeding condition. We then measured serum FFAs levels in *Wtap-*HKO mice. As shown in Fig. 3a, serum FFAs levels were significantly increased in *Wtap-*HKO mice. To determine which FFA was elevated in *Wtap-*HKO mice, serum major FFAs were measured by LC-MS/MS analysis. As shown in Fig. 3b, relative serum palmitate, linoleate, myristate and stearate levels were significantly increased in *Wtap-*HKO mice. Serum palmitic acid levels were elevated by 1.68-fold in *Wtap-*HKO mice (Fig. 3c). These elevated FFAs promoted NASH progression in *Wtap-*HKO mice. Next, we tested whether elevated serum FFAs came from lipolysis of white adipose tissue. We noticed that the epididymal white adipose tissue (eWAT) but not iWAT became smaller in *Wtap-*HKO mice (Fig. 3d and Supplementary Fig. 4a), which may be due to increased lipolysis in eWAT. We then measured the lipolysis-related signaling pathway including p-HSL, HSL, p-PKA substrate and ATGL protein levels in eWAT. As shown in Fig. 3e and Supplementary Fig. 4b, p-HSL, p-PKA substrate and ATGL protein levels were significantly increased in the eWAT but not iWAT of *Wtap-*HKO mice. To further test how PKA signaling is activated in the eWAT of *Wtap-*HKO mice, we measured cAMP levels and the expression of adenylate cyclases (ADCYs). As shown in Fig. 3f, cAMP levels were dramatically increased by 5.66-fold in the eWAT of *Wtap-*HKO mice. *Adcy3*, *Adcy4* and *Adcy6* mRNA levels were significantly elevated, whereas *Adcy1*, *Adcy2*, *Adcy5*, *Adcy7*, *Adcy8* and *Adcy9* mRNA levels were not changed in the eWAT of *Wtap-*HKO mice (Fig. 3g). ADCY3, ADCY4 and ADCY6 protein levels were also significantly increased (Fig. 3h). *Wtap-*HKO mice fed with NASH diet for 5 weeks also showed higher serum FFAs levels, smaller eWAT, and higher lipolysis rate in the eWAT, which are likely due to the increased protein levels of ADCY3, ADCY4, ADCY6, p-HSL, p-PKA substrate and ATGL (Supplementary Fig. 5a–d). In addition, we performed lipolysis assay ex vivo. The lipolysis (glycerol release) in the eWAT of *Wtap*-HKO mice was significantly increased at both basal and isoproterenol treated conditions (Fig. 3i). These data indicate that increased lipolysis in eWAT leads to an induction of serum FFAs in *Wtap*-HKO mice.

**Fig. 3:**
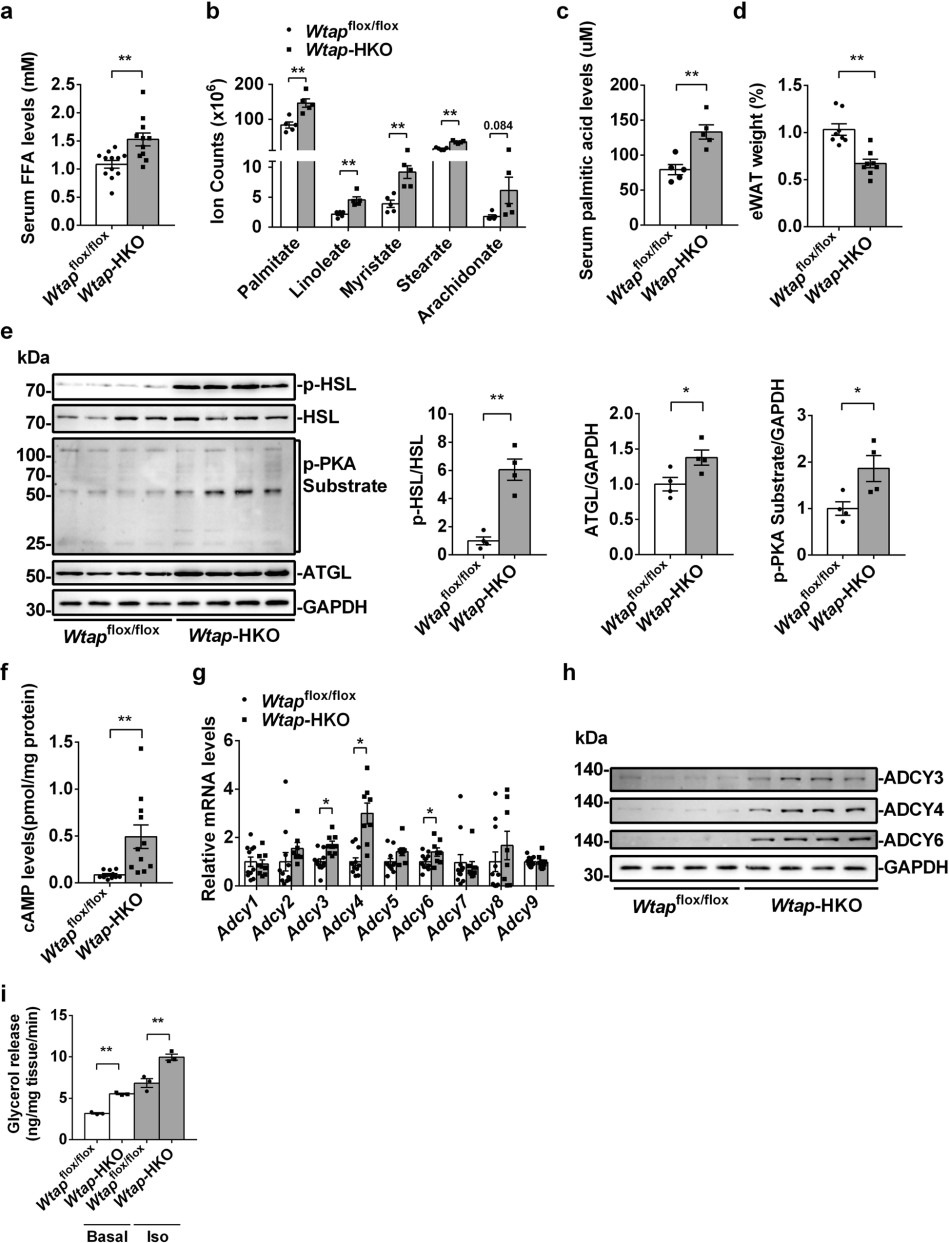
Liver-specific knockout of *Wtap* promotes lipolysis in eWAT. **a** Serum FFA levels in *Wtap*^flox/flox^ and *Wtap-*HKO mice at 8 weeks old (*Wtap*^flox/flox^, *n* = 12; *Wtap*-HKO, *n* = 11; *P* = 0.0028). **b** Relative serum palmitate, linoleate, myristate, stearate and arachidonate levels (*n* = 5 for each group; palmitate, *P* = 0.0028; linoleate, *P* = 0.0019; myristate, *P* = 0.0026; stearate, *P* < 0.0001; arachidonate, *P* = 0.08377). **c** Serum palmitic acid levels (*n* = 5 for each group; *P* = 0.0026). **d** The relative eWAT weights in *Wtap*^flox/flox^ and *Wtap-*HKO mice at 8 weeks old (*n* = 8 for each group; *P* = 0.0003). **e** p-HSL, HSL, p-PKA substrate, ATGL and GAPDH protein levels were measured by immunoblotting in the eWAT of *Wtap*^flox/flox^ and *Wtap-*HKO mice (*n* = 4 for each group). p-HSL, p-PKA substrate and ATGL protein levels were quantified by Image J (*n* = 4 for each group; p-HSL/HSL, *P* = 0.00077; ATGL/GAPDH, *P* = 0.039; p-PKA substrate/GAPDH, *P* = 0.03358). The samples were derived from the same experiment and the blots were processed in parallel. **f** cAMP levels in eWAT of *Wtap*^flox/flox^ and *Wtap-*HKO mice at 8 weeks old (*n* = 11 for each group; *P* = 0.0044). **g** RT-qPCR analysis of Adcys mRNA levels in eWAT of *Wtap*^flox/flox^ and *Wtap-*HKO mice at 8 weeks old (*Wtap*^flox/flox^, *n* = 11; *Wtap*-HKO, *n* = 8; *Adcy1*, *P* = 0.6368; *Adcy2*, *P* = 0.2823; *Adcy3*, *P* = 0.00068; *Adcy4*, *P* = 0.00028; *Adcy5*, *P* = 0.1098; *Adcy6*, *P* = 0.0254; *Adcy7*, *P* = 0.6631; *Adcy8*, *P* = 0.2374; *Adcy9*, *P* = 0.8768). **h** ADCY3, ADCY4 and ADCY6 protein levels in eWAT of *Wtap*^flox/flox^ and *Wtap-*HKO mice at 8 weeks old (*n* = 4 for each group). The samples were derived from the same experiment and the blots were processed in parallel. **i** Ex vivo lipolysis assay (Glycerol release) in the eWAT treated with or without isoproterenol (120 nM) for 4 hours (*n* = 3 for each group; Basal, *P* < 0.0001; Iso, *P* = 0.0085). This experiment was repeated for three times independently. n was the number of biologically independent mice. Data represent the mean ± SEM. Significance was determined by unpaired two-tailed Student’s *t* test analysis. *p < 0.05. **p < 0.01. Source data are provided as a Source Data file.

### IGFBP1 mediates the induction of lipolysis in eWAT, which contributes to NASH pathogenesis in *Wtap-*HKO mice

Hepatic deletion of *Wtap* may promote expression and secretion of secreted factors that further induce lipolysis in eWAT. To investigate which secreted proteins in the liver of *Wtap*-HKO mice promote lipolysis in eWAT, we analyzed the mouse secretome gene set between *Wtap*-HKO and *Wtap*^flox/flox^ mice. The secretome database contains 1819 mouse genes predicted to encode secreted proteins^27^. As shown in Fig. 4a, 18 genes were highly expressed (fpkm > 500) and significantly increased (FoldChange > 4.5). Among these genes, *Igfbp1* is the highest expressed gene. IGFBP1 is a liver-specific expressed and secreted protein^28^. qPCR data showed that *Igfbp1* was specifically expressed in the liver and significantly increased in the liver but not the eWAT of *Wtap*-HKO mice (Fig. 4b). Immunoblotting showed that IGFBP1 levels were dramatically increased in both liver and eWAT but not iWAT of *Wtap*-HKO mice (Fig. 4c and Supplementary Fig. 4b). ELISA data showed that serum IGFBP1 levels were also significantly increased in both normal chow- and NASH diet-feeding *Wtap*-HKO mice (Fig. 4d and Supplementary Fig. 5e). *Igfbp1* mRNA levels in eWAT of *Wtap*-HKO and *Wtap*^flox/flox^ mice were much lower (CT value ≥ 33, some of them showed no CT value) than that in the liver (CT value ≤ 22) (Fig. 4b). These data indicate that hepatic deletion of *Wtap* leads to higher expression and secretion of IGFBP1 in the liver, which goes into the eWAT of *Wtap*-HKO mice.

**Fig. 4:**
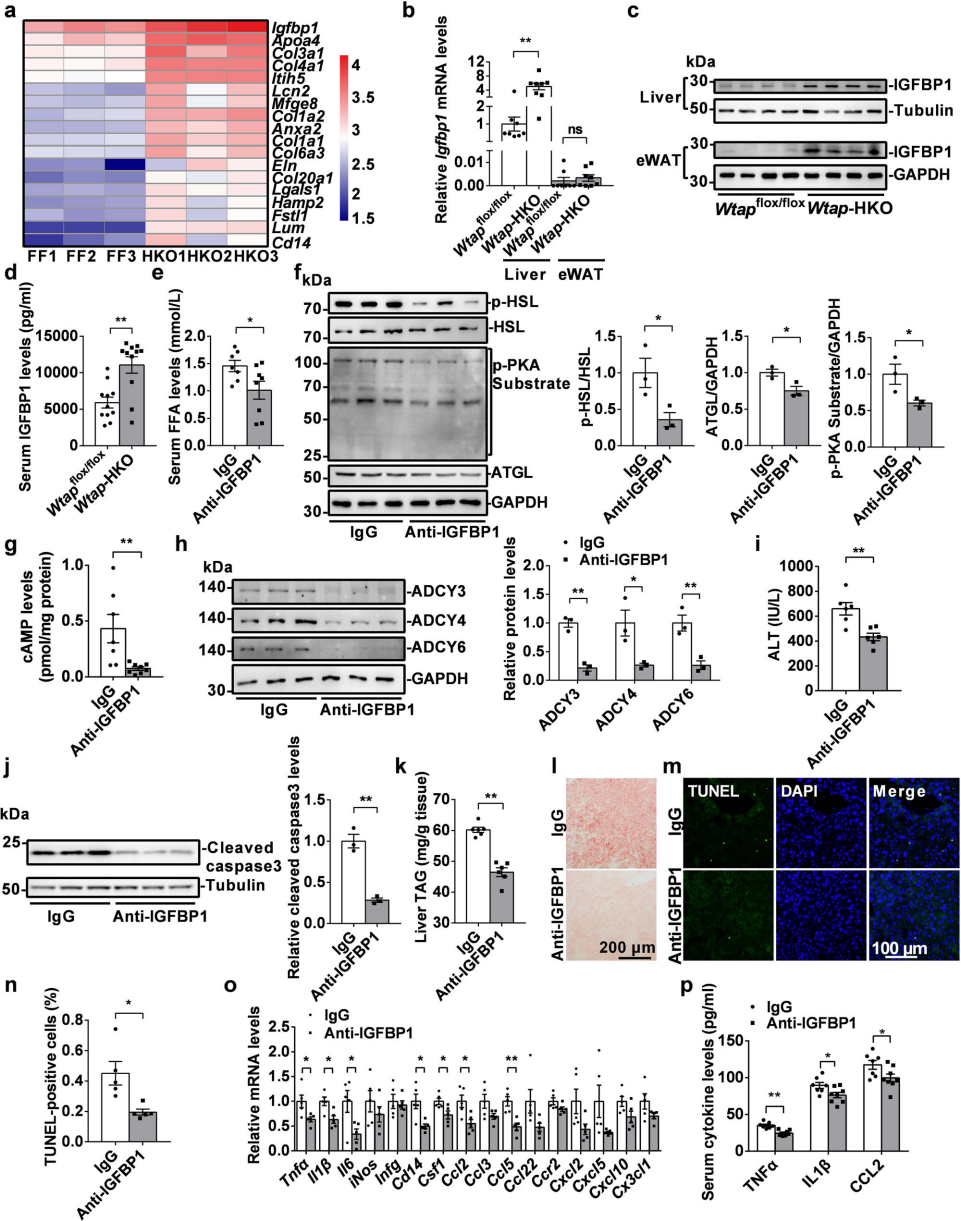
IGFBP1 mediates the induction of lipolysis and NASH in *Wtap-*HKO mice. **a** Heatmap of top differentiated genes encoding secreted proteins in the livers of *Wtap*^flox/flox^ and *Wtap-*HKO mice (*Wtap-*HKO fpkm > 500 and FoldChange > 4.5). Data were presented as log 10 fpkm (*n* = 3 for each group). **b** Relative *Igfbp1* mRNA levels in the liver and eWAT (*n* = 8 for each group; Liver, *P* = 0.0014; eWAT, *P* = 0.547). **c** IGFBP1 protein levels in the liver and eWAT were measured by immunoblotting (*n* = 4 for each group). The samples were derived from the same experiment and the blots were processed in parallel. **d** Serum IGFBP1 protein levels were measured by ELISA (*n* = 11 for each group; *P* = 0.0011). **e**–**p** *Wtap-*HKO mice at 7 weeks old were intravenously injected with a control antibody (IgG) and an anti-IGFBP1 neutralizing antibody per day, respectively, for 5 days. Serum FFA levels were measured (**e**) (IgG, *n* = 7; Anti-IGFBP1, *n* = 8; *P* = 0.0455). p-HSL, HSL, p-PKA substrate, ATGL and GAPDH protein levels in eWAT were measured by immunoblotting and quantified by Image J (**f**) (*n* = 3 for each group; p-HSL/HSL, *P* = 0.0445; ATGL/GAPDH, *P* = 0.0335; p-PKA substrate/GAPDH, *P* = 0.0499). cAMP levels were measured by ELISA (**g**) (IgG, *n* = 7; Anti-IGFBP1, *n* = 8; *P* = 0.00998). The ADCY3, ADCY4 and ADCY6 protein levels in the eWAT were measured by immunoblotting and quantified by Image J (**h**) (*n* = 3 for each group; ADCY3, *P* = 0.0009; ADCY4, *P* = 0.0318; ADCY6, *P* = 0.00918). serum ALT activity were measured (**i**) (*n* = 6 for each group; *P* = 0.0031). Cleaved caspase 3 levels (**j**) (*n* = 3 for each group; *P* = 0.0012), liver TAG levels (**k**) (*n* = 6 for each group; *P* < 0.0001), hepatic lipid droplets (**l**), TUNEL-positive cells (**m**, **n**) (*n* = 5 for each group; *P* = 0.0129), and cytochemokine mRNA levels (**o**) (*n* = 5 for each group; *Tnfα*, *P* = 0.0294; *Il1β*, *P* = 0.0133; *Il6*, *P* = 0.0267; *iNos*, *P* = 0.3452; *Infg*, *P* = 0.6684; *Cd14*, *P* = 0.0111; *Csf1*, *P* = 0.0292; *Ccl2*, *P* = 0.0172; *Ccl3*, *P* = 0.0824; *Ccl5*, *P* = 0.0025; *Ccl22*, *P* = 0.0722; *Ccr2*, *P* = 0.0969; *Cxcl2*, *P* = 0.0693; *Cxcl5*, *P* = 0.092; *Cxcl10*, *P* = 0.0747; *Cx3cl1*, *P* = 0.1067) were measured in the liver. Serum cytokine levels were measured by ELISA (**p**) (IgG, *n* = 7; Anti-IGFBP1, *n* = 8; TNFα, *P* = 0.000178; IL1β, *P* = 0.0323; CCL2, *P* = 0.0456). For immunoblotting, the samples were derived from the same experiment and the blots were processed in parallel. n was the number of biologically independent mice. Data represent the mean ± SEM. Significance was determined by unpaired two-tailed Student’s *t* test analysis. *p < 0.05. **p < 0.01. Source data are provided as a Source Data file.

In human patients with NASH and MCD-induced NASH mouse model, the higher lipolysis rate in WAT has been reported^2,29^. It has been reported that serum IGFBP1 levels were significantly increased in human patients with severe NASH (advanced fibrosis in NAFLD)^30^. We also observed that serum IGFBP1 levels were dramatically elevated in MCD-induced NASH (Supplementary Fig. 6a). The IGFBP1 levels and the lipolysis signaling pathway (p-PKA substrate/p-HSL/ATGL) were significantly increased in the eWAT of MCD-feeding mice (Supplementary Fig. 6b). These data suggest that IGFBP1 is associated with the enhanced lipolysis in eWAT during NASH progression.

Next, we asked whether IGFBP1 is essential for the elevated lipolysis in the eWAT of *Wtap*-HKO mice. IGFBP1 was neutralized by an anti-IGFBP1 antibody in *Wtap*-HKO mice. As shown in Fig. 4e, f, neutralization of IGFBP1 prevented against the elevated lipolysis in the white adipose tissue, as revealed by decreased serum FFAs (Fig. 4e), and decreased p-HSL, p-PKA substrate and ATGL protein levels (Fig. 4f). This phenotype was likely due to the dramatically decreased cAMP levels (Fig. 4g) and the reduced expression of ADCY3, ADCY4 and ADCY6 (Fig. 4h). Ex vivo incubation with the anti-IGFBP1 antibody in eWAT of *Wtap*-HKO mice also showed a reduction of lipolysis, as revealed by decreased glycerol release (Supplementary Fig. 7a), and decreased p-HSL, p-PKA substrate and ATGL protein levels (Supplementary Fig. 7b). IGFBP1 was able to increase lipolysis in eWAT of *Wtap*^flox/flox^, *Wtap*^flox/−^ *Alb*-Cre+(half deletion of *Wtap* in the liver), and *Wtap*^flox/flox^ *Alb*-Cre (*Wtap*-HKO) mice in a dose-dependent manner (Supplementary Fig. 8a). Although *Wtap*^flox/−^ *Alb*-Cre+ mice displayed half deletion of *Wtap* in the liver (Supplementary Fig. 8c), IGFBP1 induced lipolysis in eWAT of *Wtap*^flox/−^ *Alb*-Cre+ mice was similar with that in *Wtap*^flox/flox^ mice (Supplementary Fig. 8a). This was likely because half deletion of *Watp* did not increase the expression of IGFBP1 (Supplementary Fig. 8c). As expected, the basal lipolysis was much higher in eWAT of *Wtap*-HKO mice (Supplementary Fig. 8a, b). However, the induction rate (k value) of lipolysis induced by different dose of IGFBP1 was much lower in eWAT of *Wtap*-HKO mice (Supplementary Fig. 8a). This was likely because higher levels of hepatic IGFBP1 already bound to the adipocytes in eWAT of *Wtap*-HKO mice (Supplementary Fig. 8c). Furthermore, IGFBP1 promoted lipolysis in primary adipocytes (Supplementary Fig. 9a), which was likely due to the increased PKA signaling pathway (Supplementary Fig. 9b). IGFBP1 is a part of the growth hormone (GH) and insulin-like growth factor 1 (IGF1) axis^31^. GH is mainly expressed in pituitary gland. Hepatocyte-specific deletion of *Wtap* did not change the expression of *GH* and *Wtap* in pituitary gland (Supplementary Fig. 10a). RNA-seq data (GSE168850) showed that *GH* was not expressed in the livers of *Wtap*^flox/flox^ and *Wtap*-HKO mice. These data indicate that GH unlikely regulates IGFBP1 expression in *Wtap*-HKO mice. RNA-seq analysis (GSE168850) and RT-qPCR showed that *Igf1* mRNA levels were significantly decreased in *Wtap*-HKO mice (Supplementary Fig. 10b). Serum IGF1 levels were slightly decreased by 28.8% (Supplementary Fig. 10c). However, it has been reported that liver-specific deletion of *Igf1*, which causes a 75% reduction in circulating IGF1, does not affect lipolysis in white adipose tissue^32^. Therefore, GH/IGF1 axis unlikely contributes to the increased lipolysis in the eWAT of *Wtap*-HKO mice. These data demonstrate that hepatic deletion of *Wtap* promotes lipolysis in the white adipose tissue by secreting more IGFBP1 independent of GH/IGF1 axis.

Interestingly, neutralization of IGFBP1 prevented against NASH in *Wtap-*HKO mice, as revealed by lower serum ALT activity (Fig. 4i), less cleavage of caspase 3 (Fig. 4j), lower liver TAG levels (Fig. 4k), fewer hepatic lipid droplets (Fig. 4l) and less TUNEL-positive cells (Fig. 4m, n). The expression of cytokines such as *Tnfa*, *Il1β*, *Il6*, *Cd14*, *Csf1*, *Ccl2*, and *Ccl5* was significantly downregulated in IGFBP1 neutralizing *Wtap-*HKO mice (Fig. 4o). Serum TNFa, IL1β and CCL2 levels were also significantly reduced in IGFBP1 neutralizing *Wtap*-HKO mice (Fig. 4p). These data demonstrate that neutralization of IGFBP1 prevents against NASH progression in *Wtap-*HKO mice, and further support that increased IGFBP1 may be the primary cause for the increased lipolysis in the white adipose tissue and NASH in *Wtap-*HKO mice.

### WTAP regulates transcription of *Igfbp1*, *Cd36* and *Ccl2*

Since increased expression of IGFBP1, CD36 and cytochemokines such as CCL2 promotes NASH progression in *Wtap-*HKO mice, we next asked how WTAP regulated their expression. WTAP has been shown to regulate RNA alternative splicing (AS), we checked the RNA-seq data and found that 344 transcripts displayed significant AS changes (Supplementary Data 1). Unfortunately, we did not find *Igfbp1*, *Cd36* and *Ccl2* transcripts in this list (Supplementary Data 1). WTAP interacts with METTL3 as a regulatory subunit of m^6^A writer machine and regulates m^6^A modification^15,16^. 

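m6ARIP-seq maps methylated adenosine in RNA by sequencing the mRNA fragments that an antibody to m6A pulls down (IP) beside the fragments before the pull-down (input). Livers of 8-week-old mice were examined, with hepatocyte-specific deletion of *Wtap* in *Wtap*-HKO mice and an intact, floxed *Wtap* gene in *Wtap* flox/flox mice. Each genotype had 2 IP and 2 input libraries, 8 libraries in all, and the RNA of each replicate (300 μg) was pooled from 5 mice. The authors aligned the 150 bp paired-end reads to the mouse genome GRCm38 with BWA mem 0.7.12, called peaks of IP over input with exomePeak 2.16.0, and deposited 3 lists, which are the peaks of each genotype and the peaks that differed between the genotypes. The replicates are combined in every list. No SD can therefore be given for any value, and no difference between the genotypes could be set against the spread between replicates. The lists give no read totals, so the depth of the libraries is unknown. Each peak comes with its position, its gene, its fold enrichment (IP over input) and a false discovery rate. The fold enrichments are the authors' values and were used only to describe, rank or filter the peaks of a list. Here the peaks were counted, compared between the lists by the exonic bases they share on the same strand, and placed along the genes. The targeted gene, *Wtap* (ENSMUSG00000060475), lies on chromosome 17 of GRCm38 from 12966799 to 12992543, on the minus strand. It had 3 peaks in each genotype's list. The loxP sites flank only part of the gene, and the deletion is confined to hepatocytes. Other exons and other liver cells can therefore still give *Wtap* transcripts in *Wtap*-HKO livers. The peak closest to the 3´ end of *Wtap* covered 748 exonic nt in *Wtap* flox/flox (positions 12967484 to 12972709, fold enrichment 8.06) and 569 exonic nt in *Wtap*-HKO (positions 12967543 to 12969464, fold enrichment 4.47). The next peak had a fold enrichment of 20.7 in *Wtap* flox/flox (12974622 to 12974981) and 20.5 in *Wtap*-HKO (12974592 to 12975041). The peak after it had a fold enrichment of 8.78 in *Wtap* flox/flox (12975250 to 12980836) and 20.6 in *Wtap*-HKO (12975250 to 12975459).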

To determine whether WTAP regulates m^6^A modification and further regulates the expression of *Igfbp1*, *Cd36* and *Ccl2*, m^6^A RNA immunoprecipitation sequencing (m^6^ARIP-seq) analysis was performed in the livers of *Wtap*-HKO and *Wtap*^flox/flox^ mice. Consistent with published m^6^ARIP-seq results^33,34^, the m^6^A peaks identified in the livers of *Wtap*^flox/flox^ mice were enriched at the stop codon and 3´-UTR, and the canonical GGACU motif was identified (Supplementary Fig. 11a, b). However, the m^6^A peaks in the livers of *Wtap*-HKO mice were dispersed at the 5´-UTR and stop codon, and the canonical GGACU motif was not found (Supplementary Fig. 11a). 

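Of the *Wtap* flox/flox peaks, 14183 (90.7%) were matched through their gene symbol to the span of a RefSeq gene on GRCm38. The genome sequence and the transcript models needed to search the GGACU motif or to place peaks at stop codons and UTRs were not used here. The position along the gene span was used in their place, and this measure was chosen after the lists had been examined. Midpoints are those of a peak's genomic range, introns included, so that the midpoint of a peak with several exonic blocks can lie in an intron. The final 10% of the gene span, at its 3´ end, held the midpoints of 41.8% of the matched *Wtap* flox/flox peaks (5934 peaks). The first 10% of the span, at the 5´ end, held 13.7% of them (1937 peaks). Between these ends, each further stretch of 10% held from 3.59% to 13.7% of the peaks. The peak reached to within 200 nt of the 5´ end of the gene, or ran past that end, for 10.9% of the peaks (95% Wilson interval 10.4 to 11.5%). At the 3´ end, the share by the same rule was 10.2% (9.74 to 10.7%). Peaks that ran past an end by any distance are thus included wherever peaks within 200 nt of it are given. These intervals cover counting error only. Among the 2000 *Wtap* flox/flox peaks with the highest fold enrichment, the share within 200 nt of the 5´ end was 4.24%.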

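In *Wtap*-HKO livers, 17457 peaks (91.0%) were matched to a gene span. The first 10% of the span held 20.9% of these peaks (3650 peaks) and the final 10% held 35.4% (6182 peaks). Peaks within 200 nt of the 5´ end of the gene made up 18.5% of the *Wtap*-HKO peaks (95% Wilson interval 17.9 to 19.1%). This share was 7.57 percentage points above that of *Wtap* flox/flox (95% Newcombe interval 6.79 to 8.34). Within 200 nt of the 3´ end lay 8.37% of the *Wtap*-HKO peaks (7.97 to 8.80%), a difference of -1.85 percentage points from *Wtap* flox/flox (-2.50 to -1.20). With 1 combined list per genotype, neither difference has a replicate check. When only the 2000 peaks with the highest fold enrichment of each list were compared, the difference at the 5´ end was 5.06 percentage points, while the difference at the 3´ end changed sign to 2.18 percentage points.

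**Figure D1:**
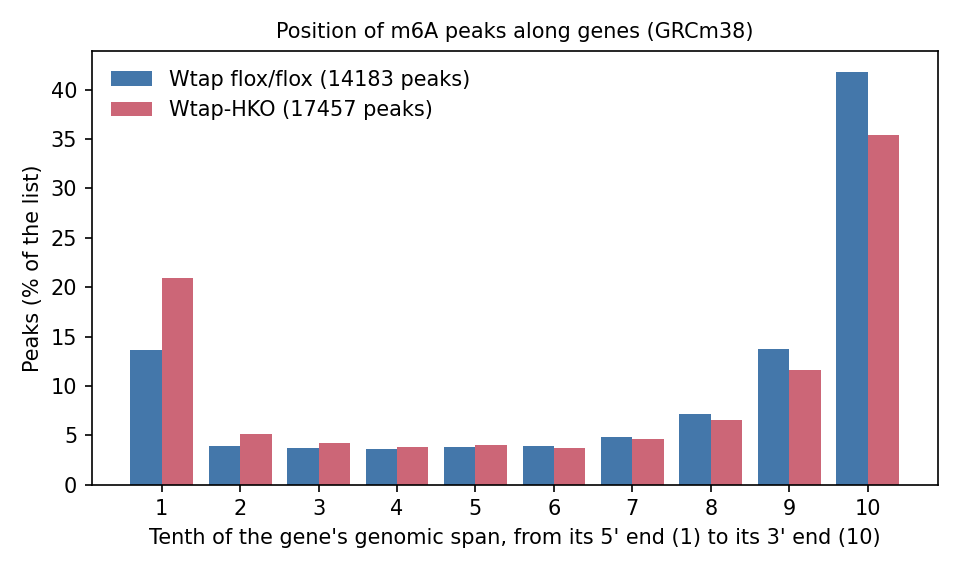
Position of m6A peaks along genes in *Wtap* flox/flox (blue, 14183 peaks) and *Wtap*-HKO (red, 17457 peaks) livers. The x axis divides each gene's span on GRCm38 into 10 equal parts from the 5´ end to the 3´ end, and the bars give the percent of a list's peaks whose midpoint lies in each part, with 13.7% of *Wtap* flox/flox and 20.9% of *Wtap*-HKO peaks in the first part.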

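The *Wtap* flox/flox list held 15635 m6A peaks in 9020 genes, with a median fold enrichment of 5.51 (interquartile range 3.39 to 9.70) and a median length of 269 exonic nt. The *Wtap*-HKO list held 19185 peaks in 10634 genes, with a median fold enrichment of 5.93 (3.64 to 11.2) and a median length of 240 exonic nt. The peaks covered 5235 kb of exonic sequence in *Wtap* flox/flox and 6255 kb in *Wtap*-HKO. With the depth of the libraries unknown and their scaling not described, neither peak numbers nor fold enrichments show whether total m6A rose or fell. Peaks were present in both lists for 8096 genes, only in the *Wtap* flox/flox list for 924 genes and only in the *Wtap*-HKO list for 2538 genes. Of the *Wtap* flox/flox peaks, 80.1% shared at least 1 exonic base with a *Wtap*-HKO peak (95% Wilson interval 79.5 to 80.7%). Conversely, 64.7% of the *Wtap*-HKO peaks overlapped a *Wtap* flox/flox peak (64.0 to 65.4%). When at least 50% of a peak's exonic bases had to be shared, these values were 74.3% and 57.9%. Limiting the *Wtap* flox/flox list to peaks with a fold enrichment of at least 2 left 8726 genes.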

In the livers of *Wtap*^flox/flox^ mice, m^6^ARIP-seq analysis showed that transcripts with significant m^6^A peaks came from 9020 genes (Supplementary Data 2). Transcripts with significantly decreased m^6^A levels in the livers of *Wtap*-HKO mice came from 2314 genes (Supplementary Fig. 11c). 

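The authors' deposited table of differential peaks listed 3870 peaks in 3227 genes, with a largest p-value of 0.00316. At an absolute log2 fold change over 1, which is the threshold in the legend of Supplementary Fig. 11c, the authors' deposited table held 1192 peaks with lower m6A enrichment in *Wtap*-HKO livers. They lay in 1030 genes, and their median log2 fold change in the authors' deposited table was -1.33. With any log2 fold change below 0, which is the threshold in the methods (fold change more than 1), the authors' deposited table held 2314 downregulated peaks in 1945 genes. Of the 1192 peaks, 1184 overlapped a peak of the *Wtap* flox/flox list and 702 overlapped a peak of the *Wtap*-HKO list. The 3 downregulated peaks with the smallest p-value past the threshold of the legend were ranked by fold change, because their p-values in the authors' deposited table all sat at its lowest log10 value of -434, as did those of 30 peaks in all. They lay in *Aqp9* (ENSMUSG00000032204, chromosome 9, 71111762 to 71122792), *Hp* (ENSMUSG00000031722, chromosome 8, 109575128 to 109575782) and *Mettl7b* (ENSMUSG00000025347, chromosome 10, 128958274 to 128958874). Their log2 fold changes in the authors' deposited table were -1.49 for *Aqp9*, -1.38 for *Hp* and -1.26 for *Mettl7b*.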

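Gene Ontology terms were not used here. The genes of lipid and glucose metabolism whose hepatic expression is shown in Fig. 2c and Supplementary Fig. 3e, 21 in all, were tested instead among the 11558 genes with a peak in either genotype. Of these, 17 had a peak in at least 1 of the genotypes, and 4 of the 17 had a downregulated peak past an absolute log2 fold change of 1. The odds ratio against all genes with a peak was 3.16 (two-sided Fisher's exact test, p = 0.058, adjusted p = 0.16 after Benjamini-Hochberg adjustment over 8 gene list tests). The same test with all downregulated peaks, whatever the size of the fold change, counted 11 of the 17 genes and gave an odds ratio of 9.12 (two-sided Fisher's exact test, adjusted p = 2.7e-05). At that threshold 5 of the 17 genes had an upregulated peak (odds ratio 2.89, two-sided Fisher's exact test, adjusted p = 0.086), and past an absolute log2 fold change of 1 there was 1 (odds ratio 0.695). Of the 1030 genes with a downregulated peak past the threshold of 1 in the authors' deposited table, 1028 had a *Wtap* flox/flox peak. With genes that have a *Wtap* flox/flox peak as the background, the odds ratio for these downregulated peaks was 2.60 (two-sided Fisher's exact test, adjusted p = 0.2). That background was not tried for the odds ratio of 9.12. The wider background includes genes with peaks only in *Wtap*-HKO livers, which can hardly have a downregulated peak. Of the 17 genes, 13 had a differential peak of either direction, and such a peak can be called more easily in an abundant transcript. The odds ratio of 9.12 therefore does not show a loss specific to these genes. Genes are not independent replicates.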

GO analysis showed that the transcripts with downregulated m^6^A peaks were related to metabolic process, cellular metabolic process, organonitrogen metabolic process and cellular catabolic process (Supplementary Fig. 11d). 

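Among the genes of lipid and glucose metabolism, the downregulated peaks past an absolute log2 fold change of 1 lay in *Acadm*, *Mlxipl*, *Apob* and *Slc2a2*. *Acadm* (ENSMUSG00000062908, chromosome 3), which encodes a medium-chain acyl-CoA dehydrogenase, had 2 peaks in *Wtap* flox/flox and 0 in *Wtap*-HKO. In the authors' deposited table its differential peak, from 153922476 to 153922715, had a log2 fold change of -1.19 (p = 4.0e-87). *Apob* (ENSMUSG00000020609, chromosome 12) had 8 peaks in *Wtap* flox/flox, 9 in *Wtap*-HKO and 6 differential peaks, all downregulated, with log2 fold changes from -1.05 to -0.53 in the authors' deposited table. The glucose transporter gene *Slc2a2* (ENSMUSG00000027690, chromosome 3, 28727613 to 28728062) had a log2 fold change of -1.29 in the authors' deposited table (p = 1.0e-112). For *Mlxipl* (ENSMUSG00000005373, chromosome 5, 135137484 to 135137753), the authors' deposited table gave a log2 fold change of -1.30 (p = 2.5e-41). Smaller decreases were listed for *Cpt1a* (-0.91 on the log2 scale in the authors' deposited table), *Ppargc1a* (-0.88), 3 peaks of *Ppara* (-0.87 to -0.68) and 2 peaks of *G6pc* (-0.56 and -0.37). *Fasn* (2 peaks in each genotype), *Pparg* (2 in each) and *Dgat1* (1 in each) had 0 differential peaks in the authors' deposited table. Equal counts do not mean equal peaks. The *Pparg* peak from 115472898 was listed only in *Wtap* flox/flox and that from 115361011 only in *Wtap*-HKO. Fold enrichments in *Wtap* flox/flox and *Wtap*-HKO were 7.38 and 2.23 for the other *Pparg* peak and 2.82 and 9.71 for *Dgat1*. For *Fasn* they were 3.74 and 2.9 at the 3´ peak and 2.85 and 6.7 at the 5´ peak. *Slc27a2* (ENSMUSG00000027359, chromosome 2) had peaks of both directions in the authors' deposited table, with a log2 fold change of 1.12 at its 5´ end (126552407 to 126553181) and -0.91 at its 3´ end (126587796 to 126588064). *Scd1* (log2 fold changes of 0.61 and -0.49) and *Hnf4a* (0.95 and -0.80) likewise had peaks of both directions in the authors' deposited table. *Slc27a5* (0.79) and *Pck1* (0.49) had an upregulated peak only, with these log2 fold changes in the authors' deposited table.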

KEGG pathway analysis showed that the transcripts with downregulated m^6^A peaks were associated with metabolic pathways, protein processing in endoplasmic reticulum, peroxisome, AMPK signaling pathway, fatty acid metabolism, porphyrin and chlorophyll metabolism, biosynthesis of unsaturated fatty acids, and RNA transport (Supplementary Fig. 12). However, no significant m^6^A peaks in the *Igfbp1*, *Cd36* or *Ccl2* transcript were detected in the livers of *Wtap*^flox/flox^ mice (Supplementary Data 2). 

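The *Wtap* flox/flox list held 0 peaks named for *Igfbp1*, *Cd36* or *Ccl2*. It also held 0 peaks on either strand within the spans of these genes on GRCm38, which are chromosome 11 from 7197787 to 7202546 for *Igfbp1*, chromosome 5 from 17781690 to 17888959 for *Cd36* and chromosome 11 from 82035577 to 82037452 for *Ccl2*. Without read totals, the smallest enrichment that could have been called in these transcripts is not known.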

*Igfbp1*, *Cd36* and *Ccl2* were not present in the gene/transcript list with differential m^6^A peaks (Supplementary Fig. 11c). These data indicate that WTAP regulates the expression of *Igfbp1*, *Cd36* or *Ccl2*, but that it is unlikely due to an m^6^A modification in their transcripts.

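In the authors' deposited table of differential peaks, 0 peaks were named for these 3 genes and 0 lay within their spans on either strand. *Wtap* had 1 differential peak, at its 3´ end (chromosome 17, 12967454 to 12972709), with a log2 fold change of -0.74 in the authors' deposited table (p = 3.2e-11).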

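In the list of *Wtap*-HKO peaks, *Igfbp1* had 0 peaks, while *Cd36* and *Ccl2* had 1 each. The *Cd36* peak (ENSMUSG00000002944) lay on the minus strand of chromosome 5 from 17835645 to 17849763. It consisted of 2 exonic blocks of 73 and 107 nt and had a fold enrichment of 2.98 (false discovery rate 5.0e-14). The *Ccl2* peak (ENSMUSG00000035385) lay on the plus strand of chromosome 11 from 82037094 to 82037184 and had a fold enrichment of 5.42 (false discovery rate 2.5e-13). Matching by genomic position in place of the gene name found the same number of peaks in each gene. Whether the enrichment at these positions differed between the genotypes cannot be read from the lists, since neither position has a value for *Wtap* flox/flox livers. Both genes are in the upregulated gene list of Supplementary Data 5. From the absence of peaks in the 3 transcripts in *Wtap* flox/flox livers and from their absence among the differential peaks, the paper reasons that WTAP regulates the expression of these genes and that m6A on their transcripts is an improbable route.

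**Figure D2:**
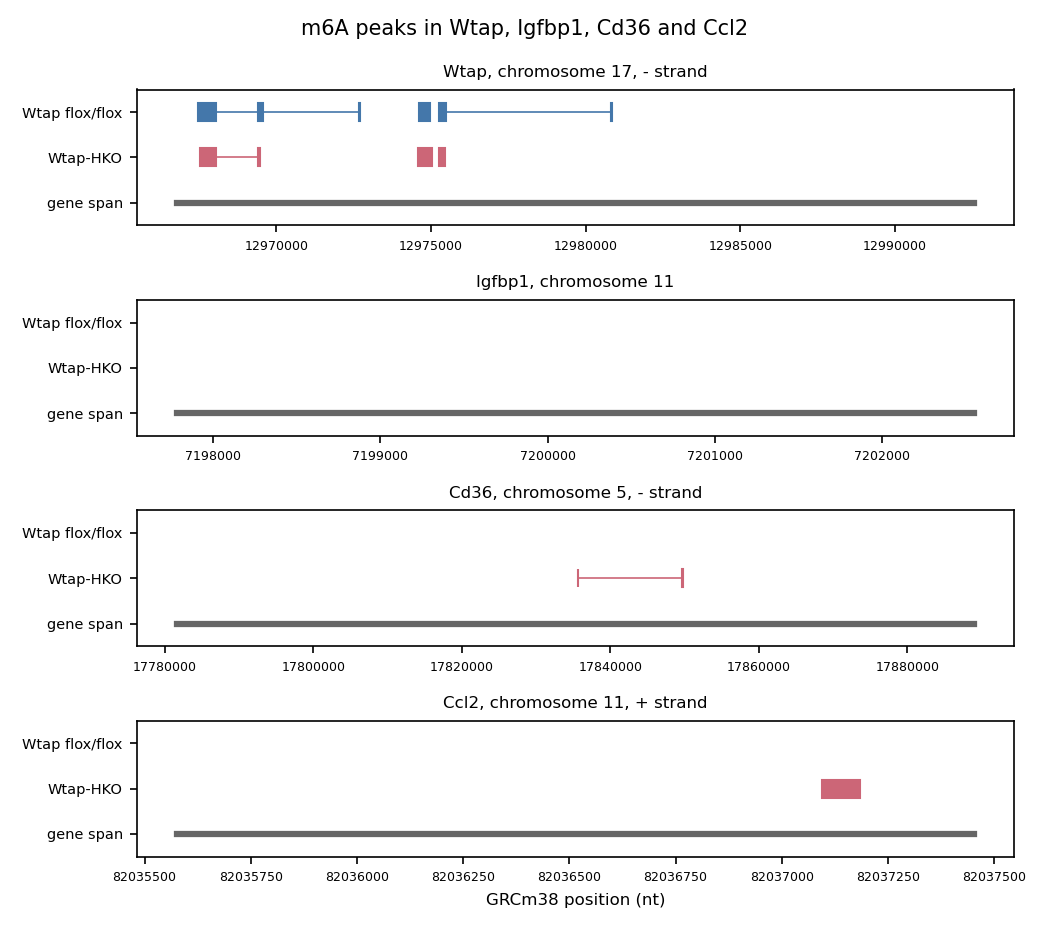
Map of *Wtap*, *Igfbp1*, *Cd36* and *Ccl2* on GRCm38, with the position in nt on the x axis, the gene span in grey, and the peaks of *Wtap* flox/flox livers in blue and of *Wtap*-HKO livers in red. Thick parts are the exonic blocks of a peak and thin lines join them, with 3 peaks per genotype in *Wtap*, 0 in *Igfbp1*, and 1 peak each in *Cd36* and *Ccl2* in *Wtap*-HKO livers only.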

It has been reported that RNA binding proteins also regulate chromatin accessibility and gene transcription^35,36^. To further test this possibility, we mapped open chromatin in the liver of *Wtap-*HKO mice using assay for transposase-accessible chromatin-sequencing (ATAC-seq). As expected, we observed strong enrichment of open chromatin in the gene promoters and the ATAC-seq peaks near the TSS (Supplementary Fig. 13a, b). ATAC-seq data analysis identified 15,903 upregulated peak-related genes and 16,042 downregulated peak-related genes (Supplementary Data 3). Next, using motif analysis software HOMER, we found several transcription factor (TF) binding motifs. The binding motifs of four TFs (Fosl2, Fra1/2, Jun-AP1) were differentially open in the livers of *Wtap*-HKO mice, whereas the binding motifs of one TF (NHF4α) differentially close in the livers of *Wtap*-HKO mice (Fig. 5a). To further test whether WTAP directly binds to the promoters, ChIP-sequencing was performed in FLAG-WATP-overexpressing hepatocytes. ChIP-seq analysis identified 15,266 genes with peaks (Supplementary Data 4). Most of peaks were located near the TSS (Fig. 5b). 58.91% of peaks were located in the promoters (Supplementary Fig. 14). Motif analysis showed that the consensus of DNA binding motif was TGASTCA (Fig. 5c). The top five DNA binding motifs were related to transcription factors Jun-AP1, Fosl2, Fra2, JunB, and Fra1 (Fig. 5c). Interestingly, these transcription factors were also associated with the significantly upregulated peak-related genes in *Wtap*-HKO mice by mapping the open chromatin using ATAC-seq (Fig. 5a). Combined analysis of ChIP-seq and ATAC-seq identified 11,456 common genes (Fig. 5d). These data indicate that WTAP directly binds to the promoters and regulates chromatin accessibility in the liver.

**Fig. 5:**
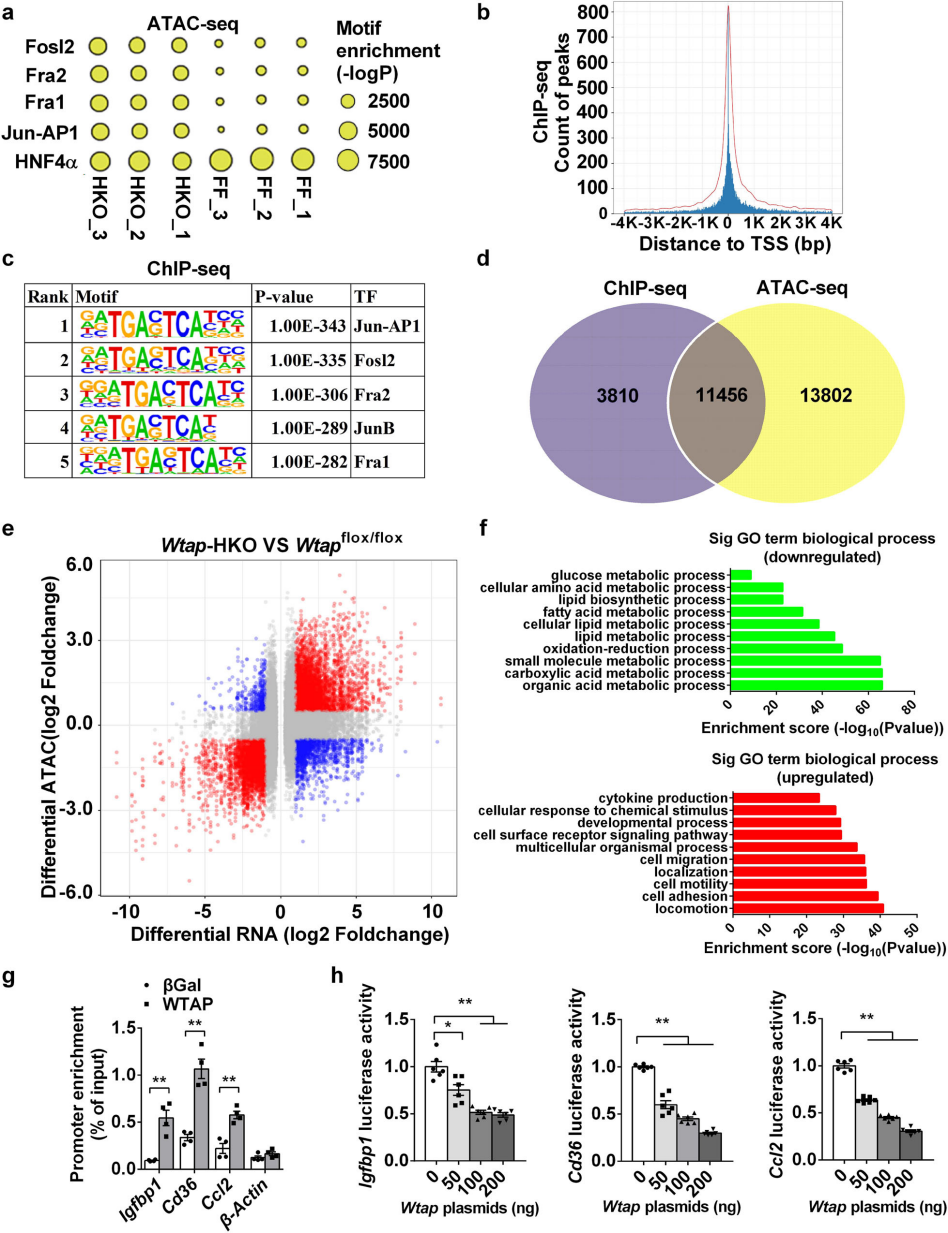
WTAP binds to the gene promoters and regulates *Igfbp1*, *Cd36* and *Ccl2* transcription. **a** Significantly differential transcription factor (TF) binding motifs were identified by analyzing ATAC-seq data collected from livers of *Wtap-*HKO and *Wtap*^flox/flox^ mice at 8-week old (*n* = 3 for each group). **b** Primary hepatocytes were infected with Ad-FLAG-WTAP adenovirus. The hepatocyte nuclei samples were immunoprecipitated with FLAG beads. Immunoprecipitated DNA was extracted for sequencing. Distance of peaks to TSS was shown. **c** Motif analysis of ChIP-seq data showed that the consensus of DNA binding motif was TGASTCA. The top five DNA binding motifs were related to transcription factors Jun-AP1, Fosl2, Fra2, JunB, and Fra1. **d** Combined analysis of ChIP-seq and ATAC-seq identified 11,456 common genes, which were illustrated in a venn diagram plot. **e** ATAC-seq and RNA-seq was performed in the livers of *Wtap*^flox/flox^ and *Wtap-*HKO mice at 8 weeks old. Combined analysis of ATAC-seq and RNA-seq identified the differentially expressed genes (DEGs) (HKO VS ff) including 953 downregulated genes and 1532 upregulated genes, which were illustrated in a volcanoplot (*n* = 3 for each group). **f** Top GO biological process terms enriched in downregulated and upregulated genes. **g** Binding of FLAG-WTAP to the promoters of *Igfbp1*, *Cd36*, *Ccl2* and *β-Actin* were assessed in the primary hepatocytes infected with Ad-FLAG-WTAP or βGal adenovirus by ChIP-qPCR. The hepatocyte samples were immunoprecipitated with FLAG beads. Immunoprecipitated DNA was extracted for qPCR analysis (*n* = 4 for each group; *Igfbp1*, *P* = 0.0014; *Cd36*, *P* = 0.0005; *Ccl2*, *P* = 0.0016; *β-Actin*, *P* = 0.1846). **h** *Igfbp1*, *Cd36* or *Ccl2* promoter luciferase reporter plasmids were cotransfected with WTAP or empty expression vector by polyethylenimine (Sigma) into HEK293T cells. Twenty-four hours later, HEK293T cells were lysed in reporter lysis buffer, and luciferase activity was measured and normalized to β-Gal activity (*n* = 6 for each group; *Igfbp1* 0 VS 50 *P* < 0.0107, others *P* < 0.0001; *Cd36*, *P* < 0.0001; *Ccl2*, *P* < 0.0001). n was the number of biologically independent mice or cell samples. The cell culture experiments were repeated for three times independently with similar results. Data represent the mean ± SEM. Significance was determined by unpaired two-tailed Student’s *t* test analysis. *p < 0.05. **p < 0.01. Source data are provided as a Source Data file.

Combined analysis of ATAC-seq and RNA-seq data showed that 953 genes were downregulated in these two datasets, whereas 1532 genes were upregulated (Fig. 5e and Supplementary Data 5). GO analysis showed that downregulated genes were associated with organic acid metabolic process, carboxylic acid metabolic process, small molecular metabolic process, oxidation-reduction process, lipid metabolic process, fatty acid metabolic process, lipid biosynthetic process, cellular amino acid metabolic process, and glucose metabolic process, whereas the upregulated genes were associated with locomotion, cell adhesion, cell motility, localization, cell migration, multicellular organismal process, cell surface receptor signaling pathway, developmental process, cellular response to chemical stimulus, and cytokine production (Fig. 5f). The KEGG analysis showed that the downregulated genes were associated with metabolic pathways, glycolysis/gluconeogenesis, and PPAR signaling pathway (Supplementary Fig. 15), whereas the upregulated genes were associated with cytokine-cytokine receptor interaction, ECM-receptor interaction, pathways in cancer, regulation of actin cytoskeleton, phagosome, and PI3K-Akt signaling pathways (Supplementary Fig. 16). The upregulated genes in both ATAC-seq and RNA-seq analysis included *Igfbp1*, *Cd36* and *Ccl2* (Fig. 5e and Supplementary Data 5), which indicates that deletion of *Wtap* promotes *Igfbp1*, *Cd36* and *Ccl2* transcription. Furthermore, WTAP chromatin immunoprecipitation (ChIP)-seq analysis showed that *Igfbp1*, *Cd36* and *Ccl2* were in the list of genes with peaks (Supplementary Data 4). Consistently, WTAP binds to the *Igfbp1*, *Cd36* and *Ccl2* promoters but does not bind to the *β-Actin* (*Actb)* promoter in the FLAG-WTAP*-*overexpressing hepatocytes, as detected by chromatin immunoprecipitation quantitative PCR (ChIP-qPCR) (Fig. 5g). In addition, promoter luciferase assays showed that WTAP decreased *Igfbp1*, *Cd36* and *Ccl2* promoter luciferase activities in a dose-dependent manner (Fig. 5h). These data demonstrate that WTAP serves as a transcriptional repressor of the *Igfbp1*, *Cd36* and *Ccl2* genes.

### WTAP interacts with HDAC1 and regulates H3K9ac and H3K27ac levels in the promoters of *Igfbp1*, *Cd36* and *Ccl2*

Histone modifications have been shown to regulate chromatin accessibility and gene transcription. For example, the acetylation of H3K9 and H3K27 is associated with activation of gene transcription. To check which histone modification is involved in the activation of *Igfbp1*, *Cd36* and *Ccl2* transcription in the livers of *Wtap-*HKO mice, we performed ChIP assays. As shown in Fig. 6a, b, both H3K9ac and H3K27ac levels in the *Igfbp1*, *Cd36* and *Ccl2* promoters were significantly increased in the liver of *Wtap-*HKO mice, indicating that the increased acetylation of H3K9 and H3K27 contributes to the activation of *Igfbp1*, *Cd36* and *Ccl2* transcription. HDAC1 is known to repress the expression of target genes by deacetylating histone H3K9 and H3K27. We found that WTAP coimmunoprecipitated with HDAC1 in both HEK293T cells (Fig. 6c) and primary hepatocytes (Fig. 6d). In WTAP immunoprecipitated complex, METTL3 was also detected (Fig. 6d), which is consistent with previous reports^16^. As shown in Fig. 6e, f, both H3K9ac and H3K27ac levels in the *Igfbp1*, *Cd36* and *Ccl2* promoters were significantly decreased in the FLAG-WTAP-overexpressing hepatocytes, which indicates that WTAP was able to elicit deacetylation of H3K9 and H3K27 in the promoters of *Igfbp1*, *Cd36* and *Ccl2*. To confirm that the inhibition of *Igfbp1*, *Cd36* and *Ccl2* expression is mediated by WTAP-elicited histone deacetylation, primary hepatocytes were infected with Ad-FLAG-WTAP and treated with or without trichostatin A (TSA), a selective HDAC inhibitor. As shown in Fig. 6g, h, TSA reversed the suppression of *Igfbp1*, *Cd36* and *Ccl2* expression mediated by WTAP overexpression. These data demonstrate that WTAP regulates *Igfbp1*, *Cd36* and *Ccl2* transcription by modulating H3K9ac and H3K27ac in their promoters with the involvement of HDAC1.

**Fig. 6:**
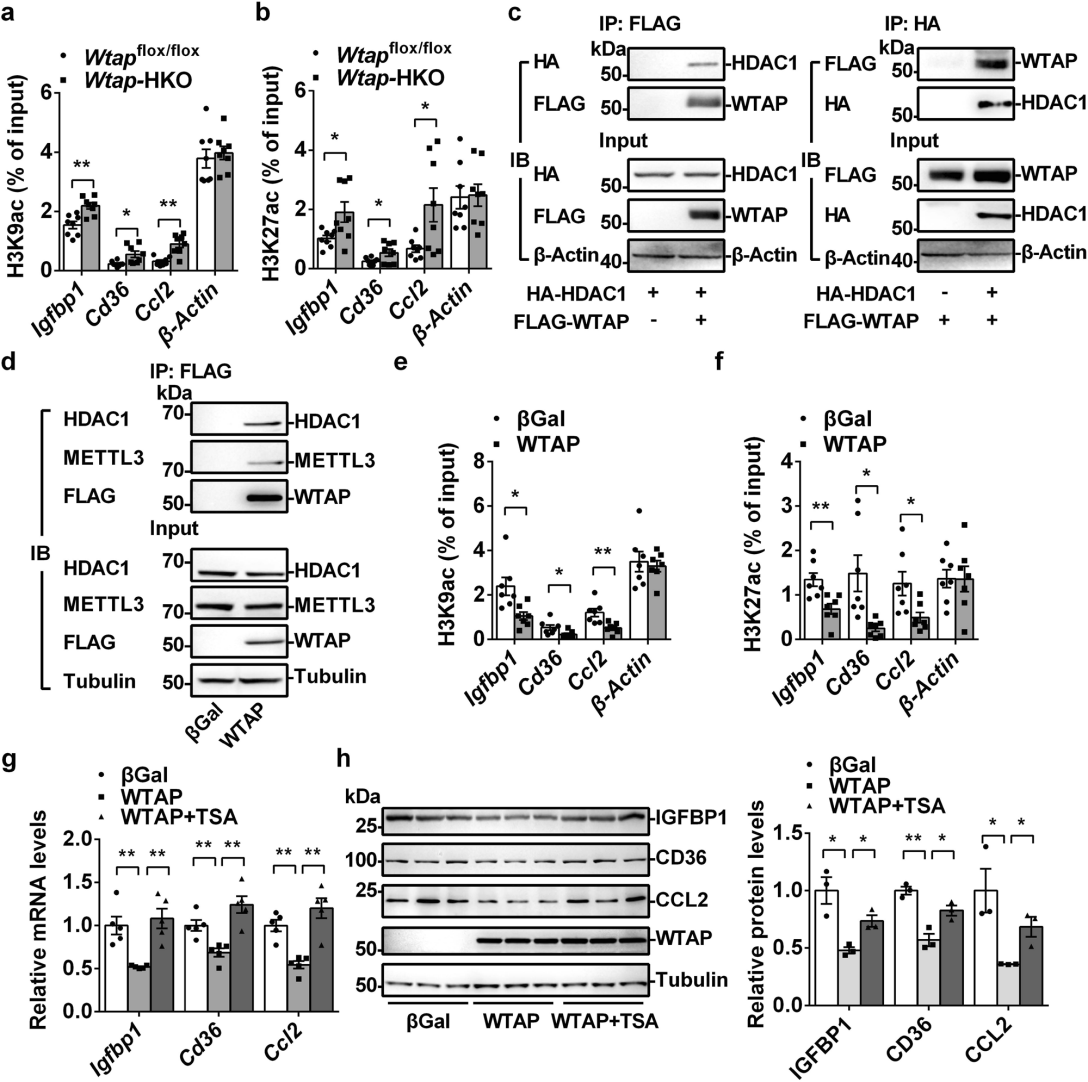
WTAP interacts with HDAC1 and regulates H3K9ac and H3K27ac levels in the promoters of *Igfbp1*, *Cd36* and *Ccl2* genes. **a**, **b** H3K9ac and H3K27ac levels in the promoters of *Igfbp1*, *Cd36* and *Ccl2* genes in the livers of *Wtap*^flox/flox^ and *Wtap-*HKO mice at 8 weeks old were measured by ChIP-qPCR (*n* = 8 for each group; H3K9ac: *Igfbp1*, *P* = 0.0013; *Cd36*, *P* = 0.0124; *Ccl2*, *P* = 0.00365; *β-Actin*, *P* = 0.6312; H3K27ac: *Igfbp1*, *P* = 0.0257; *Cd36*, *P* = 0.0462; *Ccl2*, *P* = 0.0233; *β-Actin*, *P* = 0.8985). **c** HA-HDAC1 expression vector was co-transfected with or without FLAG-WTAP expression vector in HEK293T cells. Total cell lysates were incubated with DNase1(200U/ml) at 37 °C for 30 min. These lysates were immunoprecipitated with FLAG or HA beads and then immublotted with anti-HA or anti-FLAG antibodies. **d** Primary hepatocytes were infected with Ad-βGal and Ad-FLAG-WTAP adenovirus. Total cell lysates were immunoprecipitated with FLAG beads and then immublotted with anti-HDAC1 antibodies. **e**, **f** H3K9ac and H3K27ac levels in the promoters of *Igfbp1*, *Cd36* and *Ccl2* genes in WTAP-overexpressing hepatocytes were measured by ChIP-qPCR (*n* = 7 for each group; H3K9ac: *Igfbp1*, *P* = 0.01095; *Cd36*, *P* = 0.0358; *Ccl2*, *P* = 0.005; *β-Actin*, *P* = 0.7053; H3K27ac: *Igfbp1*, *P* = 0.0049; *Cd36*, *P* = 0.0112; *Ccl2*, *P* = 0.0215; *β-Actin*, *P* = 0.9824). **g**, **h** Primary hepatocytes were infected with Ad-βGal and Ad-WTAP adenovirus, treated with or without TSA (2 μM) overnight, *Igfbp1*, *Cd36* and *Ccl2* mRNA levels were measured by qPCR (*n* = 5 for each group; *Igfbp1*: βGal versus WTAP *P* = 0.0018, WTAP versus WTAP+TSA, *P* = 0.0011; *Cd36*: βGal versus WTAP *P* = 0.00397, WTAP versus WTAP+TSA, *P* = 0.0009; *Ccl2*: βGal versus WTAP, *P* = 0.00045, WTAP versus WTAP+TSA, *P* = 0.000758). IGFBP1, CD36 and CCL2 protein levels were measured by immunoblotting (*n* = 3 for each group; IGFBP1: βGal versus WTAP *P* = 0.012, WTAP versus WTAP+TSA, *P* = 0.0113; CD36: βGal versus WTAP *P* = 0.0026, WTAP versus WTAP+TSA, *P* = 0.0226; CCL2: βGal versus WTAP *P*=0.0285, WTAP versus WTAP+TSA, *P* = 0.0193). n was the number of biologically independent mice or cell samples. The cell culture experiments were repeated for three times independently with similar results. Data represent the mean ± SEM. Significance was determined by unpaired two-tailed Student’s *t* test analysis. *p < 0.05. **p < 0.01. Source data are provided as a Source Data file.

### Nuclear WTAP is decreased in NASH

Hepatic deletion of *Wtap* results in NASH. We asked whether *Wtap* expression was regulated by NASH. As shown in Fig. 7a, b and Supplementary Fig. 17, total WTAP protein levels were not change in both mouse NASH model and human patients with NASH. However, nuclear WTAP protein levels were significantly decreased whereas cytosolic WTAP protein levels were increased in both mouse and human NASH samples (Fig. 7a, b and Supplementary Fig. 17). To further determine how WTAP was translocated from nucleus to cytosol in NASH, primary hepatocytes were isolated and treated with TNFα and palmitic acid (PA), which could mimic NASH in vitro^37,38^. As shown in Fig. 7c, TNFα and PA significantly decreased the nuclear WTAP protein levels and increased cytosolic WTAP protein levels. It has been shown that phosphorylation regulates nuclear/cytosolic localization^34,39^. TNFα and PA were able to induce phosphorylation of WTAP (Fig. 7d). It has been shown recently that CDK9 phosphorylated METTL3 and regulated its nuclear/cytosolic translocation in NASH livers^34^, which indicates that CDK9 may also regulate WTAP. To test this hypothesis, we performed Co-immunoprecipitation (Co-IP) and in vitro kinase assays. As shown in Fig. 7e, f, CDK9 interacted with WTAP, and CDK9 was able to phosphorylate WTAP. The p-CDK9 levels were elevated in NASH livers^34^, and TNFα/PA induced the phosphorylation of CDK9 in primary hepatocytes (Fig. 7g), which indicates that CDK9 may regulate the nuclear/cytosolic translocation of WTAP in NASH. Next, we tested whether inhibition of CDK9 can block the TNFα/PA-induced cytosolic translocation of WTAP. As shown in Fig. 7g, BAY-1143572, a CDK9 inhibitor, blocked TNFα/PA-induced p-CDK9 and the cytosolic translocation of WTAP. These data indicate that TNFα/PA/CDK9-mediated phosphorylation of WTAP may contribute to the reduction of nuclear WTAP levels in NASH livers, which may further contribute to the increased expression of CD36, IGFBP1 and CCL2, promoting NASH progression.

**Fig. 7:**
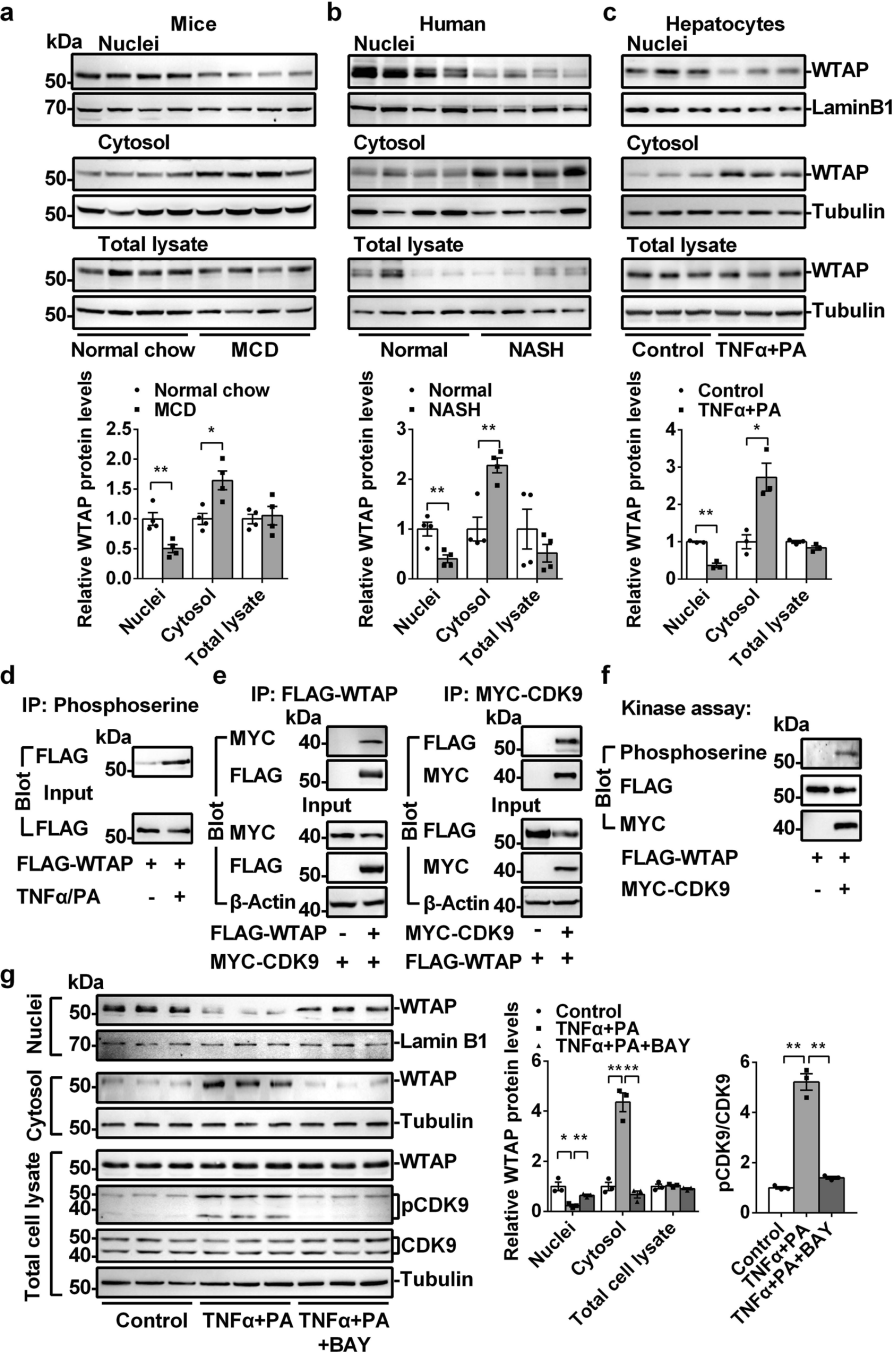
Nuclear WTAP is decreased in the NASH livers. **a** WTAP protein levels in nuclei, cytosol and total cell lysate from the livers of MCD (for 3 weeks)-fed mice were measured by immunoblotting (*n* = 4 for each group; Nuclei, *P* = 0.0081; Cytosol, *P* = 0.0123; Total cell lysate, *P* = 0.7573). **b** Immunoblotting of WTAP protein levels in nuclei, cytosol and total cell lysate from human NASH and normal liver tissues (*n* = 4 for each group; Nuclei, *P* = 0.0094; Cytosol, *P* = 0.0038; Total cell lysate, *P* = 0.3151). **c** Primary hepatocytes were isolated and treated with or without TNFα (100 ng/ml) and palmitate acid (PA) (1 mM) for 20 hours. WTAP protein levels in nuclei, cytosol, and total cell lysate were measured by immunoblotting (*n* = 3 for each group; Nuclei, *P* = 0.00046; Cytosol, *P* = 0.0146; Total cell lysate, *P* = 0.071). **d** Primary hepatocytes were infected with Ad-FLAG-WTAP adenovirus, and then treated with or without TNFα (100 ng/ml) and palmitate acid (PA) (1 mM) overnight. Total cell lysate was immunoprecipitated with anti-phosphoserine antibody and immunoblotted with anti-FLAG antibody. **e** MYC-CDK9 expression vector was co-transfected with or without FLAG-WTAP expression vector in HEK293T cells. Total cell lysates were immunoprecipitated with FLAG beads and then immublotted with anti-MYC or anti-FLAG antibodies. **f** In vitro kinase assay. This experiment was repeated for three times independently with similar results. **g** Primary hepatocytes were treated with vehicle, TNFα (100 ng/ml)/PA(1 mM), and TNFα (100 ng/ml)/PA(1 mM) plus BAY-1143572 (4 μM) for 20 hours. WTAP protein levels in nuclei, cytosol, and total cell lysate were measured by immunoblotting (*n* = 3 for each group; Control versus TNFα/PA: Nuclei *P* = 0.0114; Cytosol, *P* = 0.0012; Total cell lysate, *P* = 0.7439; TNFα/PA versus TNFα/PA+BAY-1143572: Nuclei *P* = 0.0032; Cytosol, *P* = 0.00079; Total cell lysate, *P* = 0.0595). CDK9, p-CDK9, Lamin B1, and Tubulin levels were also measured by immunoblotting (*n* = 3 for each group; Control versus TNFα/PA, *P* = 0.0002; TNFα/PA versus TNFα/PA+BAY-1143572, *P* = 0.0003). The samples were derived from the same experiment and the blots were processed in parallel. n was the number of biologically independent mice or cell samples. The cell culture experiments were repeated for three times independently with similar results. Data represent the mean ± SEM. Significance was determined by unpaired two-tailed Student’s *t* test analysis. *p < 0.05. **p < 0.01. Source data are provided as a Source Data file.

## Discussion

NASH is one of worldwide health problems, which is characterized by hepatic steatosis, liver injury, inflammation and fibrosis^40,41^. In NASH patients, the rate of lipolysis in WAT is increased and then FFAs are released, which contributes to steatosis (about 60% of hepatic triglycerides are derived from serum FFAs)^1^. Thus, it is important to clarify how liver dysfunction promotes lipolysis in WAT during NASH pathogenesis. In the present study, we show that nuclear WTAP is downregulated in NASH, and hepatic deletion of *Wtap* leads to NASH-like phenotypes due to increased lipolysis in eWAT, increased hepatic FFAs uptake and inflammation, which are strongly associated with increased expression of *Igfbp1*, *Cd36* and cytochemokines such as *Ccl2*, respectively. Mechanistically, WTAP directly binds to the promoters of *Igfbp1*, *Cd36* and *Ccl2* genes and recruits HDAC1, which causes deacetylation of H3K9 and H3K27, thus suppressing *Igfbp1*, *Cd36* and *Ccl2* transcription.

Hepatic deletion of *Wtap* leads to more pronounced steatosis, steatohepatitis and collagen deposition under the normal chow feeding condition. This is a very striking phenotype. *Wtap*-HKO mice show increased lipolysis in eWAT, which leads to higher serum FFAs levels, lower body weight and smaller eWAT. In human patients with NASH and mouse NASH model, the higher lipolysis rate in WAT has been reported^2,29^. These results indicate that liver dysfunction promotes lipolysis during NASH progression. We further show that liver-enriched secreted protein IGFBP1 is highly induced in *Wtap*-HKO mice. Serum IGFBP1 levels are also dramatically increased in *Wtap*-HKO mice as well as mouse NASH model. This observation is consistent with published human data that serum IGFBP1 is abnormally increased in NASH patients and serves as a marker for advanced fibrosis^30^. Recent study also shows that hepatic IGFBP1 is dramatically increased in NASH-derived HCC^42^. In other mouse model such as liver-specific carnitinbe palmitoyltransferase 2 (Cpt2) knockout mice, *Igfbp1*, *Fgf21* and *Gdf15* are induced under a ketogenic diet feeding condition, which likely leads to enhanced lipolysis in WAT, finally resulting in severe NASH with a complete absence of adipose triglyceride stores^43^. We provided direct evidence that IGFBP1 induces lipolysis in both white adipose tissue and primary adipocytes, which is likely due to the increased ADCY3/4/6/cAMP/PKA signaling pathway. Neutralization of IGFBP1 is able to decrease the higher lipolysis rate in eWAT of *Wtap*-HKO mice by inhibiting ADCY3/4/6/cAMP/PKA signaling pathway, which further ameliorates NASH progression in the *Wtap*-HKO mice. How IGFBP1 activates ADCY3/4/6/cAMP/PKA signaling pathway needs further study. It has been shown that IGFBP1 binds to intergrin β1 receptor via its RGD domain^44^. It would be interesting to test whether IGFBP1 binds to intergrin β1 receptor via its RGD domain and activates ADCY3/4/6/cAMP/PKA signaling pathway in white adipose tissue. In other diseases such as leukemia, IGFBP1 is also abnormally elevated, which contributes to increased lipolysis in WAT and systemic insulin resistance^45^. Neutralization of IGFBP1 also decreases lipolysis in WAT of leukemia mouse model^45^. Our results indicate that elevated IGFBP1 in NASH contributes to the increased rates of lipolysis in WAT, which further aggravates NASH progression.

In addition to elevated lipolysis and serum FFAs levels, hepatic deletion of *Wtap* increases FFAs uptake by increasing *Cd36* expression. Therefore, elevated serum FFAs could be rapidly translocated to the liver and reassembled into triglycerides, contributing to steatosis in *Wtap*-HKO mice. It has been well known that CD36 is abnormally upregulated in NAFLD and NASH^3^, and knockout of *Cd36* protects against MCD-induced NASH^46^. We noticed that factors related to lipogenesis, fatty acid oxidation and VLDL secretion were downregulated by hepatic deletion of *Wtap*, which indicates that lipogenesis less like contributes to steatosis in *Wtap*-HKO mice. Thus, the loss of *Wtap* in the liver promotes hepatic steatosis mainly by increasing both lipolysis in eWAT and FFAs uptake in the liver due to increased expression of *Igfbp1* and *Cd36*.

Besides liver steatosis, liver inflammation is also increased due to the inducation of cytochemokines, which further promotes liver injury and fibrosis in *Wtap*-HKO mice. Among the elevated cytochemokines, *Ccl2* and *Ccl22* are the top upregulated genes in *Wtap*-HKO livers and primary hepatocytes. It has been reported that CCL2 and its receptor CCR2 are strongly associated with NASH^11,12^, and inhibition of CCL2 and CCR2 is a therapeutic target for the treatment of NASH^47,48^. Therefore, abnormally elevated CCL2 expression contributes to NASH progression in *Wtap*-HKO mice. It should be noted that other upregulated cytochemokines such as *Tnfa*, *Il1β*, *Csf1*, *Ccl3*, *Ccl5*, *Ccl22*, *Cxcl2*, *Cxcl5* and *Cxcl10* may also contribute to NASH progression in *Wtap*-HKO mice.

Next, we try to address the question of how WTAP regulates *Igfbp1*, *Cd36* and cytochemokines (*Ccl2* as an example) expression. Although WTAP has been reported to regulate RNA splicing, RNA-seq analysis does not find alternative splicing of *Igfbp1*, *Cd36* and *Ccl2* mRNA. It has been reported that many RNA binding proteins can binding to DNA and regulate chromatin structure^35,36^. ATAC-seq peaks were significantly increased in the promoters of *Igfbp1*, *Cd36* and *Ccl2* in the livers of *Wtap-*HKO mice. Furthermore, WTAP binds to *Igfbp1*, *Cd36* and *Ccl2* promoters but does not bind to the *Actb* promoter in the FLAG-WTAP*-*overexpressing hepatocytes, as detected by ChIP-qPCR assays. Histone modifications have been shown to regulate chromatin accessibility and gene transcription. We checked which histone modification is involved in the activation of *Igfbp1*, *Cd36* and *Ccl2* transcription in the livers of *Wtap-*HKO mice by performing ChIP assays. Both H3K9ac and H3K27ac (active epigenetic marks) levels in the *Igfbp1*, *Cd36* and *Ccl2* promoters are significantly increased in the livers of *Wtap-*HKO mice, indicating that the increased acetylation of H3K9 and H3K27 contributes to the activation of *Igfbp1*, *Cd36* and *Ccl2* transcription. HDAC1 is known to repress the expression of target genes by deacetylating histone H3K9 and H3K27. We found that WTAP interacts with HDAC1 in the hepatocytes. Overexpression of *Wtap* decreases the levels of H3K9ac and H3K27ac in the promoters of *Igfbp1*, *Cd36* and *Ccl2*, leading to decreased transcription of *Igfbp1*, *Cd36* and *Ccl2*. Remarkably, inhibition of HDAC1 by TSA blocks the suppression of *Igfbp1*, *Cd36* and *Ccl2* transcription mediated by WTAP overexpression. These findings support a mechanism by which WTAP suppresses FFAs uptake and inflammation at least in part by recruiting HDAC1 to the promoters of *Igfbp1*, *Cd36* and *Ccl2*, where HDAC1 catalyzes the repressive deacetylation of H3K9 and H3K27. WTAP may also negatively regulate other cytochemokines such as *Tnfa*, *Il1β*, *Csf1*, *Ccl3*, *Ccl5*, *Ccl22*, *Cxcl2*, *Cxcl5* and *Cxcl10* by binding their promoters with the involvement of HDAC1. ChIP-seq analysis shows that the consensus of DNA binding motif of WTAP is TGASTCA, which is similar with binding motifs of Fosl2, Fra1/2, and Jun-AP1. Interestingly, ATAC-seq motif analysis shows that binding motifs of Fosl2, Fra1/2, and Jun-AP1 are differentially open in the livers of *Wtap*-HKO mice. It has been shown that overexpression of Fra-1 and Fra-2 blocks the progression of NAFL and NASH induced by a high fat diet (HFD) by suppressing transcription of *Pparg* through the action of inhibitory c-Jun/Fra-1 or c-Jun/Fra-2 heterodimers^49^, whereas elevated c-Jun promotes progression of NASH^50,51^. Because WTAP, Fosl2, Fra1/2 and Jun-AP1 share similar binding motifs, it is possible that they interact with each other, which further regulate gene expression and NASH progression. This possibility needs further investigation.

The nuclear WTAP protein levels are decreased in both human patients and mice with NASH, which indicates that decreased nuclear WTAP may contribute to the NASH progression. Decreased nuclear WTAP reduces HDAC1 activity in the promoters of *Igfbp1*, *Cd36* and *Ccl2*, which results in the higher levels of H3K9ac and H3K27ac in their promoters and further increases their transcription. This has been observed in *Wtap-*HKO mice. With respect to the cytosolic translocation of WTAP in NASH, (TNFα/PA)/CDK9-mediated serine phosphorylation of WTAP promotes cytosolic translocation of WTAP, while inhibition of CDK9 partially blocks cytosolic translocation of WTAP. In addition to WTAP, METTL3 is also regulated by CDK9 and translocated from nuclei to cytosol in NASH^34^. Hepatic deletion of *Mettl3* promotes diet-induced NASH by increasing the transcription of *Cd36* and *Ccl2*, which is due to increased chromatin accessibility in the promoter regions of *Cd36* and *Ccl2* with the involvement of HDAC1/2^34^. *Mettl3*-HKO mice do not show NASH phenotype under a normal chow feeding condition, which may be due to the normal IGFBP1 expression in *Mettl3*-HKO mice (GSE141325)^34^.

In addition to NASH, hepatic deletion of *Wtap* also impairs glucose homeostasis. Fasting and randomly feeding blood glucose levels are both reduced in *Wtap*-HKO mice. Hepatic gluconeogenesis is impaired, as revealed by decreased glucose levels after injection of glucose and pyruvate, respectively. Liver glycogen levels in *Wtap*-HKO mice are also decreased. The impaired glucose homeostasis observed in *Wtap*-HKO mice is likely due to the decreased expression of glucose metabolism-related genes such as *G6pase*, *Pepck*, *Glut2*, *Gys1*, *Pgc1α* and *Hnf4α*. ATAC-seq motif analysis shows that binding motifs of NHF4α are differentially close in the livers of *Wtap*-HKO mice, whereas they are differentially open in the livers of *Wtap*^flox/flox^ mice. How WTAP regulates the expression of *Hnf4α* and other glucose metabolism-related genes needs further study.

In conclusion, our data have demonstrated that hepatic WTAP is a key integrative regulator of ectopic lipid accumulation and inflammation during NASH progression with an involvement of IGFBP1, CD36 and cytochemokines such as CCL2. These data reveal a mechanism by which WTAP suppresses the transcription of *Igfbp1*, *Cd36* and *Ccl2 via* a histone modification pathway that includes the involvement of HDAC1. Decreased nuclear WTAP in NASH leads to the impairment of the WTAP/HDAC1 axis and increases the transcription of *Igfbp1*, *Cd36* and *Ccl2*, which further increases lipolysis in WAT, hepatic FFA uptake and liver inflammation, respectively, finally causing NASH pathogenesis. Our results also indicate that the WTAP/HDAC1 axis may serve as a drug target for the treatment of NASH.

## Method

### Animal experiments

Animal experiments were carried out in strict accordance with the Guide for the Care and Use of Laboratory Animals. Animal experiment protocols were approved by the Institutional Animal Care and Use Committee of Harbin Institute of Technology (HIT/IACUC). The approval number is IACUC-2018004. Mice were housed on a 12-h light/12-h dark cycle, temperature (24 ± 2 °C) and humidity (50% ± 10%) conditions. *Wtap*^flox/flox^ mice, in which the exon 4 of *Wtap* gene was flanked by two loxp sites, were generated using the CRISPR-Cas9 technique. Hepatocyte-specific *Wtap* knockout (*Wtap-*HKO) mice were generated by crossing *Wtap*^flox/flox^ mice with Alb-Cre mice. Both *Wtap*^flox/flox^ and Alb-Cre mice were in C57BL/6J background. Male mice were used for experiments. For GTTs and PTTs, *Wtap*^flox/flox^ and *Wtap-*HKO mice at 8 weeks old were fasted for 6 hours and intraperitoneally injected with glucose (2 g/kg body weight) or pyruvate (1 g/kg body weight). Blood glucose was measured at 0, 15, 30, 60 and 120 min after injection. For short time NASH diet feeding experiments, *Wtap*^flox/flox^ and *Wtap-*HKO mice at 6 weeks old were fed with a NASH diet (D18402002, Changzhou SYSE Bio-Tec. Co.,Ltd.) for five weeks. For inhibition of IGFBP1 in vivo, *Wtap-*HKO mice at 7 weeks old were treated with an anti-IGFBP1 (A11672, abclonal) antibody (4 μg antibody/mouse, i.v.) or equal amount of Rabbit IgG (bs-0295p, Bioss) for 5 days. Blood samples were collected from orbital sinus. The serum alanine aminotransferase (ALT) activities and FFA levels were measured with an ALT (C009-2-1, Nanjing Jiancheng) and FFA reagent set (A042-2-1, Nanjing Jiancheng), respectively^52,53^. Serum IGFBP1, TNFα, IL1β, CCL2 and IGF1 levels were measured using commercially available ELISA kits (Mouse IGFBP-1 ELISA Kit, EK0383, BOSTER; Mouse TNF-alpha ELISA Kit, KE10002, Proteintech; Mouse IL-1 beta ELISA Kit, KE10003, Proteintech; Mouse MCP-1 ELISA Kit, KE10006, Proteintech; Mouse/Rat IGF1 ELISA Kit, KE10032, Proteintech) following their manufacturer’s instructions, respectively. cAMP levels in eWAT were measured using cAMP ELISA kit (581001, Cayman). Liver glycogen levels were measured using Liver/Muscle glycogen assay kit (A043-1-1, Nanjing Jiancheng). Liver frozen sections were stained with Oil Red O (O0625, Sigma), Direct Red 80 (365548, Sigma), F4/80 (30325, CST, 1:200) and TUNEL Assay Kit (11684795910, Roche), respectively. Reagents used in this study were listed in the Supplementary Table 1.

### Human liver samples

Human liver samples were collected in the Third Affiliated Hospital of Sun Yat-sen University. This study was approved by the Research Ethics Committee of the Third Affiliated Hospital of Sun Yat-sen University, which complied with the Detailed Rules for the Implementation of the Regulations on the Management of Human Genetic Resources released by China’s Ministry of Science and Technology. Individual permission was obtained using standard informed consent procedures. The investigation conforms to the principles that are outlined in the Declaration of Helsinki regarding the use of human tissues. Detailed characteristics of patients with or without NASH have been shown in Supplementary Table 2.

### Free Fatty acid uptake assays

*Wtap*^flox/flox^ and *Wtap*-HKO mice were fasted overnight and then injected intraperitoneally with 20 μM BODIPY FL C_16_ for 20 min. Small pieces of liver samples were homogenized in a regular RIPA buffer (50mM Tris-HCL, 150 mM NaCl, 10 mM Na_4_P_2_O_7_, 2 mM EGTA, 1% NP40, 1 mM PMSF, 1 mM Na_3_VO_4_, pH7.5). Liver homogenates were mixed with 3 volumes of Dole’s reagent (heptane: 2-propanol: 2 N sulfuric acid; 10:40:1) and centrifuged at 18,000 g for 10 min. The fluorescence of BODIPY FL C_16_ in the top organic-phase supernatant were determined using a 488 nm excitation, 515 nm emission filter set (BioTek) and normalized to the protein concentration^34,54^.

For in vitro free fatty acid uptake assay, primary hepatocytes were isolated from *Wtap*^flox/flox^ and *Wtap-*HKO mice. Hepatocytes were incubated with BODIPY FL C_16_ (1 uM) for 30 min in serum free RPMI1640 medium, washed with PBS, and fixed with 4% PFA for 10 min at RT. The fluorescence of BODIPY FL C_16_ in hepatocytes was obtained using a fluorescent microscope (Olympus) and quantified using ImageJ version 1.39f (National Institute of Health)^34^.

### Primary hepatocyte culture and adenoviral infection

Primary hepatocytes were isolated from C57BL/6 control, *Wtap*^flox/flox^ and *Wtap-*HKO mice by liver perfusion with type II collagenase (Worthington Biochem, Lakewood, NJ) and cultured at 37 °C and 5% CO_2_ in RPMI1640 medium supplemented with 3% FBS^34^. Primary hepatocytes from C57BL/6 mice were infected with equal amount of βGal or FLAG-WTAP adenoviruses overnight, and then harvested in a regular RIPA buffer for immunoblotting or harvested in a TriPure Isolation Reagent (94015120, Roche, Mannheim, Germany) for RNA isolation.

### Real time quantitative PCR (RT-qPCR)

RT-qPCR was performed as shown previously^55^. Briefly, total RNAs were extracted using TriPure Isolation Reagent, and the first-strand cDNAs were synthesized using random primers and M-MLV reverse transcriptase (Promega, Madison, WI). RT-qPCR was done using Roche LightCycler 480 real-time PCR system (Roche, Mannheim, Germany). Real-time PCR quantification was analyzed using LightCycler 480 Software version 1.5.1. The expression of individual genes was normalized to the expression of 36B4. Primers for real time RT-qPCR were listed in Supplementary Table 3.

### Liver triacylglycerol (TAG) levels

Liver samples were homogenized in 1% acetic acid, and lipids were extracted using 80% chloroform/Methanol (2:1). The organic fractions were dried in chemical hood, resuspended in 3 M KOH, incubated at 70 °C for 1 h, mixed with MgCl_2_ (0.75 M), and centrifuged. The glycerol levels in the supernatant were measured using Free Glycerol Reagent (F6428, Sigma). Liver TAG levels were then calculated.

### Luciferase assays

The mouse *Igfbp1* promoter (from −1001 to −1), *Cd36* promoter (from −2001 to −1) and *Ccl2* promoter (from −2001 to −1) were cloned into pGL3 vectors, respectively. Transient transfection and luciferase assays were following previous publication^52,56^. Briefly, HEK293T cells were split in 24-well plate 16 h before transfection. *Igfbp1*, *Cd36* or *Ccl2* luciferase reporter plasmids and β-galactosidase (β-Gal) expressing plasmids were cotransfected with WTAP or empty expression vector by polyethylenimine (Sigma) into HEK293T cells for twenty-four hours. Empty plasmids were added to adjust the total amount of DNAs transfected. Cells were then lysed in reporter lysis buffer (Promega, Madison, WI), and luciferase activity was measured and normalized to β-Gal activity. Reagents used in this study were listed in the Supplementary Table 1.

### Transient transfection, immunoprecipitation and immunoblotting

HEK293T cells were split in 6-well plate 16 h before transfection. Indicated expression vectors (HA-HDAC1 or MYC-CDK9: 1 μg) were co-transfected with or without FLAG-WTAP expression vector (1 μg) in HEK293T cells for forty-eight hours. Cells were harvested in a regular RIPA buffer shown above. For the co-immunoprecipitation of HDAC1 and WTAP, total cell lysates were incubated with DNase1(200U/ml) at 37 °C for 30 min to digest genomic DNA. These lysates were then immunoprecipitated with FLAG, HA or MYC beads at 4 °C for 2 hours. Immunoblotting was performed using the indicated antibodies.

For immunoblotting, mouse liver tissues were homogenized in a regular RIPA buffer shown above. Human liver tissues were homogenized in another RIPA buffer (0.5% TritonX-100, 0.5% Sodium deoxycholate, 50 mM Tris-HCl, 2 mM EDTA, 150 mM NaCl, 0.1% SDS, 1 mM PMSF, 1 mM Na_3_VO_4_, pH7.5). Immunoblotting was performed using the indicated antibodies. Antibody dilutions were as follows: WTAP (10200-1-AP, Proteintech), 1:2500; METTL3 (96391, Cell Signaling Technology), 1:2500; LaminB1 (12987-1-AP, Proteintech), 1:5000; Tubulin (sc-5286, Santa cruz), 1:5000; β-Actin (60008-1-Ig, Proteintech), 1:5000; GAPDH (60004-1, Proteintech), 1:5000; CDK9 (11705-1-AP, Proteintech), 1:3000; pCDK9 (2549, Cell Signaling Technology), 1:3000; CD36 (18836-1-AP, Proteintech), 1:5000; CCL2 (66272-1-Ig, Proteintech), 1:2500; FLAG (F1804, Sigma), 1:5000; Phosphoserine (AB1603, Sigma), 1:1000; MYC (16286-1-AP, Proteintech), 1:5000; ATGL (55190-1-AP, Proteintech), 1:5000; HDAC1 (5356, Cell Signaling Technology), 1:2500; ADCY3 (bs-20272R, Bioss), 1:3000; ADCY4 (bs-3921R, Bioss), 1:3000; ADCY6 (14616-1-AP, Proteintech); IGFBP1 (A11672, ABclonal), 1:3000; HSL (A15686, ABclonal), 1:5000; phospho-HSL-S563 (AP0851, ABclonal), 1:5000; Phospho-(Ser/Thr) PKA Substrate (9621, Cell Signaling Technology), 1:3000; and Cleaved caspase 3 (9661, Cell Signaling Technology), 1:2500. Antibodies were also listed in the Supplementary Table 1 and Reporting Summary.

### In vitro kinase assay

In vitro kinase assay was shown previously^34^. Briefly, MYC-CDK9 was immunopurified using an anti-MYC magnetic Beads (B26301, Bimake). MYC-CDK9 was incubated with purified FLAG-WTAP (0.87 μg) in kinase buffer (20 mM HEPES, pH 7.5–7.6, 33 μM ATP, 10 mM MgCl_2_, 50 mM NaCl, 1 mM PMSF and Phosphatase Inhibitor Cocktail 1) at 30 °C for 1 hour. FLAG-WTAP (0.87 μg) in the kinase buffer without MYC-CDK9 was served as a control. The reactions were stopped by adding SDS-PAGE loading buffer and boiling for 5 min. Proteins were immunoblotted with the antibodies against phosphoserine, FLAG and MYC, respectively. Antibody dilutions were as follows: phosphoserine (AB1603, Sigma), 1:1000; FLAG (F1804, Sigma), 1:5000; and MYC (16286-1-AP, Proteintech), 1:5000.

### Chromatin immunoprecipitation (ChIP) and ChIP-sequencing assays

The livers were cutted into 1–2 mm^3^ pieces that were fixed with 1% formaldehyde (freshly made) for 10 min. Primary hepatocytes were also fixed with 1% formaldehyde for 10 min. The nuclei were isolated from livers or primary hepatocytes and subjected to sonication (M220, Focused-ultrasonicator, Covaris) to break genomic DNA into 500- to 1000-bp fragments using truChIP Chromatin Shearing Kit (520127, Covaris). The samples were precleared with salmon sperm DNA (2 mg/mL) and protein A agarose beads. Then, the samples were immunoprecipitated with 30 μl Anti-FLAG M2 Magnetic Beads (M8823, Millipore) or 3 μL antibodies against H3K9ac (PTM-122, Jingjie PTM BioLab) or H3K27ac (4353, Cell Signaling Technology) at 4 °C for 3 h. For H3K9ac- or H3K27ac- ChIP, 45 μL Protein A Agarose Beads (20333, Pierce) were added and incubated at 4 °C for 2 h. Precipitates were washed sequentially with buffer 1 (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 150 mM NaCl, and 20 mM Tris-HCl [pH 8.1]), buffer 2 (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 500 mM NaCl, and 20 mM Tris-HCl [pH 8.1]), buffer 3 (0.25 M LiCl, 1% Nonidet P-40, 1% deoxycholate, 1 mM EDTA, 150 mM NaCl, and 10 mM Tris-HCl [pH 8.1]), and buffer 4 (10 mM Tris-HCl and 1 mM EDTA [pH 8.1]). DNA was eluted with 100 μL of elution buffer (1% SDS and 0.1 M NaHCO_3_) at 65 °C for 30 minutes and 2 μL Proteinase K (P1120, Solarbio) was addedand incubated at 55 °C overnight to reverse protein-DNA crosslinking. DNA was extracted with DNA Purification Kit (D1300, Solarbio) and used for qPCR and ChIP-seq analysis. Primers for ChIP-qPCR were listed in Supplementary Table 3. Reagents and antibodies used in this study were listed in the Supplementary Table 1.

For ChIP-seq, the purified DNA was used for library preparation. Library quality was assessed on the Agilent Bioanalyzer 2100 system. Pair-end sequencing of sample was performed on Illumina platform (Illumina, CA, USA). Raw data (raw reads) of fastq format were processed using fastp (version 0.19.11) software. In this step, clean data (clean reads) were obtained by removing reads containing adapter, reads containing ploy-N and low quality reads from raw data. At the same time, Q20, Q30 and GC content of the clean data were calculated. All the downstream analyses were based on the clean data with high quality. For a specific ChIP-seq binding site, individual reads mapping to the plus or minus strand and present significant enrich. MACS2 scan all the genome with a specific window size and calculate the reads enrichment level. A particular number of windows were used as samples to build enrichment model and to predict fragment size. The following peak calling analysis was based on this predicted fragment size. After mapping reads to the reference genome, we used the MACS2 (version 2.1.0) peak calling software to identify regions of IP enrichment over background. A q-value threshold of 0.05 was used for all data sets. After peak calling, the distribution of chromosome distribution, peak width, fold enrichment, significant level and peak summit number per peak were all displayed. Homer was used to detect the denovo sequence motif and the matched known motifs. FLAG-WTAP-ChIP-seq data support the findings of this study have been deposited in GEO under accession code GSE198023.

### Nuclear extract preparation

Liver tissues were homogenized in a lysis buffer (20 mM HEPES, 1 mM EDTA, 250 mM sucrose, 1 mM PMSF, 1 mM Na_3_VO_4_ and 0.5 mM DTT, pH 7.4). Primary hepatocytes were harvested in the above lysis buffer. Tissue or cell lysates were centrifuged sequentially at 1100 g and 4000 g at 4 °C. Nuclear protein was extracted from the pellets using a RIPA buffer (0.5% TritonX-100, 0.5% Sodium deoxycholate, 50 mM Tris-HCl, 2 mM EDTA, 150 mM NaCl, 0.1% SDS, 1 mM PMSF, 1 mM Na_3_VO_4_, pH7.5).

### LC-MS/MS analysis of serum free fatty acids

*Wtap*^flox/flox^ and *Wtap-*HKO mice at 8 weeks old were fasted for six hours. Blood samples were collected from orbital sinus. Palmitic acid along with other free fatty acids were extractedfrom serum samples using a solid phase extraction (SPE) method. Briefly, 1450 µL of cold methanol: water (30:70, v/v) containing 0.1% acetic acid and 0.002% BHT was used to extract free fatty acids from 50 µL serum. Serum was centrifuged at 10,000 × *g* for 15 min at 4 °C,and collected the supernatant in 1.5 mL centrifuge tubes. Thesupernatant was applied to SPE cartridge that had been preconditioned with 3 mL of methanol in 0.1% BHT and 0.1% acetic acid followed by 3 mL of water. Then, cartridge was washed with 5 mL cold water and 5 mL cold methanol: water (20:75, v/v) in succession. After sorbent dryness, extracts were eluted with 2 mL of cold ethyl acetate. The eluate was evaporated under nitrogen and stored at −80 °C prior to LC-MS/MS analysis.

For LC-MS/MS analysis, samples were resuspended in 30 µL of methanol and 10 µL was injected into 5500 QTRAP triple-quadrupole mass spectrometer (SCIEX) coupled to HPLC system (Shimadzu). Extracts were eluted by using a C30 column (3 μm, 2.1 × 150 mm, Acclaim) with a flow rate of 260 µL/min using buffer A (10 mM ammonium formate, at a 60:40 ratio with acetonitrile: water), adjusted with ammonium hydroxide, and buffer B (10 mM ammonium formate, at a 90:10 ratio with isopropanol: acetonitrile). Gradients: 32% B was held for 1.5 min at the initial; 45% B at 4 min; 52% B at 5 min; 58% B at 8 min; 66% B at 11 min; 70% B at 14 min; 75% B at 18 min; 97% B at 21 min; 97% B at 25 min; 32% B at 25.01 min; 32% B at 33 min. All the ions were acquired by multiple reaction monitoring (MRM) transitions in negative mode (Supplementary Table 4). ESI voltage was −4500 V,curtain gas was 25, collision gas was 10, source temperature was 475 °C.

For quantification of serum palmitic acid levels, linearity of the method was evaluated by analyzing standard solutions at distinct concentration levels. The calibration curve was constructed by plotting the peak area of standard analytes concentrations using a 1/x2 weighted linear regression model. This experiment was performed at five concentrations: 10 μM, 30 µM, 50 μM, 100 μM, and 300 μM. (Supplementary Fig. 18).

### m^6^ARIP-sequencing

m^6^ARIP-seq assay was performed using a standard protocol with some modifications^33,34,57^. Total RNA was extracted using Tripure Isolation Reagent (94015120, Roche, Mannheim, Germany) from livers of *Wtap*^flox/flox^ and *Wtap*-HKO mice at 8 weeks old. Each sample (300 μg total RNA) was pooled from 5 mice for each group. Two independent biological replicates for each group were used for m^6^ARIP-seq. mRNA was isolated using Dynabeads™ mRNA Purification Kit (Invitrogen) following the manufacturer’s instructions. Fragmented mRNA was incubated with the m^6^A antibody (202003, Synaptic System) for immunoprecipitation. Immunoprecipitated mRNAs or Input was then used for library construction with NEBNext ultra RNA library prepare kit (New England Biolabs). The library preparations were sequenced on an Illumina Novaseq 6000 platform with a paired-end read length of 150 bp according to the standard protocols. Index of the reference genome was built using BWA v0.7.12 and clean reads were aligned to the reference genome (Ensemble_GRCm38.92) using BWA mem v 0.7.12. The m^6^A peaks were detected by exomePeak R package (version 2.16.0). The motif search was detected by HOMER (version 4.9.1). Differential peak calling was performed using exomePeak R package (version 2.16.0) with parameters of *P*-value less than 0.01 and fold change more than 1. Using the same method, genes associated with different peaks were identified and also do GO and KEGG enrichment analysis. m^6^ARIP-seq data support the findings of this study have been deposited in GEO under accession code GSE192884.

### ATAC-sequencing and RNA-sequencing

Assay for transposase-accessible chromatin-sequencing (ATAC-seq) was performed using a standard method with some modifications^34,58,59^. Each liver sample was pooled from three *Wtap*^flox/flox^ and *Wtap-*HKO mice at 8 weeks old, respectively. Three independent biological replicates of each group were used for ATAC-seq. Nuclei were extracted from liver samples of *Wtap*^flox/flox^ and *Wtap-*HKO mice. The nuclei pellet were resuspended in the Tn5 transposase reaction mix and then incubated at 37 °C for 30 min. After transposition, Equimolar Adapter1 and Adatper 2 were added. PCR was then performed to amplify the library. After the PCR reaction, libraries were purified with the AMPure beads, and library quality was assessed with Qubit. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumina) according to the manufactuer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina NovaSeq 6000 platform and 150 bp paired-end reads were generated. ATAC-seq analysis was performed using a standard protocol^34,58,59^. ATAC-seq data have been deposited in GEO under accession code GSE168945. RNA-seq analysis was performed in the livers of *Wtap*^flox/flox^ and *Wtap-*HKO mice at 8 weeks old. Three independent biological mice of each group were used for RNA-seq, which was performed as described previously^33,56,57,60^. Briefly, mRNA profiles were generated by deep sequencing using an Illumina Novaseq 6000 platform. Paired-end clean reads were aligned to the mouse reference genome (Ensemble_GRCm38.p6) with TopHat (version 2.0.12), and the aligned reads were used to quantify mRNA expression by using HTSeq-count (version 0.6.1). Alternative splicing was analyzed by rMATS software (version 3.2.5). False Discovery Rate (FDR) <0.05 was considered statistically significant. RNA-seq data have been deposited in GEO under accession code GSE168850.

### Statistical analysis

Data were analyzed using GraphPad Prism 6.02. Data were presented as means ± SEM. Differences between groups were analyzed by two-tailed Student’s *t* tests. *p* < 0.05 was considered statistically significant. *p < 0.05; **p < 0.01.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

## Data Availability

The RNA-seq data generated in this study have been deposited in the GEO database under accession code GSE168850. The m^6^ARIP-seq data generated in this study have been deposited in the GEO database under accession code GSE192884. The ATAC-seq data generated in this study have been deposited in the GEO database under accession code GSE168945. The ChIP-seq data generated in this study have been deposited in the GEO database under accession code GSE198023. The source data underlying Fig. 1a–m, 2b–h, 3a–i, 4a–p, 5c, f–h, 6a–h, and 7a–g and Supplementary Figs. 1b–e, 2a–l, 3a–f, 4a, b, 5a–e, 6a, b, 7a, b, 8a–c, 9a, b, 10a–c, 17 and 18 are provided as a Source Data file. All other data generated or analysed during this study are included in this published article (and its Supplementary Information files).

## Source data

Source Data

## References

[1] Donnelly KL (2005). Sources of fatty acids stored in liver and secreted via lipoproteins in patients with nonalcoholic fatty liver disease. J. Clin. Invest..

[2] Armstrong MJ (2014). Abdominal subcutaneous adipose tissue insulin resistance and lipolysis in patients with non-alcoholic steatohepatitis. Diabetes Obes. Metab..

[3] Miquilena-Colina ME (2011). Hepatic fatty acid translocase CD36 upregulation is associated with insulin resistance, hyperinsulinaemia and increased steatosis in non-alcoholic steatohepatitis and chronic hepatitis C. Gut.

[4] Kahn CR, Wang G, Lee KY (2019). Altered adipose tissue and adipocyte function in the pathogenesis of metabolic syndrome. J. Clin. Invest..

[5] Polyzos SA, Perakakis N, Mantzoros CS (2019). Fatty liver in lipodystrophy: a review with a focus on therapeutic perspectives of adiponectin and/or leptin replacement. Metab.: Clin. Exp..

[6] Liu L (2014). Adipose-specific knockout of SEIPIN/BSCL2 results in progressive lipodystrophy. Diabetes.

[7] Softic S (2016). Lipodystrophy due to adipose tissue-specific insulin receptor knockout results in progressive NAFLD. Diabetes.

[8] Agarwal AK (2002). AGPAT2 is mutated in congenital generalized lipodystrophy linked to chromosome 9q34. Nat. Genet..

[9] Savage DB (2009). Mouse models of inherited lipodystrophy. Dis. Models Mechanisms.

[10] Rubio-Cabezas O (2009). Partial lipodystrophy and insulin resistant diabetes in a patient with a homozygous nonsense mutation in CIDEC. EMBO Mol. Med..

[11] Haukeland JW (2006). Systemic inflammation in nonalcoholic fatty liver disease is characterized by elevated levels of CCL2. J. Hepatol..

[12] Miura K, Yang L, Rooijen NV, Ohnishi H, Seki E (2012). Hepatic recruitment of macrophages promotes nonalcoholic steatohepatitis through CCR2. Am. J. Physiol.-Gastrointest. Liver Physiol..

[13] Little NA, Hastie ND, Davies RC (2000). Identification of WTAP, a novel Wilms’ tumor 1-associating protein. Hum. Mol. Genet..

[14] Scholler E (2018). Interactions, localization, and phosphorylation of the m(6)A generating METTL3-METTL14-WTAP complex. RNA.

[15] Liu J (2014). A METTL3-METTL14 complex mediates mammalian nuclear RNA N6-adenosine methylation. Nat. Chem. Biol..

[16] Ping XL (2014). Mammalian WTAP is a regulatory subunit of the RNA N6-methyladenosine methyltransferase. Cell Res..

[17] Moindrot B (2015). A Pooled shRNA Screen Identifies Rbm15, Spen, and Wtap as Factors Required for Xist RNA-Mediated Silencing. Cell Rep..

[18] Horiuchi K (2006). Wilms’ tumor 1-associating protein regulates G2/M transition through stabilization of cyclin A2 mRNA. Proc. Natl Acad. Sci. USA.

[19] Kobayashi, M. et al. The RNA Methyltransferase Complex of WTAP, METTL3, and METTL14 Regulates Mitotic Clonal Expansion in Adipogenesis. *Mol. Cell Biol.***38**, 10.1128/MCB.00116-18 (2018).10.1128/MCB.00116-18PMC606675129866655

[20] Xie, W. et al. Physiological functions of Wilms’ tumor 1-associating protein and its role in tumourigenesis. *J. Cell Biochem*., 10.1002/jcb.28402 (2019).10.1002/jcb.2840230756410

[21] Bansal H (2014). WTAP is a novel oncogenic protein in acute myeloid leukemia. Leukemia.

[22] Fukusumi Y, Naruse C, Asano M (2008). Wtap is required for differentiation of endoderm and mesoderm in the mouse embryo. Dev. Dyn..

[23] Friedman SL, Neuschwander-Tetri BA, Rinella M, Sanyal AJ (2018). Mechanisms of NAFLD development and therapeutic strategies. Nat. Med..

[24] Kawano Y, Cohen DE (2013). Mechanisms of hepatic triglyceride accumulation in non-alcoholic fatty liver disease. J. Gastroenterol..

[25] Tilg H (1992). Serum levels of cytokines in chronic liver diseases. Gastroenterology.

[26] Simpson KJ, Lukacs NW, Colletti L, Strieter RM, Kunkel SL (1997). Cytokines and the liver. J. Hepatol..

[27] Meinken, J., Walker, G., Cooper, C. R. & Min, X. J. MetazSecKB: the human and animal secretome and subcellular proteome knowledgebase. *Database***2015**, 10.1093/database/bav077 (2015).10.1093/database/bav077PMC452974526255309

[28] Uhlén M (2015). Proteomics. Tissue-based map of the human proteome. Science.

[29] Tanaka N (2014). Role of white adipose lipolysis in the development of NASH induced by methionine- and choline-deficient diet. Biochim. Biophys. Acta.

[30] Hagström H, Stål P, Hultcrantz R, Brismar K, Ansurudeen I (2017). IGFBP-1 and IGF-I as markers for advanced fibrosis in NAFLD - a pilot study. Scand. J. Gastroenterol..

[31] Lewitt MS, Dent MS, Hall K (2014). The Insulin-Like Growth Factor System in Obesity, Insulin Resistance and Type 2 Diabetes Mellitus. J. Clin. Med..

[32] Haluzik M (2003). Insulin resistance in the liver-specific IGF-1 gene-deleted mouse is abrogated by deletion of the acid-labile subunit of the IGF-binding protein-3 complex: relative roles of growth hormone and IGF-1 in insulin resistance. Diabetes.

[33] Wang Y (2020). METTL3 is essential for postnatal development of brown adipose tissue and energy expenditure in mice. Nat. Commun..

[34] Li X (2021). The methyltransferase METTL3 negatively regulates nonalcoholic steatohepatitis (NASH) progression. Nat. Commun..

[35] Van Nostrand EL (2020). A large-scale binding and functional map of human RNA-binding proteins. Nature.

[36] Xiao R (2019). Pervasive Chromatin-RNA Binding Protein Interactions Enable RNA-Based Regulation of Transcription. Cell.

[37] Ricchi M (2009). Differential effect of oleic and palmitic acid on lipid accumulation and apoptosis in cultured hepatocytes. J. Gastroenterol. Hepatol..

[38] Kudo H (2009). Lipopolysaccharide triggered TNF-α-induced hepatocyte apoptosis in a murine non-alcoholic steatohepatitis model. J. Hepatol..

[39] Bauer NC, Doetsch PW, Corbett AH (2015). Mechanisms regulating protein localization. Traffic.

[40] Diehl AM, Day C (2017). Cause, pathogenesis, and treatment of nonalcoholic steatohepatitis. N. Engl. J. Med..

[41] Machado MV, Diehl AM (2016). Pathogenesis of nonalcoholic steatohepatitis. Gastroenterology.

[42] Dechassa ML (2018). Identification of chromatin-accessible domains in non-alcoholic steatohepatitis-derived hepatocellular carcinoma. Mol. Carcinogenesis.

[43] Lee J, Choi J, Scafidi S, Wolfgang MJ (2016). Hepatic Fatty acid oxidation restrains systemic catabolism during starvation. Cell Rep..

[44] Wang X, Wei W, Krzeszinski JY, Wang Y, Wan Y (2015). A liver-bone endocrine relay by IGFBP1 promotes osteoclastogenesis and mediates FGF21-induced bone resorption. Cell Metab..

[45] Ye H (2018). Subversion of systemic glucose metabolism as a mechanism to support the growth of leukemia cells. Cancer Cell.

[46] Bieghs V (2010). Role of scavenger receptor A and CD36 in diet-induced nonalcoholic steatohepatitis in hyperlipidemic mice. Gastroenterology.

[47] Baeck C (2012). Pharmacological inhibition of the chemokine CCL2 (MCP-1) diminishes liver macrophage infiltration and steatohepatitis in chronic hepatic injury. Gut.

[48] Lefebvre E (2016). Antifibrotic effects of the dual CCR2/CCR5 antagonist cenicriviroc in animal models of liver and kidney fibrosis. PLOS ONE.

[49] Hasenfuss SC (2014). Regulation of steatohepatitis and PPARγ signaling by distinct AP-1 dimers. Cell Metab..

[50] Schulien I (2019). The transcription factor c-Jun/AP-1 promotes liver fibrosis during non-alcoholic steatohepatitis by regulating Osteopontin expression. Cell Death Differ..

[51] Dorn C (2014). Increased expression of c-Jun in nonalcoholic fatty liver disease. Lab. Investig..

[52] Ren X (2017). A small-molecule inhibitor of NF-κB-inducing kinase (NIK) protects liver from toxin-induced inflammation, oxidative stress, and injury. FASEB J..

[53] Ding K (2022). GBP5 promotes liver injury and inflammation by inducing hepatocyte apoptosis. FASEB J..

[54] Demers A (2015). PCSK9 induces CD36 degradation and affects long-chain Fatty Acid uptake and triglyceride metabolism in adipocytes and in mouse liver. Arteriosclerosis, Thrombosis, Vasc. Biol..

[55] Li X (2018). Islet α-cell Inflammation Induced By NF-κB inducing kinase (NIK) Leads to Hypoglycemia, Pancreatitis, Growth Retardation, and Postnatal Death in Mice. Theranostics.

[56] Jia L, Jiang Y, Li X, Chen Z (2020). Purbeta promotes hepatic glucose production by increasing Adcy6 transcription. Mol. Metab..

[57] Li X, Jiang Y, Sun X, Wu Y, Chen Z (2021). METTL3 is required for maintaining β-cell function. Metab.: Clin. Exp..

[58] Buenrostro JD, Giresi PG, Zaba LC, Chang HY, Greenleaf WJ (2013). Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. Nat. Methods.

[59] Corces MR (2017). An improved ATAC-seq protocol reduces background and enables interrogation of frozen tissues. Nat. Methods.

[60] Li X (2020). Activation of NF-κB-inducing kinase in Islet β cells causes β cell failure and diabetes. Mol. Ther.: J. Am. Soc. Gene Ther..

# Supplementary material for: Deficiency of WTAP in hepatocytes induces lipoatrophy and non-alcoholic steatohepatitis (NASH)
**Source:** Nat Commun. 2022 Aug 4;13:4549. doi: 10.1038/s41467-022-32163-w
**Supplement:** Supplementary file 1 — Supplementary Information

Deficiency of WTAP in hepatocytes induces lipoatrophy and non-alcoholic steatohepatitis (NASH)

Xinzhi Li, Kaixin Ding, Xueying Li, Bingchuan Yuan, Yuqin Wang, Zhicheng Yao, Shuaikang Wang, He Huang, Bolin Xu, Liwei Xie, Tuo Deng, Xiao-wei Chen, and Zheng Chen

**Supplementary Figure 1. Generation of *Wtap*^flox/flox^ and *Wtap-*HKO** **mice**

(a) Generation of *Wtap*^flox/flox^ and *Wtap-*HKO mice.

(b) Genotyping of WT, *Wtap*^flox/-^ (HE) and *Wtap*^flox/flox^ (HO) mice. This experiment was repeated at least three times independently with same results.

(c-e) The body weight, liver weight and liver TAG levels were measured in 8-week-old *Wtap*^flox/flox^ and *Alb*-Cre mice fed a normal chow diet (n=5 for each group)**.** n was the number of biologically independent mice. Data represent the mean ± SEM. Source data are provided as a Source Data file.

**Supplementary Figure 2. Hepatic deletion of *Wtap* promotes diet-induced NASH**

*Wtap*^flox/flox^ and *Wtap-*HKO mice were fed with NASH diet for five weeks.

(a) Representative pictures of livers from *Wtap*^flox/flox^ and *Wtap-*HKO mice.

(b) Liver weights (n=8 for each group; *P*<0.0001).

(c) Liver TAG levels (n=8 for each group; *P*=0.00075).

(d) Oil Red O staining was performed in the liver sections from *Wtap*^flox/flox^ and *Wtap-*HKO mice (n=5 for each group). n was the number of biologically independent mice. Mice of the same genotype showed similar phenotypes. Representative Oil Red O staining images were shown.

(e) Serum ALT activity in *Wtap*^flox/flox^ and *Wtap-*HKO mice (n=8 for each group; *P*<0.0001).

(f) The TUNEL-positive cells in liver sections of *Wtap*^flox/flox^ and *Wtap-*HKO mice (n=5 for each group; *P*<0.0001).

(g) Cleaved caspase 3 levels were measured by immunoblotting (n=4). The samples were derived from the same experiment and the blots were processed in parallel.

(h) F4/80 immunostaining of liver sections (n=5 for each group; *P*<0.0001).

(i) Sirius Red staining of liver sections (n=5 for each group; *P*<0.0001).

(j) RT-qPCR analysis of fibrosis-related mRNA levels (n=8 for each group; *Collagen IA1*, *P*<0.0001; *αSma*, *P*<0.0001; *Mmp9*, *P*=0.0005; *Tgfb1*, *P*=0.00019).

(k) RT-qPCR analysis of cytochemokine mRNA levels (n=8 for each group; *Tnfα*, *P*<0.0001; *Il1β*, *P*=0.0155; *Il6*, *P*=0.0012; *iNos*, *P*<0.0001; *Infg*, *P*=0.0036; *Cd14*, *P*<0.0001; *Csf1*, *P*<0.0001; *Ccl2*, *P*<0.0001; *Ccl3*, *P*<0.0001; *Ccl5*, *P*<0.0001; *Ccl22*, *P*<0.0001; *Ccr2*, *P*<0.0001; *Cxcl2*, *P*=0.0073; *Cxcl5*, *P*<0.0001; *Cxcl10*, *P*<0.0001; *Cx3cl1*, *P*<0.0001).

(l) Serum cytokine levels (n=8 for each group; TNFα, *P*=0.00016; CCL2, *P*<0.0001; IL1β, *P*=0.0005).

n was the number of biologically independent mice. Data represent the mean ± SEM. Significance was determined by unpaired two-tailed Student's *t* test analysis. *, *p*< 0.05. **, *p*< 0.01. Source data are provided as a Source Data file.

**Supplementary Figure 3. *Wtap*-HKO mice show impaired hepatic glucose homeostasis**

(a) *Wtap*^flox/flox^ and *Wtap-*HKO mice were fasted for 6 hours and fasting blood glucose levels were measured (n=9 for each group; *P*=0.0044).

(b) Randomly feeding blood glucose levels were measured in *Wtap*^flox/flox^ and *Wtap-*HKO mice at 8:00-9:00 AM (n=9 for each group; *P*=0.00037).

(c) *Wtap*^flox/flox^ and *Wtap-*HKO mice were fasted for 6 hours and GTTs were measured (n=7 for each group; 0, *P*<0.0001; 15, *P*=0.000285; 30, *P*=0.0001; 60, *P*=0.0007; 120, *P*=0.00026)**.**

(d) *Wtap*^flox/flox^ and *Wtap-*HKO mice were fasted for 6 hours and PTTs were measured (n=7 for each group; 0, *P*=0.00676; 15, *P*<0.0001; 30, *P*=0.0004; 60, *P*=0.0002; 120, *P*=0.000578)**.**

(e) Relative mRNA levels (*Wtap*^flox/flox^, n=10; *Wtap*-HKO, n=8; *G6pase*, *P*=0.0035; *Pepck*, *P*=0.0425; *Glut2*, *P*=0.0036; *Gys1*, *P*=0.016; *Pgc1α*, *P*=0.0003; *Hnf4α*, *P*<0.0001)**.**

(f) Liver glycogen levels (n=8 for each group; *P*<0.0001)**.**

n was the number of biologically independent mice. Data represent the mean ± SEM. Significance was determined by unpaired two-tailed Student's *t* test analysis. *, *p*< 0.05. **, *p*< 0.01. Source data are provided as a Source Data file.

**Supplementary Figure 4. Hepatic deletion of *Wtap* does not affect lipolysis in iWAT.**

(a)The relative iWAT weights in *Wtap*^flox/flox^ and *Wtap-*HKO mice at 8 weeks old (n=8 for each group).

(b) p-HSL, HSL, p-PKA substrate, ATGL, IGFBP1 and GAPDH protein levels were measured by immunoblotting in the eWAT of *Wtap*^flox/flox^ and *Wtap-*HKO mice (n=4 for each group). The liver sample from WT mouse serves as a positive control for IGFBP1. The samples were derived from the same experiment and the blots were processed in parallel.

Data represent the mean ± SEM. n was the number of biologically independent mice. Source data are provided as a Source Data file.

**Supplementary Figure 5.** ***Wtap-*HKO mice display increased lipolysis in the eWAT.**

*Wtap*^flox/flox^ and *Wtap-*HKO mice were fed with NASH diet for five weeks.

(a)Serum FFA levels (n=8 for each group; *P*=0.0006).

(b) The relative eWAT, iWAT and iBAT weight (n=8 for each group; iWAT, *P*=0.4005; eWAT, *P*=0.000167; iBAT, *P*=0.676).

(c-d) ADCY3, ADCY4, ADCY6, p-HSL, HSL, p-PKA substrate, ATGL, IGFBP1 and GAPDH protein levels were measured by immunoblotting in the eWAT of *Wtap*^flox/flox^ and *Wtap-*HKO mice (n=4 for each group). ADCY3, ADCY4, ADCY6, p-HSL, HSL, p-PKA substrate, ATGL and IGFBP1 protein levels were quantified by Image J (n=4 for each group; ADCY3, *P*=0.00265; ADCY4, *P*=0.0193; ADCY6, *P*=0.0349; p-HSL/HSL, *P*=0.0057; p-PKA substrate/GAPDH, *P*=0.007; ATGL/GAPDH, *P*=0.0199; IGFBP1/GAPDH, *P*=0.00439). The samples were derived from the same experiment and the blots were processed in parallel.

(e) Serum IGFBP1 levels were measured by ELISA (n=8 for each group; *P*=0.0003).

n was the number of biologically independent mice. Data represent the mean ± SEM. Significance was determined by unpaired two-tailed Student's *t* test analysis. *, *p*< 0.05. **, *p*< 0.01. Source data are provided as a Source Data file.

**Supplementary Figure 6. IGFBP1 is associated with enhanced lipolysis in the eWAT of MCD-induced NASH.**

C57BL/6 mice were fed with a normal chow diet or an MCD diet for three weeks.

(a) Serum IGFBP1 protein levels were measured by ELISA (n=6 for each group; *P*<0.0001).

(b)IGFBP1, p-HSL, HSL, p-PKA substrate, ATGL and GAPDH protein levels in eWAT of normal chow and MCD feeding mice (n=4 for each group). The samples were derived from the same experiment and the blots were processed in parallel.

n was the number of biologically independent mice. Data represent the mean ± SEM. Significance was determined by unpaired two-tailed Student's *t* test analysis. **, *p*< 0.01. Source data are provided as a Source Data file.

**Supplementary Figure 7. *Ex vivo* neutralization of IGFBP1 in eWAT of *Wtap*-HKO mice decreases lipolysis**

eWAT was isolated from *Wtap*-HKO mice and cut into 30 mg pieces. Adipose tissue was incubated in RPMI1640 medium with different doses of anti-IGFBP1 antibody (0, 1, 5 μg) plus 1% BSA at 37℃ for 4 hours. Glycerol release was measured, and immunoblotting was performed.

(a) Glycerol release (n=3 for each group; 0 versus 5, *P*=0.0144).

(b) p-HSL, HSL, p-PKA substrate, ATGL and GAPDH protein levels were measured by immunoblotting. The samples were derived from the same experiment and the blots were processed in parallel.

n was the number of biologically independent tissue samples. These experiments were repeated for three times independently with similar results.

Data represent the mean ± SEM. Significance was determined by unpaired two-tailed Student's *t* test analysis. *, *p*< 0.05. **, *p*< 0.01. Source data are provided as a Source Data file.

**Supplementary Figure 8. IGFBP1 promotes lipolysis in** eWAT of ***Wtap*^flox/flox^, *Wtap*^flox/-^ Alb-Cre+(half deletion of *Wtap* in the liver), and *Wtap*^flox/flox^ Alb-Cre (*Wtap*-HKO) mice**

(a,b) eWAT was isolated from *Wtap*-HKO mice and cut into 30 mg pieces. Adipose tissue was incubated in RPMI1640 medium with different doses of IGFBP1 (0, 0.04, 0.1, 1, 2 μg) plus 1% BSA at 37℃ for 2 hours. Glycerol release (lipolysis) was measured (n=5 for each group). (b) is the basal (0) condition in (a) (n=5 for each group; *Wtap*^flox/flox^ versus *Wtap*-HKO *P*=0.001; *Wtap*^flox/-^ Alb-Cre+ versus *Wtap*-HKO *P*=0.0017). Their slope (k) values were analyzed. n was the number of biologically independent tissue samples. These experiments were repeated for three times independently with similar results.

(c) WTAP, IGFBP1 and Tubulin protein levels in the livers of *Wtap*^flox/flox^, *Wtap*^flox/-^ Alb-Cre+(half deletion of *Wtap* in the liver), and *Wtap*^flox/flox^ Alb-Cre (*Wtap*-HKO) mice were measured by immunoblotting. IGFBP1 and GAPDH protein levels in the eWAT of *Wtap*^flox/flox^, *Wtap*^flox/-^ Alb-Cre+(half deletion of *Wtap* in the liver), and *Wtap*^flox/flox^ Alb-Cre (*Wtap*-HKO) mice were measured by immunoblotting (n=3 for each group). The samples were derived from the same experiment and the blots were processed in parallel. n was the number of biologically independent mice. Data represent the mean ± SEM. Significance was determined by unpaired two-tailed Student's *t* test analysis. *, *p*< 0.05. **, *p*< 0.01. Source data are provided as a Source Data file.

**Supplementary Figure 9. IGFBP1 promotes lipolysis in** **primary adipocytes**

Fat stromal-vascular fraction (SVF) was isolated from 6-8 weeks old WT mice. For preadipocyte differentiation, cells grown to 100% confluence were exposed to induction in F12 medium containing 1 μM dexamethasone, 10 μg/mL insulin, 0.5μM isobutylmethylxanthine, and 10% FBS for 3-4 days. Cells were then differentiated in F12 medium containing containing10 μg/mL insulin and 10% FBS for 4-6 days. Fully differentiated primary adipocytes were used for lipolysis.

(a) Lipolysis (Glycerol release) was measured by glycerol reagent in primary adipocytes treated with different dose of IGFBP1 (n=3 for each group; o versus 1, *P*=0.0135).

(b) p-PKA substrate and GAPDH protein levels were measured by immunoblotting in primary adipocytes treated with different dose of IGFBP1. The samples were derived from the same experiment and the blots were processed in parallel.

n was the number of biologically cell samples. These experiments were repeated for three times independently.

Data represent the mean ± SEM. Significance was determined by unpaired two-tailed Student's *t* test analysis. *, *p*< 0.05. **, *p*< 0.01. Source data are provided as a Source Data file.

**Supplementary Figure 10. Hepatic deletion of *Wtap* decreases IGF1 but not GH expression.**

1. *GH* and *Wtap* mRNA levels were measured in pituitary gland of *Wtap*-HKO and *Wtap*^flox/flox^ mice at five weeks old (n=6 for each group; *GH*, *P*=0.4313; *Wtap*, *P*=0.3486).
2. *Igf1* mRNA levels were measured in livers of *Wtap*-HKO and *Wtap*^flox/flox^ mice at eight weeks old (n=8 for each group; *P*<0.0001).
3. Serum IGF1 levels were measured in *Wtap*-HKO and *Wtap*^flox/flox^ mice at eight weeks old (*Wtap*^flox/flox^, n=8; *Wtap*-HKO, n=9; *P*=0.0397).

n was the number of biologically independent mice. Data represent the mean ± SEM. Significance was determined by unpaired two-tailed Student's *t* test analysis. *, *p*< 0.05. **, *p*< 0.01. Source data are provided as a Source Data file.

**Supplementary Figure 11. WTAP regulates RNA m^6^A modification in the liver**

The m^6^A RNA immunoprecipitation sequencing(m^6^ARIP-seq) analysis was performed in the livers of 8-week-old *Wtap*^flox/flox^ and *Wtap-*HKO mice. (a) The enrichment of m^6^ARIP-seq peaks in the livers of 8-week-old *Wtap*^flox/flox^ and *Wtap-*HKO mice. (b) Consensus motif of m^6^A sites in livers of 8-week-old *Wtap*^flox/flox^. (c) The differential m^6^A peak enrichment related genes (*Wtap-*HKO VS *Wtap*^flox/flox^) including 2,314 down-regulated m^6^A peak related genes and 1,556 up-regulated m^6^A peak related genes were illustrated in a volcanoplot (|log2foldchange|>1 and pval<0.01). (d) GO analysis of the genes with downregulated m^6^A peaks.

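At an absolute log2 fold change over 1, the authors' deposited table listed 1000 peaks with higher m6A enrichment in *Wtap*-HKO livers, in 959 genes, with a median log2 fold change of 1.41. With any log2 fold change above 0, the authors' deposited table held 1556 upregulated peaks in 1469 genes. Past the threshold of 1, 49 genes had peaks of both directions in the authors' deposited table. Of the 1000 upregulated peaks, 503 overlapped a *Wtap* flox/flox peak and 983 overlapped a *Wtap*-HKO peak. The 3 upregulated peaks that ranked first by p-value and then by fold change lay in *Apoa2* (ENSMUSG00000005681, chromosome 1, 171225054 to 171225707), *Ambp* (ENSMUSG00000028356, chromosome 4, 63152680 to 63154799) and *Fth1* (ENSMUSG00000024661, chromosome 19, 9982703 to 9982942). Their log2 fold changes in the authors' deposited table were 1.14 for *Apoa2*, 1.05 for *Ambp* and 1.04 for *Fth1*. Of the upregulated peaks of the authors' deposited table, 914 could be placed on a gene span, and 41.1% of these had their midpoint in the first 10% of the span. For the downregulated peaks of the authors' deposited table, 1119 could be placed, of which 0.45% had their midpoint in the first 10% of the span and 56.1% in the final 10%.

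**Figure D3:**
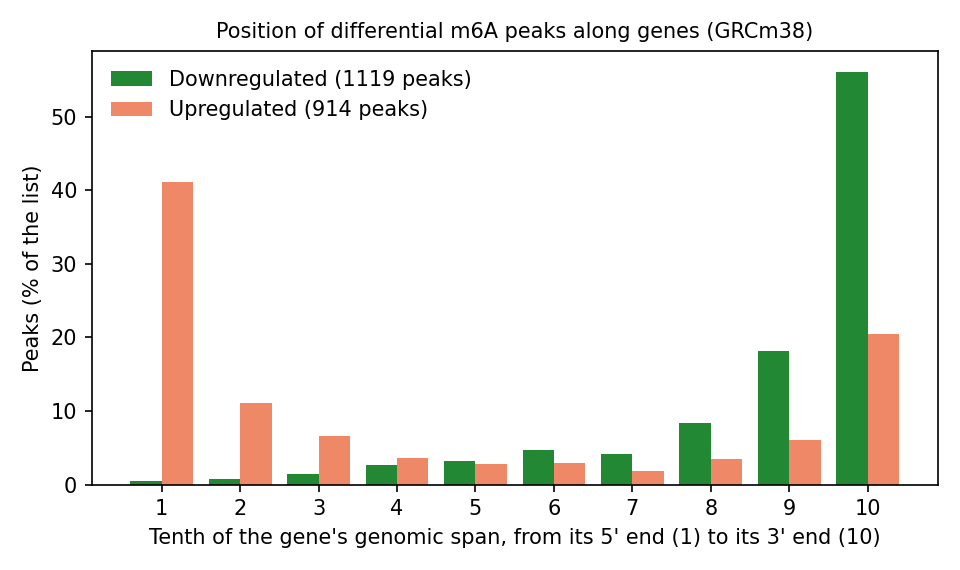
Position of differential m6A peaks along genes, for peaks downregulated (green, 1119 peaks) and upregulated (orange, 914 peaks) in *Wtap*-HKO livers at an absolute log2 fold change over 1 in the authors' deposited table. The x axis divides each gene's span on GRCm38 into 10 equal parts from the 5´ end to the 3´ end, and the bars give the percent of peaks whose midpoint lies in each part, with 56.1% of the downregulated peaks in the last part and 41.1% of the upregulated peaks in the first.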

**Supplementary Figure 12. Genes with downregulated m^6^A peaks are associated with signaling pathways.**

The m^6^A RNA immunoprecipitation sequencing(m^6^ARIP-seq) analysis was performed in the livers of 8-week-old *Wtap*^flox/flox^ and *Wtap-*HKO mice. KEGG analysis of the genes with downregulated m^6^A peaks.

**Supplementary Figure 13. Enrichment of open chromatin in the gene promoters and the ATAC-seq peaks near the TSS in the livers of *Wtap*^flox/flox^ and *Wtap-*HKO mice**  (a) Reads heatmap around TSS. (b) Reads profile around TSS.

**Supplementary Figure 14. Distribution of ChIP-seq peaks.**

**Supplementary Figure 15. KEGG analysis of downregulated genes in both ATAC-seq and RNA-seq (*Wtap-*HKO VS *Wtap*^flox/flox^).**

**Supplementary Figure 16. KEGG analysis of upregulated genes in both ATAC-seq and RNA-seq (*Wtap-*HKO VS *Wtap*^flox/flox^).**

**Supplementary Figure 17. WTAP is translocated from nuclei to cytosol in human NASH livers.**

Immunoblotting of WTAP protein levels in nuclei, cytosol and total tissue lysate from human NASH and normal liver tissues (n=5 for each group; Nuclei, *P*=0.0002; Cytosol, *P*=0.006976; Total tissue lysate, *P*=0.77959). The samples were derived from the same experiment and the blots were processed in parallel. n was the number of biologically liver samples. Data represent the mean ± SEM. Significance was determined by unpaired two-tailed Student's *t* test analysis. **, *p*< 0.01. Source data are provided as a Source Data file.

**Supplementary Figure 18. Quantification of serum palmitic acid concentration**

Source data are provided as a Source Data file.

Supplementary Table 1. Reagents and softwares used in this study.

| REAGENT or RESOURCE | SOURCE | IDENTIFIER |  |
| --- | --- | --- | --- |
| Antibodies |  |  | Dilution |
| METTL3 | CST | Cat#96391 | 1:2500 |
| WTAP | Proteintech | Cat#10200-1-AP | 1:2500 |
| IGFBP1 | ABclonal | Cat#A11672 | 1:3000 |
| F4/80 | CST | Cat#30325 | 1:200 |
| CD36 | Proteintech | Cat#18836-1-AP | 1:5000 |
| CCL2 | Proteintech | Cat#66272-1-Ig | 1:2500 |
| ATGL | Proteintech | Cat#55190-1-AP | 1:5000 |
| HSL | Abclonal | Cat#A15686 | 1:5000 |
| Phospho-HSL-S563 | Abclonal | Cat#AP0851 | 1:5000 |
| Phospho-(Ser/Thr)PKA Substrate | CST | Cat#9621 | 1:3000 |
| Rabbit IgG | Bioss | Cat#bs-0295p | Control antibody for neutralization |
| GAPDH | Proteintech | Cat#60004-1 | 1:5000 |
| β-Actin | Proteintech | Cat#60008-1-Ig | 1:5000 |
| Lamin B1 | Proteintech | Cat#12987-1-AP | 1:5000 |
| FLAG | Sigma | Cat#F1804 | 1:5000 |
| Cleaved-Caspase3 | CST | Cat#9661 | 1:2500 |
| HDAC1 | CST | Cat#5356 | 1:2500 |
| Acetyl-Histone H3 (Lys9) | Jingjie PTM BioLab | Cat#PTM-122 | 1:100 |
| Acetyl-Histone H3 (Lys27) | CST | Cat#4353 | 1:100 |
| CDK9 | Proteintech | Cat#11705-1-AP | 1:3000 |
| pCDK9 | CST | Cat#2549 | 1:3000 |
| Phosphoserine | Sigma | Cat#AB1603 | 1:1000 |
| ADCY6 | Proteintech | Cat#14616-1-AP | 1:3000 |
| ADCY4 | Bioss | Cat#bs-3921R | 1:3000 |
| ADCY3 | Bioss | Cat#bs-20272R | 1:3000 |
| MYC | Proteintech | Cat# 16286-1-AP | 1:5000 |
| αTubulin | Santa cruz | Cat#sc-5286 | 1:5000 |

| Chemicals | | |
| --- | --- | --- |
| TNFα | CUSABIO | Cat#CSB-AP002141HU |
| BAY-1143572 | Selleck | Cat#S8727 |
| Trichostatin A (TSA) | Selleck | Cat#S1045 |
| 3×Flag peptides | Sigma | Cat#F4799 |
| Protein A Agarose | Pierce | Cat#20333 |
| Anti-HA Magnetic Beads | Bimake | Cat#B26201 |
| Anti-FLAG M2 Magnetic Beads | Millipore | Cat#M8823 |
| Anti-MYC magnetic Beads | Bimake | Cat# B26301 |
| Glycerol Reagent | Sigma | Cat#F6428 |
| DAPI | Solarbio | Cat#C0060 |
| Palmitic acid | Sigma | Cat#P5585 |
| Blue Plus II Protein Marker | Transgen Biotech | Cat#L50824 |
| High Pure dNTPs | Transgen Biotech | Cat#20201025 |
| GoTaq Green Master Mix | Promega | Cat#M7122 |
| M-MLV reverse transcriptase | Promega | Cat#M1701 |
| Random Primers | Promega | Cat#C1181 |
| FBS | TRINTY TEK | Cat#01010102 |
| Collagenase Type 2 | Worthington | Cat#LS004176 |
| SYBR™ Green Mix | Roche | Cat#4913914001 |
| TriPure Isolation Reagent | Roche | Cat#94015120 |
| Recombinant DNase I | TaKaRa | Cat#2270A |
| Oil Red O | Sigma-Aldrich | Cat#O0625 |
| Direct Red 80 | Sigma-Aldrich | Cat#365548 |
| BODIPY Lipid Probes | Molecular Probes | Cat#MP 03792 |
| Recombinant Mouse IGFBP-1 Protein | R&D Systems | Cat#1588-B1-025 |
| MCD | Medicience | Cat#MD12052 |
| NASH diet | Changzhou SYSE Bio-Tec | Cat# D18402002 |

| Assay Kit | | |
| --- | --- | --- |
| TUNEL Assay Kit | Roche Applied Science | Cat#11684795910 |
| Alanine aminotransferase Assay Kit | Nanjing Jiancheng | Cat#C009-2-1 |
| Nonesterified Free fatty acids assay kit | Nanjing Jiancheng | Cat#A042-2-1 |
| Mouse IGFBP-1 ELISA Kit | BOSTER | Cat#EK0383 |
| Liver / Muscle glycogen assay kit | Nanjing Jiancheng | Cat#A043-1-1 |
| Mouse/Rat IGF1 ELISA Kit | Proteintech | Cat# KE10032 |
| Mouse MCP-1 ELISA Kit | Proteintech | Cat# KE10006 |
| Mouse IL-1 beta ELISA Kit | Proteintech | Cat# KE10003 |
| Mouse TNF-alpha ELISA Kit | Proteintech | Cat# KE10002 |
| cAMP ELISA kit | Cayman | Cat#581001 |

| Software | | |
| --- | --- | --- |
| Graphpad 6.02 | Graphpadsoftwave | Graphpad.com |
| Image J version 1.39f | National Institute of Health |  |

Supplementary Table 2. The clinical information and histologic features of subjects included in this study

|  |  | **Non-steatosis** |  | **NASH** |
| --- | --- | --- | --- | --- |
| All |  | 9 |  | 9 |
| Male Gender |  | 3(33%) |  | 8(89%) |
| Age (years) |  | 37.6±4.19 |  | 37.1±3.57 |
| BMI(kg/m2) |  | 21.3±0.41 |  | 24.4±1.42 |
| ALT(U/L) |  | 24.9±4.4 |  | 157±43.9 |
| AST(U/L) |  | 22.8±1.67 |  | 76.1±17.56 |
| Cholesterol (mM) |  | 3.93±0.3 |  | 4.63±0.3 |
| Triglycerides (mM) |  | 2.15±0.41 |  | 1.75±0.28 |
| HDL(mM) |  | 1.35±0.17 |  | 1.27±0.2 |
| LDL(mM) |  | 2.16±0.31 |  | 2.87±0.41 |
| FBG(mM) |  | 4.59±0.12 |  | 6.91±1.67 |
| Steatosis grade (1/2/3) |  | 0 |  | 1/5/3 |
| Lobular inflammation (1/2/3) |  | 0 |  | 4/3/2 |
| Ballooning (0/1/2) |  | 0 |  | 4/4/1 |
| Fibrosis (0/1) |  | 0 |  | 3/6 |

Supplementary Table 4. Multiple reaction monitoring (MRM) parameters of five free fatty acids.

| Analyte | Precursor ion  Q1(m/z) | Product ion  Q3(m/z) | Declustering potential (V) | Collision energy (V) |
| --- | --- | --- | --- | --- |
| Palmitic acid | 255.3 | 255.2 | -100 | -20 |
| Myristate | 227.3 | 227.1 | -108 | -20 |
| Stearate | 282.3 | 282.1 | -134 | -20 |
| Linoleate | 278.2 | 278.0 | -94 | -15 |
| Arachidonate | 303.2 | 259.4 | -125 | -20 |

# Supplementary material for: Deficiency of WTAP in hepatocytes induces lipoatrophy and non-alcoholic steatohepatitis (NASH)
**Source:** Nat Commun. 2022 Aug 4;13:4549. doi: 10.1038/s41467-022-32163-w
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

RNA-seq, ChIP-seq, ATAC-seq and m6ARIP-seq analysis: TopHat version 2.0.12; HTSeq version 0.6.1; MACS2 Version 2.1.0; BWA Version 0.7.12; HOMER version 4.9.1; exomePeak R package version 2.16.0; fastp version 0.19.11; rMATS (version 3.2.5)  
qPCR: LightCycler 480 Software 1.5.1.

Data analysis

GraphPad Prism 6.02; ImageJ version 1.39f

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

ATAC-seq data that support the findings of this study have been deposited in GEO under accession code GSE168945 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE168945>). RNA-seq data support the findings of this study have been deposited in GEO under accession code GSE168850 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE168850>). m6ARIP-seq data that support the findings of this study have been deposited in GEO under accession code GSE192884 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE192884>). ChIP-seq data that support the findings of this study have been deposited in GEO under accession code GSE198023 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE198023>).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The sample sizes for this study were chosen based on generally expected variations of metabolic parameters and typical sample sizes for metabolic studies documented in literature (References: PMID: 24995979; 22315325; 22581287; 27131369; 27871061, 30613274 and 34893641). That allows to determine statistical differences in animal experiments and in vitro cell culture experiments. Sample numbers were well described in the Figure legends.                                                                                                                                                                                                                                                                                                                                                                          |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Replication     | All the biological experiments were repeated, at least, three times and reproduced. Total RNA was extracted from the livers of Wtapflox/flox and Wtap-HKO mice at 8 weeks old, and three independent biological mice of each group were used for RNA-seq. For m6ARIP-seq, each sample (300 µg total RNA) was pooled from 5 mice for each group. Two independent biological replicates for each group were used for m6ARIP-seq. For ATAC-seq, each liver sample was pooled from three Wtapflox/flox and Wtap-HKO mice, respectively. Three independent biological replicates of each group were used for ATAC-seq. Four to ten independent samples were further validated by alternative approaches, such as RT-qPCR, ChIP-qPCR and luciferase assays. Western blotting data were confirmed by three to four independent samples. |
| Randomization   | For animal experiments, age-matched mice with different genotypes were randomly divided into different experimental groups. For cell culture experiments, cells with different genotypes or treatments were randomly divided into different experimental groups.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Blinding        | The H&E staining experiments were performed by the authors who were blinded to the experimental groups. ATAC-sequencing, RNA sequencing, m6ARIP-sequencing, library constructions, and RNA sequencing alignments were performed by technical staffs at Novogene who were blinded to the experimental groups. Blinding was not relevant to the other experiments in mice or cells because mice or cells had to be genotyped by PCR.                                                                                                                                                                                                                                                                                                                                                                                               |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Antibodies: WTAP Proteintech 10200-1-AP; IGFBP1 Abclonal A11672; F4/80 Cell Signaling Technology 30325; METTL3 Cell Signaling Technology 96391 D2160; FLAG Sigma F1804 M2; CD36 Proteintech 18836-1-AP; CCL2 Proteintech 66272-1-Ig 1B9F7; β-actin Proteintech 60008-1-Ig 7D2C10; Lamin B1 Proteintech 12987-1-AP; Cleaved Caspase3 Cell Signaling Technology 9661; HDAC1 Cell Signaling Technology 5356 10E2; Acetyl-Histone H3 (Lys9) Jingjie PTM BioLab PTM-112; Acetyl-Histone H3 (Lys27) Cell Signaling Technology 4353; Tubulin Santa cruz sc-5286 B-7; ATGL Proteintech 55190-1-AP; HSL Abclonal A15686; Phospho-HSL-S563 Abclonal AP0851; Phospho-(Ser/Thr) PKA Substrate CST 9621; GAPDH Proteintech 60004-1; Cleaved-Caspase3 CST 9661; CDK9 Proteintech Cat#11705-1-AP; pCDK9 CST Cat#2549; Phosphoserine Sigma Cat#AB1603; ADCY6 Proteintech Cat#14616-1-AP; ADCY4 Bioss Cat#bs-3921R; ADCY3 Bioss Cat#bs-20272R; MYC Proteintech 16286-1-AP; Rabbit IgG Bioss bs-0295p. |
| Validation      | Most of the commercial antibodies have been verified and used in multiple previous publications as shown below.<br>WTAP Proteintech Cat#10200-1-AP<br><a href="https://www.ptgcn.com/products/WTAP-Antibody-10200-1-AP.htm">https://www.ptgcn.com/products/WTAP-Antibody-10200-1-AP.htm</a>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |

Species specificity: Human, mouse, rat, monkey  
Applications: WB, IP  
Publications: PMID: 34326314, 26190105, 34291881

F4/80 Cell Signaling Technology Cat#30325 D4C8V  
[https://www.cellsignal.cn/products/primary-antibodies/f4-80-d4c8v-xp-rabbit-mab/30325?site-search-type=Products&N=4294956287&Ntt=30325&fromPage=plp&\\_requestid=2615926](https://www.cellsignal.cn/products/primary-antibodies/f4-80-d4c8v-xp-rabbit-mab/30325?site-search-type=Products&N=4294956287&Ntt=30325&fromPage=plp&_requestid=2615926)  
Species specificity: Mouse  
Applications: WB, IP, IF  
Publications: PMID: 32975669, 32900814, 33192521

METTL3 Cell Signaling Technology Cat#96391 D2I6O  
<https://www.cst-c.com.cn/products/primary-antibodies/mettl3-d2i6o-rabbit-mab/96391>  
Species specificity: Human, mouse, rat, monkey  
Applications: WB, IP  
Publications: PMID: 31167133, 30212448, 32245957

FLAG Sigma Cat#F1804 M2  
<https://www.sigmaaldrich.cn/CN/zh/product/sigma/f1804?context=product>  
Species specificity: All  
Applications: WB, IP, IHC, IF, ICC  
Publications: PMID: 28053121, 28328949, 27172195

CD36 Proteintech Cat#18836-1-AP  
<https://www.ptgcn.com/products/CD36-Antibody-18836-1-AP.htm>  
Species specificity: Human, mouse, hamster  
Applications: FC, IHC, WB, ELISA  
Publications: PMID: 30233583, 29664631, 29025707

CCL2 Proteintech Cat#66272-1-Ig 1B9F7  
<https://www.ptgcn.com/products/Mcp1-Antibody-66272-1-Ig.htm>  
Species specificity: Mouse, Rat, Rabbit  
Applications: IHC, WB, ELISA  
Publications: PMID: 26978584, 28943249, 28129426

$\beta$ -actin Proteintech Cat#60008-1-Ig 7D2C10  
<https://www.ptgcn.com/products/ACTB-Antibody-60008-1-Ig.htm>  
Species specificity: Human, mouse, rat, pig, plant, Zebrafish  
Applications: FC, IF, IHC, WB, ELISA  
Publications: PMID: 18667751, 19699238, 18596218  
Lamin B1 Proteintech Cat#12987-1-AP  
<https://www.ptgcn.com/products/LMNB1-Antibody-12987-1-AP.htm>  
Species specificity: Human, mouse, rat  
Applications: ChIP, IF, IHC, WB  
Publications: PMID: 20132211, 22745163, 23146752

HDAC1 Cell Signaling Technology Cat#5356 10E2  
[https://www.cellsignal.cn/products/primary-antibodies/hdac1-10e2-mouse-mab/5356?site-search-type=Products&N=4294956287&Ntt=5356&fromPage=plp&\\_requestid=558238](https://www.cellsignal.cn/products/primary-antibodies/hdac1-10e2-mouse-mab/5356?site-search-type=Products&N=4294956287&Ntt=5356&fromPage=plp&_requestid=558238)  
Species specificity: Human, mouse, rat, monkey  
Applications: WB, IP  
Publications: PMID: 31924750, 3185815, 31849603

Acetyl-Histone H3 (Lys9) Jingjie PTM BioLab Cat#PTM-112  
<http://www.ptm-biolab.com.cn/productDetail.html?id=5656>  
Species specificity: Human, mouse, rat  
Applications: WB, CHIP  
Publications: PMID: 28429772, 25160476, 23909948

Acetyl-Histone H3 (Lys27) Cell Signaling Technology Cat#4353  
[https://www.cellsignal.cn/products/primary-antibodies/acetyl-histone-h3-lys27-antibody/4353?site-search-type=Products&N=4294956287&Ntt=4353&fromPage=plp&\\_requestid=558793](https://www.cellsignal.cn/products/primary-antibodies/acetyl-histone-h3-lys27-antibody/4353?site-search-type=Products&N=4294956287&Ntt=4353&fromPage=plp&_requestid=558793)  
Species specificity: Human, mouse, rat, monkey  
Applications: WB, IP, CHIP  
Publications: PMID: 33397936, 32807777, 32025238

Tubulin Santa cruz Cat#sc-5286 B-7  
<https://www.scbt.com/zh/p/alpha-tubulin-antibody-b-7;jsessionid=Wa7VUc80f-fcWsAzlkec3W5PWv8SzKuYfJhw7AMBzcx9hKbmKf!-98738317>

Species specificity: Human, mouse, rat, canine, bovine and porcine

Applications: WB, IP, IF, IHC, FCM, ELISA

Publications: PMID: 30755469; 31499479; 30810354

ATGL ProteintechCat#55190-1-AP

<https://www.ptgcn.com/products/ATGL-Antibody-55190-1-AP.htm>

Species specificity: Human, Mouse, Rat, Chicken, Pig, Sheep

Applications: IP, WB, ELISA

Publications: PMID: 29487348, 33529214, 29532859, 33605986

HSL AbclonalCat#A15686

<https://abclonal.com.cn/catalog/A15686>

Species specificity: Human, Mouse

Applications: WB

Publications: PMID: 31075194

Phospho-HSL-S563 AbclonalCat#AP0851

<https://abclonal.com.cn/catalog/AP0851>

Species specificity: Human, Mouse, Rat

Applications: WB

Publications: PMID: 31075194

Phospho-(Ser/Thr) PKA Substrate Cell Signaling TechnologyCat#9621

[https://www.cellsignal.cn/products/primary-antibodies/phospho-ser-thr-pka-substrate-antibody/9621?site-search-type=Products&N=4294956287&Ntt=9621&fromPage=plp&\\_requestid=2694594](https://www.cellsignal.cn/products/primary-antibodies/phospho-ser-thr-pka-substrate-antibody/9621?site-search-type=Products&N=4294956287&Ntt=9621&fromPage=plp&_requestid=2694594)

Species specificity: All

Applications: WB, IP, IHC

Publications: PMID: 33640452, 33934390, 34100382

GAPDH ProteintechCat#60004-1

<https://www.ptgcn.com/products/GAPDH-Antibody-60004-1-lg.htm>

Species specificity: Human, Mouse, Rat, Yeast, Plant, Zebrafish

Applications: FC, IF, IP, WB, ELISA

Publications: PMID: 30293547, 30572886, 30506890

Cleaved Caspase3 Cell Signaling Technology Cat#9661

[https://www.cellsignal.cn/products/primary-antibodies/cleaved-caspase-3-asp175-antibody/9661?\\_id=1654040346473&Ntt=9661&tahead=true](https://www.cellsignal.cn/products/primary-antibodies/cleaved-caspase-3-asp175-antibody/9661?_id=1654040346473&Ntt=9661&tahead=true)

Species specificity: Human, mouse, rat, monkey

Applications: WB, IP, IHC

Publications: PMID: 34031387, 33931443

CDK9 Proteintech Cat#11705-1-AP

<https://www.ptgcn.com/products/CDK9-Antibody-11705-1-AP.htm>

Species specificity: Human

Applications: IHC, WB

Publications: PMID: 27315790, 28474697

pCDK9 Cell Signaling Technology Cat#2549

[https://www.cellsignal.cn/products/primary-antibodies/phospho-cdk9-thr186-antibody/2549?site-search-type=Products&N=4294956287&Ntt=2549&fromPage=plp&\\_requestid=556627](https://www.cellsignal.cn/products/primary-antibodies/phospho-cdk9-thr186-antibody/2549?site-search-type=Products&N=4294956287&Ntt=2549&fromPage=plp&_requestid=556627)

Species specificity: Human, mouse, rat, monkey

Applications: WB

Publications: PMID: 31848275, 31101827, 29792310

Phosphoserine Sigma Cat#AB1603

<https://www.sigmaaldrich.cn/CN/zh/product/mm/ab1603?context=product>

Species specificity: All

Applications: ELISA, WB, IP, IHC

Publications: PMID: 11181844, 12960006, 15514089

ADCY6 Proteintech Cat#14616-1-AP

<https://www.ptgcn.com/products/ADCY6-Antibody-14616-1-AP.htm>

Species specificity: Human, Mouse, Rat

Applications: WB, IP, IHC

Publications: PMID: 31383768, 31918924

ADCY4 Bioss Cat#bs-3921R;

[http://www.bioss.com.cn/prolook\\_03.asp?id=AF08169606003382&pro37=1](http://www.bioss.com.cn/prolook_03.asp?id=AF08169606003382&pro37=1)

Species specificity: Human, Mouse, Rat, Dog, Pig, Cow, Horse, Rabbit, Sheep

Applications: WB, ELISA

Publications: used in this paper

ADCY3 Bioss Cat#bs-20272R

[http://www.bioss.com.cn/prolook\\_03.asp?id=AF08169606025014&pro37=1](http://www.bioss.com.cn/prolook_03.asp?id=AF08169606025014&pro37=1)

Species specificity: Human, Mouse, Rat, Pig, Cow, Horse, Sheep

Applications: WB, ELISA

Publications: used in this paper

MYC Proteintech Cat#16286-1-AP

<https://www.ptgcn.com/products/MYC-tag-Antibody-16286-1-AP.htm>

Species specificity: MYC-Tag antibody

Applications: IF, IP, WB, ELISA

Publications: PMID: 25906440, 28069035, 28598244

Rabbit IgG Bioss Cat#bs-0295p

[http://www.bioss.com.cn/prolook\\_03.asp?id=AF08169606005429&pro37=7](http://www.bioss.com.cn/prolook_03.asp?id=AF08169606005429&pro37=7)

Applications: Isotype Control

Publications: PMID: 34133792, 35132073, 30685705

IGFBP1 Abclonal Cat#A11672

<https://abclonal.com.cn/catalog/A11672>

Species specificity: Human, mouse

Applications: WB

Publications: used in this paper

## Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

HEK293T ATCC CRL3216

Authentication

The cell line has not been authenticated recently.

Mycoplasma contamination

All cell lines were tested negative for mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

There is no ICLAC line used in this study.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Male mice were used for experiments. Age is between 5 to 20 weeks. The age of mice for each experiment was shown in the relevant figure legends. Both WTAPflox/flox and Alb-Cre mice were in C57BL/6J background. Animals were kept under controlled light (12hour light and 12hour dark cycle), temperature ( $24 \pm 2^\circ\text{C}$ ) and humidity ( $50\% \pm 10\%$ ) conditions. The strain and housing temperature of mice were described in 'Methods'.

Wild animals

This study did not involve wild animals.

Field-collected samples

This study did not involve samples collected from the field.

Ethics oversight

Animal experiments were carried out in strict accordance with the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health and approved by the Institutional Animal Care and Use Committee or Animal Experimental Ethics Committee of Harbin Institute of Technology (HIT/IACUC). The permit number was IACUC-2018004.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

Population characteristics

The clinical information and histologic features of subjects included in this study was shown in Supplementary Table 1. The information was also shown below.

Non-steatosis NASH

All 9 9

Male Gender 3(33%) 8(89%)

Age (years)  $37.6 \pm 4.19$   $37.1 \pm 3.57$

BMI(kg/m<sup>2</sup>)  $21.3 \pm 0.41$   $24.4 \pm 1.42$

ALT(U/L) 24.9±4.4 157±43.9  
 AST(U/L) 22.8±1.67 76.1±17.56  
 Cholesterol (mM) 3.93±0.3 4.63±0.3  
 Triglycerides (mM) 2.15±0.41 1.75±0.28  
 HDL(mM) 1.35±0.17 1.27±0.2  
 LDL(mM) 2.16±0.31 2.87±0.41  
 FBG(mM) 4.59±0.12 6.91±1.67  
 Steatosis grade (1/2/3) 0 1/5/3  
 Lobular inflammation (1/2/3) 0 4/3/2  
 Ballooning (0/1/2) 0 4/4/1  
 Fibrosis (0/1) 0 3/6

## Recruitment

All the participants in this study were enrolled between March 2018-June 2021 at the 3rd affiliated hospital of Sun Yat-sen university. No expect biases, including self-selection bias was expected from patient samples. The investigation conforms to the principles that are outlined in the Declaration of Helsinki regarding the use of human tissues.

## Ethics oversight

The present study were approved by the Research Ethics Committee of the Third Affiliated Hospital of Sun Yat-sen University

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

*May remain private before publication.*

ChIP-seq data that support the findings of this study have been deposited in GEO under accession code GSE198023(<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE198023>). The secure token for review purpose is "edurwqsafpedryn".

## Files in database submission

GSM5935997 WTAP-IP  
 GSM5935998 WTAP-Input  
 GSE198023\_Wtap\_peaks.xlsx

Genome browser session  
(e.g. [UCSC](#))

We used GRCh38.p6 as genome reference.

### Methodology

## Replicates

ChIP-sequencing was performed once for one replicates but four independent samples were analyzed and further validated by ChIP-qPCR .

## Sequencing depth

Paired-ends; For total number of reads, WTAP-IP:24168697; WTAP-Input:22718375; For unique\_mapped reads, WTAP-IP:20634444; WTAP-Input:20484973; Length of reads: 272

## Antibodies

We used Anti-FLAG M2 Magnetic Beads (M8823, Millipore) for ChIP-seq experiment.

## Peak calling parameters

After mapping reads to the reference genome, we used the MACS2 (version 2.1.0) peak calling software to identify regions of IP enrichment over background. The parameter is "-q 0.05; --call-summits; --nomodel". After peak calling, the distribution of chromosome distribution, peak width, fold enrichment, significant level and peak summit number per peak were all displayed.

## Data quality

We used the MACS2 (version 2.1.0) peak calling software to identify regions of IP enrichment over background with a parameter "-q 0.05; --call-summits; --nomodel". We detected 27225 peaks.

## Software

fastp (version 0.19.11); BWA (v 0.7.12); MACS2 (version 2.1.0); HOMER (version 4.9.1)

# Supplementary material for: Deficiency of WTAP in hepatocytes induces lipoatrophy and non-alcoholic steatohepatitis (NASH)
**Source:** Nat Commun. 2022 Aug 4;13:4549. doi: 10.1038/s41467-022-32163-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Title:** Supplementary Data 1.

RNA-seq analysis shows that 344 transcripts display significant alternative splicing changes in the livers of *Wtap*-HKO mice.

Alternative splicing was analyzed by rMATS software (version 3.2.5). False Discovery Rate (FDR) <0.05 was considered statistically significant.

**Title:** Supplementary Data 2.

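Supplementary Data 2 is a list of Ensembl gene identifiers, one for each gene that carries at least 1 peak of IP over input in *Wtap* flox/flox livers. It gives neither the number of peaks per gene nor their enrichment. The first 1999 identifiers of the list were read here. All 1999 were present among the genes of the *Wtap* flox/flox peak list, in the same order. Among all genes of that peak list, 4995 had a single peak and the largest number of peaks in 1 gene was 19.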

m<sup>6</sup>ARIP-seq analysis shows that transcripts with significant m<sup>6</sup>A peaks come from 9,020 genes in the livers of *Wtap*<sup>flox/flox</sup> mice.

**Title:** Supplementary Data 3.

ATAC-seq data analysis identified 15,903 upregulated peak-related genes and 16,042 downregulated peak-related genes in the livers of *Wtap*-HKO mice.

**Title:** Supplementary Data 4.

ChIP-seq analysis identifies 15,266 genes with peaks in Flag-WATP-overexpressing hepatocytes.

**Title:** Supplementary Data 5.

Combined analysis of ATAC-seq and RNA-seq data show that 953 genes are downregulated in these two datasets, whereas 1,532 genes are upregulated in the livers of *Wtap*-HKO mice.

How the deposited data were processed for this re-analysis (not part of the article)

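m6ARIP-seq of mouse liver was examined in 2 genotypes, *Wtap* flox/flox and *Wtap*-HKO, at 8 weeks of age. Each genotype had 2 IP and 2 input libraries, and each replicate was pooled from 5 mice. The authors aligned 150 bp paired-end reads to GRCm38 (Ensembl annotation) with BWA mem 0.7.12. They called peaks of IP over input, and peaks that differ between the genotypes, with exomePeak 2.16.0. They deposited 3 lists, in which the replicates of a genotype are already combined. The rule for combining them is not named in the methods.

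The fold enrichment that the authors deposited for each peak is a linear ratio of IP over input, after a library scaling that the methods do not describe. The false discovery rates and p-values are log10 scores that the authors deposited from their peak caller, with lowest values of minus infinity for enrichment and -434 for the difference between the genotypes. The difference between the genotypes is deposited as a log2 fold change, with negative values for lower enrichment in *Wtap*-HKO livers. No list holds reads or values per library. The depth of each library is therefore unknown, and no smallest detectable enrichment can be stated. Means with an SD, tests across replicates and leaving out a replicate were not possible.

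The peaks, and the genes named beside them, were counted with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6. Starts are printed 1-based. Peaks of the 2 genotypes were called shared when at least 1 exonic base overlapped on the same strand. Differential peaks were counted at a p-value under 0.01 and an absolute log2 fold change over 1, as in the legend of Supplementary Fig. 11c, with the threshold of the methods (any log2 fold change above or below 0) as an alternative. Gene lists of the paper were tested among genes with a peak in either genotype by Fisher's exact test (scipy 1.17.1, two-sided), with Benjamini-Hochberg adjustment over 8 tests. The lists were the genes of Supplementary Data 1, the down- and upregulated genes of Supplementary Data 5, and the genes of lipid and glucose metabolism in Fig. 2c and Supplementary Fig. 3e. Shares carry 95% Wilson intervals, and differences of shares carry Newcombe intervals. Both cover counting error only, and neighbouring peaks of a gene are not independent. Figures were drawn with matplotlib 3.10.9.

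The genes named in the text followed a rule set before the data were examined. They are *Wtap*, *Igfbp1*, *Cd36* and *Ccl2*, the genes of the liver expression panels of Fig. 1m, Fig. 2c, Fig. 2f and Supplementary Fig. 3e that have a peak, and the 3 differential peaks with the smallest p-value in each direction, with ties broken by the larger fold change. The panel genes are summarised where they are not named.

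The enrichment of the GGACU motif and the shares of peaks at the stop codon, the coding sequence and the UTRs had been planned. They need the genome sequence and transcript models, which were not used here. After the lists had been examined, the position of a peak relative to the span of its RefSeq gene on GRCm38.p6 was used instead. A peak was counted at an end of the gene when it reached to within 200 nt of that end or ran past it by any distance. The second measure was the part of the span that holds the midpoint of the peak's genomic range, introns included. Gene spans include introns and take no account of the isoform expressed in liver. Gene Ontology and KEGG gene sets were not used here.

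The computations were tested on simulated data. A copy of the *Wtap* flox/flox list with a random part of its peaks moved away gave 11042 shared peaks of 15635, the number built in. The share of covered bases, which the 50% overlap rule uses, came out within 0.02 of the planted value for 4823 of 4846 peaks covered to 50%. All 2000 peaks planted inside simulated genes at known distances from the 5´ end were recovered at those distances. Peaks that run past a gene end were not simulated. Fisher's exact test called 200 of 200 gene lists with a planted enrichment and 10 of 200 lists without one at an unadjusted p of 0.05. These lists were far larger than that of the lipid and glucose genes, so the power for that list was not tested. They were also drawn at random, so a bias toward abundant transcripts was not tested either.

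The alternatives were a false discovery rate under 0.01 or a fold enrichment of at least 2, merging of overlapping peaks, another minimum overlap, comparison of whole spans, other thresholds for differential peaks, matching by position, other backgrounds and the removal of genes with peaks of both directions. A false discovery rate under 1e-05 and every alternative for the position along genes were added after the data had been examined.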

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

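All tests in this part were chosen after the results had been seen. With 1 combined peak list per genotype, none of the patterns has a check between replicates.

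The paper shows the positions of the peaks of each genotype but not those of the differential peaks. In the authors' deposited table, 47.4% of the upregulated peaks that could be placed (433 of 914, 95% Wilson interval 44.2 to 50.6%) reached to within 200 nt of the 5´ end of the gene or ran past it. For the downregulated peaks this share was 0.80% (9 of 1119, 0.42 to 1.52%). Different sets of genes accounted for part of the shift between the genotypes. In genes with peaks in both genotypes, the share of peaks at the 5´ end was 5.74 percentage points higher in *Wtap*-HKO than in *Wtap* flox/flox, down from 7.57 for all genes. Without the genes of Supplementary Data 5, upregulated and downregulated peaks differed by 47.5 percentage points, beside 46.6 with them. That list holds only genes that changed in both chromatin accessibility and RNA, so that other genes with changed expression stayed in the comparison and an effect of expression is not excluded. In genes longer than 5000 nt, where the ends are far apart, the difference was 44.4 percentage points. One scaling factor for a whole genotype would leave the ranks of peaks within a list unchanged. Among 10805 peaks found 1 to 1 in both lists, peaks at the 5´ end instead rose by a median of 24.9 percentile ranks by fold enrichment in *Wtap*-HKO, and peaks at the 3´ end had a median shift of -5.58, which is a gap of 30.5 percentile ranks. GC content at gene starts, RNA integrity, the depth of the libraries and a scaling that depends on position were not tested, because the lists hold neither sequence nor reads. In the authors' deposited table, 187 genes had peaks of both directions at any log2 fold change, and in 98.9% of them (185 of 187, 95% Wilson interval 96.2 to 99.7%) the upregulated peaks lay on the 5´ side of the downregulated ones. Because these genes were chosen for having both directions, the count describes the pattern within genes and does not test changed expression. A change shared by all peaks of a gene, such as changed expression of the whole gene, would give neither end the higher log2 fold change. A set of 530 genes with at least 2 differential peaks in the authors' deposited table was therefore compared, chosen without regard to direction. The set did not hold every such gene, since that table listed 3227 genes, of which 2667 had 1 peak. In 67.7% of the set (359 genes, 95% Wilson interval 63.6 to 71.6%), the peak nearest the 5´ end had the higher log2 fold change. A shared change alone would not give this excess, but the excess came from genes whose outermost peaks differed in direction. In the 349 genes whose outermost peaks had the same direction, the share was 51.6% (180 genes, 46.3 to 56.8%). These genes were picked by the signs of the values compared, which leaves out genes whose ends changed in opposite directions. Their share therefore cannot decide whether a shared change accounts for them. Genes with 1 differential peak, and changes in the transcript starts or isoforms that are used, were not tested. Hence the pattern cannot be told apart from the explanations that were not tested. Changed expression is left open for most of the genes, because most genes of the authors' deposited table had 1 differential peak.

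A hypothesis for the 5´ end is that the antibody also captures a methylated base next to the cap, which WTAP would not control, so that this signal may gain weight when m6A inside the transcripts falls. If so, upregulated peaks at the 5´ end should reach the start of the gene more often than other peaks there. Of the upregulated peaks at the 5´ end, 67.0% (290 of 433) reached to within 30 nt of the gene start, against 48.6% of the *Wtap* flox/flox peaks (754 of 1551) and 51.4% of the *Wtap*-HKO peaks (1661 of 3230) there. The upregulated peaks come from another peak call and are longer, with a median of 269 exonic nt against 181 and 210, and a longer peak reaches the gene start more often whatever the cause. Among peaks of at most 300 exonic nt the shares were 66.6%, 47.4% and 49.8%, but the median lengths still differed (240, 180 and 181 nt), so that the contrast is not free of peak length. RefSeq starts are not the starts used in liver, and the width of the peaks does not resolve single bases, so that the test does not separate a base at the cap from m6A in the 5´-UTR. Of the 433 upregulated peaks, 207 (47.8%) overlapped a peak of the *Wtap* flox/flox list.

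Peaks only in *Wtap*-HKO livers were found in 2538 genes that the paper does not list. They include *Cd36*, with a fold enrichment of 2.98, and *Ccl2*, with a fold enrichment of 5.42. A candidate explanation is higher expression in *Wtap*-HKO livers, since a peak can be called only where a transcript is abundant enough. Of the 2538 genes, 425 (16.7%) are in the upregulated list of Supplementary Data 5, against 8.89% of all genes with a peak (odds ratio 2.81, two-sided Fisher's exact test, p = 5.7e-49). In the opposite direction, 105 of the 924 genes with peaks only in *Wtap* flox/flox livers (11.4%) are in the downregulated list of Supplementary Data 5, against 5.70% of all genes with a peak (odds ratio 2.33, two-sided Fisher's exact test, p = 4e-12). Both results are consistent with detection that follows expression. The remaining 83.3% of the 2538 genes are not in the upregulated list. That list requires a change in chromatin accessibility as well as in RNA, so that it does not show whether expression accounts for these genes too. Hence the peaks of *Cd36* and *Ccl2* cannot be read as a gain of m6A per transcript, nor can such a gain be excluded.

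The *Wtap*-HKO list held 1.23 times as many peaks as the *Wtap* flox/flox list. Deeper sequencing of the *Wtap*-HKO libraries could produce such an excess. Among peaks with a false discovery rate under 1e-05 the ratio was 1.23 as well, but without read totals this does not exclude a difference in depth.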

How the results depend on the processing

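Unless stated otherwise, the alternatives were set before the data were examined. No paired analysis was possible because the lists combine the replicates and hold no value per library, and for the same reason no replicate was left out. The planned motif and stop codon, UTR and coding sequence results, with their alternatives, were not run, because they need a genome sequence and transcript models that were not used here.

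The numbers of peaks and of genes with a peak in either genotype stayed within 1.5 times their main values under all alternatives tried. The false discovery rate limit of 0.01 could not move them, since the largest value was 0.00603 in *Wtap* flox/flox and 0.00977 in *Wtap*-HKO. Nor could a differential false discovery rate under 0.05 move the differential counts, since its largest value in the authors' deposited table was 0.01. Matching *Igfbp1*, *Cd36* and *Ccl2* by position in place of name left all counts unchanged.

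The share of *Wtap* flox/flox peaks shared with *Wtap*-HKO was 74.3% with a minimum overlap of 50% and 79.1% with fold enrichments of at least 2, beside a main value of 80.1%. The share of *Wtap*-HKO peaks shared with *Wtap* flox/flox was 57.9% and 62.9% under the same alternatives, beside 64.7%. The threshold on the fold change moved the differential counts most. Counting any log2 fold change in place of an absolute value over 1, the authors' deposited table gave 2314 downregulated peaks in 1945 genes in place of 1192 in 1030, and 1556 upregulated peaks in 1469 genes in place of 1000 in 959. The added calls are those with smaller fold changes.

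For the gene lists, any log2 fold change in place of an absolute value over 1 changed the direction of 3 odds ratios. Downregulated genes of Supplementary Data 5 among genes with downregulated peaks went from 0.813 to 1.17, alternatively spliced genes among genes with upregulated peaks from 1.02 to 0.926, and genes of lipid and glucose metabolism among genes with upregulated peaks from 0.695 to 2.89. None of these 3 passed an adjusted p of 0.05 at either threshold. The same alternative took 2 results past that limit. They are genes of lipid and glucose metabolism among genes with downregulated peaks (odds ratio 9.12, Fisher's exact test, adjusted p = 2.7e-05, and 0.13 to 0.20 under the other alternatives) and upregulated genes of Supplementary Data 5 among genes with upregulated peaks (odds ratio 0.592, adjusted p = 7.3e-06, and 0.27 to 1 under the other alternatives). With genes that have *Wtap* flox/flox peaks as the background, the last of these odds ratios was 1.22, against 0.921 in the main test, and that of alternatively spliced genes among genes with upregulated peaks was 0.975. With that background, downregulated genes of Supplementary Data 5 among genes with downregulated peaks had an odds ratio of 0.662 (Fisher's exact test, adjusted p = 0.022, and 0.18 to 0.44 under the other alternatives). The cause of these changes was not tested.

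The alternatives for positions along genes were chosen after seeing the data. The difference between *Wtap*-HKO and *Wtap* flox/flox in the share of peaks at the 5´ end, 7.57 percentage points, was 8.60 within 500 nt, 8.38 with fold enrichments of at least 2 and 5.06 among the 2000 peaks with the highest fold enrichment of each list. At the 3´ end, the difference of -1.85 was -3.15 within 500 nt and -6.43 for midpoints in the final 10% of the span, and it changed sign to 2.18 among the 2000 peaks with the highest fold enrichment. The direction at the 3´ end therefore depends on which peaks are compared, and the cause was not tested. For upregulated minus downregulated peaks, the difference at the 5´ end, 46.6 percentage points, was 51.2 within 500 nt and 40.7 for midpoints in the first 10% of the span. At the 3´ end, the difference of -8.80 was -14.4 within 500 nt, -35.7 for midpoints in the final 10% and -5.62 in genes longer than 5000 nt. Of the shares of single lists under these alternatives, 25 moved outside the 95% interval of the main value and 11 did not.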

Differences from the paper's values

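For genes with downregulated m6A peaks, the paper's value is 2314, and the authors' deposited table gave 1030 genes at the threshold of the legend of Supplementary Fig. 11c. Of the alternatives set before the data were examined, any log2 fold change below 0 brought the value to 1945 genes, within 1.5 times the paper's. A differential false discovery rate under 0.05 (1030 genes), one under 0.01 (1030 genes) and a fold enrichment of at least 2 (899 genes) in the authors' deposited table did not. Counted as peaks rather than genes, the downregulated entries of the authors' deposited table with any log2 fold change number 2314, the same as the paper's number.

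For genes with upregulated m6A peaks, the paper's value is 1556, and the authors' deposited table gave 959 genes at the threshold of the legend. With any log2 fold change above 0 the number was 1469 genes, within 1.5 times the paper's. A differential false discovery rate under 0.05 (959 genes), one under 0.01 (958 genes) and a fold enrichment of at least 2 (895 genes) in the authors' deposited table did not close the gap. Counted as peaks, the upregulated entries of the authors' deposited table with any log2 fold change number 1556, again the same as the paper's number. The threshold of any fold change is the one given in the paper's methods.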

Other observations

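The gene lists of the paper were set against the differential peaks past an absolute log2 fold change of 1 by Fisher's exact test (two-sided, adjusted over 8 tests). Upregulated genes of Supplementary Data 5 were under-represented among genes with downregulated peaks, with 47 of 1029 genes (4.57%) against 8.89% of the 11558 genes with a peak (odds ratio 0.466, exact test, adjusted p = 3.4e-07, and 1.9e-30 to 0.022 over the alternatives). Part of this follows from the background. It includes the 2538 genes with peaks only in *Wtap*-HKO livers, which are richer in upregulated genes and can hardly have a downregulated peak, since 1184 of the 1192 downregulated peaks of the authors' deposited table overlap a *Wtap* flox/flox peak. Among genes with a *Wtap* flox/flox peak, the share was 4.57% against 6.67% and the odds ratio 0.642 (exact test, adjusted p = 0.022). Downregulated genes of Supplementary Data 5 were over-represented among genes with upregulated peaks, with 77 of 953 genes (8.08%) against 5.70% (odds ratio 1.51, exact test, adjusted p = 0.0066, and 5.2e-13 to 0.026 over the alternatives). With genes that have a *Wtap* flox/flox peak as the background, that odds ratio was 1.43. The other 6 tests did not pass an adjusted p of 0.05. Among them, alternatively spliced genes of Supplementary Data 1 had odds ratios of 0.937 for downregulated and 1.02 for upregulated peaks. Genes are not independent replicates, and a differential peak can be called more easily in an abundant transcript. No biological explanation was tested.

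Of the 16 inflammatory genes whose expression is shown in Fig. 2f, 3 had a peak in *Wtap* flox/flox livers and 8 in *Wtap*-HKO livers, and 0 had a differential peak. The 5 genes with peaks only in *Wtap*-HKO livers were *Tnf*, *Il1b*, *Ccl2*, *Cxcl10* and *Cx3cl1*. Their fold enrichments in *Wtap*-HKO livers ranged from 2.55 for the peak of *Cxcl10* to 43.4 for the peak of *Tnf*. Of the 4 genes of fibrosis in Fig. 1m, *Col1a1* and *Mmp9* had a peak only in *Wtap*-HKO livers. Of the 21 genes of lipid and glucose metabolism, 16 had a peak in *Wtap* flox/flox and 16 in *Wtap*-HKO livers, 15 of them in both.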
